# HT‐SuperSAGE of the gut tissue of a Vip3Aa‐resistant *Heliothis virescens* (Lepidoptera: Noctuidae) strain provides insights into the basis of resistance

**DOI:** 10.1111/1744-7917.12535

**Published:** 2017-12-01

**Authors:** Camilo Ayra‐Pardo, Maria E. Ochagavía, Ben Raymond, Asim Gulzar, Lianet Rodríguez‐Cabrera, Claudia Rodríguez de la Noval, Ivis Morán Bertot, Ryohei Terauchi, Kentaro Yoshida, Hideo Matsumura, Pilar Téllez Rodríguez, Daily Hernández Hernández, Orlando Borrás‐Hidalgo, Denis J. Wright

**Keywords:** Bt resistance, *Heliothis virescens*, HT‐SuperSAGE, transcriptomics, Vip3Aa

## Abstract

Multitoxin Bt‐crops expressing insecticidal toxins with different modes of action, for example, Cry and Vip, are expected to improve resistance management in target pests. While Cry1A resistance has been relatively well characterized in some insect species, this is not the case for Vip3A, for which no mechanism of resistance has yet been identified. Here we applied HT‐SuperSAGE to analyze the transcriptome of the gut tissue of tobacco budworm *Heliothis virescens* (F.) laboratory‐selected for Vip3Aa resistance. From a total of 1 324 252 sequence reads, 5 895 126‐bp tags were obtained representing 17 751 nonsingleton unique transcripts (UniTags) from genetically similar Vip3Aa‐resistant (Vip–Sel) and susceptible control (Vip–Unsel) strains. Differential expression was significant (≥2.5 fold or ≤0.4; *P* < 0.05) for 1989 sequences (11.2% of total UniTags), where 420 represented overexpressed (OE) and 1569 underexpressed (UE) genes in Vip–Sel. BLASTN searches mapped 419 UniTags to *H. virescens* sequence contigs, of which, 416 (106 OE and 310 UE) were unambiguously annotated to proteins in NCBI nonredundant protein databases. Gene Ontology distributed 345 of annotated UniTags in 14 functional categories with metabolism (including serine‐type hydrolases) and translation/ribosome biogenesis being the most prevalent. A UniTag homologous to a particular member of the REsponse to PAThogen (REPAT) family was found among most overexpressed, while UniTags related to the putative Vip3Aa‐binding ribosomal protein S2 (RpS2) were underexpressed. qRT‐PCR of a subset of UniTags validated the HT‐SuperSAGE data. This study is the first providing lepidopteran gut transcriptome associated with Vip3Aa resistance and a foundation for future attempts to elucidate the resistance mechanism.

## Introduction

Vip (from vegetative insecticidal proteins) proteins comprises a group of pore‐forming toxins produced and secreted by *Bacillus thuringiensis* (Bt) during vegetative growth of the bacterium (Estruch *et al*., 1996). So far, identified Vip proteins have been divided into four families according to their amino acid identity: Vip1 and Vip2 act as binary toxins against some members of the Coleoptera and Hemiptera orders, Vip3 proteins are toxic to a wide variety of members of the Lepidoptera, and the recently reported Vip4 family have no known target organisms (Chakroun *et al*., 2016a,b). In addition, Vip toxins have no sequence homology to the sporulation‐associated Bt Cry δ‐endotoxins and, at least for Vip3A, binding sites in the gut of target lepidopteran larvae have shown to differ from that of lepidopteran‐specific Cry1‐class toxins (Lee *et al*., 2003; Kurtz, 2010; Liu *et al*., 2011; Abdelkefi‐Mesrati *et al*., 2011). This independent mode of action has led to the commercial release of pyramided transgenic Bt‐cotton (Kurtz *et al*., 2007) and Bt‐maize (Burkness *et al*., 2010), containing *cry*‐class genes combined with *vip3A* to minimize the risk of field‐evolved resistance.

Resistance to Cry toxins has been relatively well characterized in some insect species. Reduced binding of Cry toxins is the most commonly reported type of resistance mechanism in insects (Pigott & Ellar, 2007; Jurat‐Fuentes & Jackson, 2012; Adang *et al*., 2014). Binding of Cry toxins has shown to be affected by altered gene expression (Herrero *et al*., 2005; Guo *et al*., 2011), midgut shedding (Valaitis, 2008), or genetic mutations in putative receptors (Gahan *et al*., 2001; Gahan *et al*., 2010; Baxter *et al*., 2011; Atsumi *et al*., 2012). Also, alteration of gut proteases has been found an important factor of resistance for some insect species through compromising Bt Cry toxin activation or stability (Oppert *et al*., 1994, 1997; Forcada *et al*., 1996; Sayyed *et al*., 2001; Khajuria *et al*., 2009; Rodríguez‐Cabrera *et al*., 2010; Liu *et al*., 2014).

No mechanism of resistance to Vip3A has been identified. Only two insect proteins that interact with Vip3A have been recognized so far using the yeast two‐hybrid system. The first was a 48‐kDa glycoprotein from *Agrotis ipsilon* with homology to tenascins, which could be associated with apoptotic processes (Estruch & Yu, 2001). The second is the ribosomal protein S2 (RpS2) from *Spodoptera litura* identified in Sf21 cells (Singh *et al*., 2010). The specific interaction between Vip3A and RpS2 was validated through *in vitro* protein binding studies. Further exploration of RpS2 function by RNA interference‐mediated knockdown of gene expression both in transfected Sf21 cells and in double‐stranded RNA‐injected *S. litura* larvae resulted in a reduced toxicity of the Vip3A protein (Singh *et al*., 2010).

Barkhade and Thakare (2010) attributed resistance in a Vip3A‐selected *S. litura* strain to a significant decrease in the enzymatic activity of all major types of gut proteases, that is, azocasein, trypsin and chymotrypsin, and the presence of fewer protease isoforms in the gut fluids of resistant compared to the susceptible larvae. In fact, the protoxin‐processing step by gut juice proteases has been described to be determinant for the insecticidal potency of Vip3Aa against insects of *Spodoptera* sp. (Chakroun *et al*., 2012). Recently, two different transcriptional studies on larval gut from *Spodoptera exigua* (Bel *et al*., 2013) and *S. litura* (Song *et al*., 2016) have shown major alterations in transcripts encoding for serine‐proteases after feeding insects with a sublethal dose of the Vip3Aa toxin.

In our laboratory, 12 generations of selection with Vip3Aa of a field‐derived population of *Heliothis virescens* produced a strain (Vip–Sel) with more than 2040 fold resistance compared to the genetically similar unselected (Vip–Unsel) subpopulation (Pickett, 2009; Pickett *et al*., 2017). Genetic characterization of Vip3Aa resistance in Vip–Sel combined with bioassays indicated resistance was due to more than one locus and appeared to be relatively unstable after 13 generations without exposure to the toxin. Inheritance of resistance showed strong paternal influence and ranged from almost completely recessive (mean *h* = 0.04 if the resistant parental was female) to incompletely dominant (mean *h* = 0.53 if the resistant parental was male) (Pickett, 2009; Pickett *et al*., 2017). Further characterization of the Vip–Sel subpopulation revealed a temperature‐dependent fitness cost associated with reduced mating success, fecundity, and fertility in resistant insects (Gulzar *et al*., 2012).

The use of “omics” to study Bt resistance has taken the investigation to a new dimension allowing a much broader comparison between susceptible and resistant populations, particularly, when little or no specific details concerning the resistance mechanism exists. For example, transcriptomic comparisons between Bt‐resistant and susceptible strains have revealed alterations in mRNA abundance of a large number of genes representing a multitude of functional categories (Hernández‐Martínez *et al*., 2010; Guo *et al*., 2012; Lei *et al*., 2014; Ayra‐Pardo *et al*., 2015). It is expected many of the differentially expressed genes, most of them not previously implicated in Bt toxicity, are due to the influence of differences in genetic background between populations rather than to resistance. However, recent studies have assigned a role in Bt resistance to some intracellular genes with altered regulation since their suppression in resistant populations significantly increased the susceptibility to Bt (Guo *et al*., 2011; Ayra‐Pardo *et al*., 2015). Consequently, a new potential mechanism for Bt resistance has been proposed where the loss of receptor function could be an indirect effect of an intracellular response that modifies cell's/organism's physiology in order to deal with toxin challenge (Crickmore, 2016). The comparison of transcriptional profiling in the gut tissue between resistance and susceptible insects would allow for a better understanding of toxin adaptation processes in the former and the identification of plausible candidates for gene functional analysis to elucidate the bases of resistance.

In order to gain insight into the molecular basis of Vip3Aa resistance in the Vip–Sel strain of *H. virescens*, the transcriptional profiling of the larval gut tissue was generated and compared to that of the susceptible Vip–Unsel control using HT‐SuperSAGE (Matsumara *et al*., 2010). A subset of genes chosen among those showing the highest differential expression or with any significance to the Vip3A toxic pathway in insects was used to validate the HT‐SuperSAGE results by quantitative RT‐PCR. To our knowledge, this work is the first example of successful application of HT‐SuperSAGE to a nonmodel lepidopteran insect and a key pest species.

## Materials and methods

### Insects

The process of obtaining the *H. virescens* Vip–Sel and Vip–Unsel subpopulations, resistant and susceptible to the Vip3Aa protoxin respectively, was previously described (Pickett, 2009; Gulzar *et al*., 2012; Pickett *et al*., 2017). Briefly, a field‐derived population of *H. virescens* (WF06) was divided into two subpopulations at the larval stage of the second generation of laboratory culture. One subpopulation was left unselected (Vip–Unsel) and the other selected with Vip3Aa protoxin (Vip–Sel) at the first instar larval stage from the second generation onwards. Only larvae that had molted to at least second instar after 7 d exposure to Vip3Aa were selected to give rise to adults that will become the parents to produce the next generation. The number of larvae selected *per* generation ranged from approximately 600–1200; with the exception of the initial selection when the number of larvae (330) available was low. Both subpopulations were maintained in Imperial College London, Silwood Park and reared at 25 ± 2 °C, 70% ± 5% RH with 16 : 8 (light : dark) cycle on artificial diet.

### Vip3Aa protoxin and bioassays

Recombinant Vip3Aa protoxin, produced in *Escherichia coli*, was supplied as a lyophilized powder by Syngenta (Research Triangle Park, NC, USA); this is the same protoxin source used before for obtaining the Vip–Sel subpopulation (Pickett, 2009; Gulzar *et al*., 2012; Pickett *et al*., 2017).

Vip–Sel insects used for transcriptomic experiments were maintained unselected for six generations to avoid maternal effects. Since resistance in Vip–Sel has been found unstable in the absence of exposure to the toxin due to fitness cost issues (Pickett, 2009; Gulzar *et al*., 2012; Pickett *et al*., 2017), the Vip3Aa resistance level on insect generation prior to construct the SuperSAGE libraries was determined in duplicated feeding bioassays on artificial diet using the diet incorporation method. A stock suspension of Vip3Aa prepared in distilled water (1 mg/mL) was used to generate twofold serial dilutions of the toxin; distilled water was used as control. Assays scored the 5‐d mortality of 24 neonate larvae per dose. Estimates of LC_50_, concentration that causes death in 50% of the population expressed as μg of Vip3Aa per mL, and their 95% fiducial limits (FL) were calculated in R (http://www.r-project.org). Differences in LC_50_s were significant (*P* < 0.05) when their respective 95% FL did not overlap. Resistance ratio was expressed as the ratio of the LC_50_ of Vip–Sel to that of the susceptible Vip–Unsel.

### Total RNA extraction and construction of SuperSAGE libraries

The gut tissue was dissected from ice‐anesthetized third‐instar larvae of Vip–Sel and Vip–Unsel subpopulations (25 larvae each) that were reared on diet not contaminated with Vip3Aa by cutting off the hind‐body between the last two pairs of prolegs and pooled (five pools each containing five guts *per* insect strain). Then, total RNA was extracted from tissue pools with the total RNA isolation system (Promega, Madison, WI, USA). RNA concentration was determined at 260 nm in a GeneQuant (Amersham Pharmacia, Amersham, UK). RNA pools of Vip–Sel and Vip–Unsel were prepared using above five RNA preparations from each strain.

The SuprSAGE libraries HvR_GCCT and HvS_GCAC were constructed for Vip–Sel and Vip–Unsel, respectively, according to the procedure described by Matsumura *et al*. (2010). First, double‐stranded cDNA was synthesized using Vip–Sel and Vip–Unsel RNA pools and a biotinylated adapter‐oligo dT primer (5′‐bio‐ctgatctagaggtaccggatcccagcag(T)_17_‐3′). Double‐stranded cDNA was digested twice with the anchoring enzyme NlaIII and resulting fragments bound to streptavidin‐coated beads (Dynabeads streptavidin M‐270), nonbiotinylated cDNA fragments were removed by washing. Next step was the ligation of Illumina Adapter‐2 (annealed, oligonucleotide A: 5′‐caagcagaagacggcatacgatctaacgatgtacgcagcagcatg‐3′ and oligonucleotide B: 5′‐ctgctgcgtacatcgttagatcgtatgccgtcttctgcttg‐amino‐3′) to dscDNA fragments on the beads carrying the 4‐bp overhang (5′‐CATG‐3′) and after washing digested with EcoP15I (5′‐CAGCAG‐3′). EcoP15I‐digested and released fragments (adapter‐2‐tags) were ligated to Illumina adapters‐1 (annealed, oligonucleotide A: 5′‐acaggttcagagttctacagtccgacgatcxxxx‐3′ and oligonucleotide B: 5′‐nnxxxxgatcgtcggactgtagaactctgaacctgt‐amino‐3′), carrying the sequencing primer and a defined xxxx index sequence for sample identification, that is, GCCT for Vip–Sel and GCAC for Vip–Unsel. Tags sandwiched between two Illumina adapters were amplified by PCR using Phusion High polymerase (New England Biolabs Inc. Ipswich, MA, USA) and GEX primers (5′‐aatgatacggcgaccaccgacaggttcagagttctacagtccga‐3′ and 5′‐caagcagaagacggcatacga‐3′). The PCR reaction conditions were 98 °C for 1 min, 10 cycles at 98 °C for 30 s, and 60 °C for 30 s. Eight tubes from this PCR amplification (each 15 μL) were pooled and the PCR products were concentrated using a MinElute reaction purification kit (Qiagen GmbH, Hilden, Germany) and analyzed on 8% nondenaturing polyacrylamide gels. After staining with GelRed (Biotium, CA, USA), a band at 123–125 base pairs (bp) was cut from the gel and the DNA purified from the gel pieces. PCR products from each sample were analyzed on an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). Equal concentrations of purified PCR products from the samples were mixed and sequenced with an Illumina Genome Analyzer II. Sequencing reactions used the GEX (DpnII) primer according to the manufacturer's instructions.

### Identification of differentially expressed tags and functional annotation

Sorting of sequence reads based on index sequences (GCCT and GCAC for HvR_GCCT and HvS_GCAC, respectively), removing incomplete and low‐quality tags and the subsequent extraction of unique sequences from reads was conducted using custom Perl scripts (Matsumura *et al*., 2011). A unique sequence was considered a singleton and removed if it was detected only once in the combined libraries. Only nonsingletons, referred as UniTags throughout the manuscript, were considered for further analysis. Statistically significant changes in tag copy number between the HvR_GCCT and HvS_GCAC libraries were analyzed by calculating a *P* value according to Audic and Claverie (1997). A tag was considered significant if *P* < 0.05.

Libraries were normalized using a method described in Gilardoni *et al*. (2010), where a normalization factor (NF) was arbitrarily designated as a value that is below the lowest “total number of tags” obtained for a library between the samples HvR_GCCT and HvS_GCAC. Then, the normalized value for each tag was calculated using the formula: (*x*/“total number of tags” of the library) × NF, where *x* is the number of copies of a given tag. Fold‐Change (FC) was calculated by dividing the number of tags in the normalized Vip–Sel (HvR_GCCT) library by the number of tags in the normalized Vip–Unsel (HvS_GCAC) library (Vip–Sel vs. Vip–Unsel). Tags absent in one of the libraries (Tag count = 0) were set to 1 for calculation.

BLASTN homology searches to a total of 63 648 sequence contigs of *H. virescens* kindly provided by Dr. Omaththage P. Perera (Perera *et al*., 2015) were carried out with the UniTag sequences. The task parameter was set to “blastn‐short” to guarantee optimal BLAST functioning for short sequences searches. Low‐complexity regions were rejected, whereas gap costs were set to 5–2, according to NCBI BLAST standard setting. A perfect 26 nucleotides (nt) match was required for sequence annotation; UniTags that matched to less than 26 nt were annotated as “no hit.” Annotations of the unigenes were performed using Blast2GO (Conesa *et al*., 2005). Hits scores <10^−4^ were used for Gene Ontology determination based on nonredundant GenBank and UniProtKB/TrEMBL protein databases.

### 3′‐RACE and qRT‐PCR experiments

In order to validate the HT‐SuperSAGE data, 10 UniTags were chosen for measurement of transcript abundance in larval guts of Vip–Sel and Vip–Unsel strains by qRT‐PCR. First, longer cDNA fragments were recovered by 3′‐RACE (Rapid Amplification of cDNA Ends) method and sequences compared against those in *H. virescens* contigs database (Perera *et al*., 2015) using the BLASTN algorithm.

For 3′‐RACE, total RNA extraction and preparation of RNA pools were carried out as described above on new dissected guts. Single‐stranded cDNA (cDNAss) was synthesized by reverse transcription with the SuperScript II Reverse Transcriptase from 1 μg of total RNA using an ADAPTER‐oligo(dT17), where ADAPTER means a sequence 5′‐AAGCAGTGGTATCAACGCAGAGTAC‐3′ added to the 5′‐end of the oligo(dT17), following the manufacturers’ directions (Invitrogen, Waltham, MA, USA). A primer oligonucleotide complementary to the ADAPTER–primer sequence was used for PCR in combination with the 26‐bp oligonucleotide corresponding to each of the 10 SuperSAGE tag sequences. For cloning the 3′‐RACE products, each fragment was purified using the PCR Clean‐Up System (Promega), ligated into the pGEM‐T Easy vector (Promega) and the resultant recombinant plasmids DNA transformed into high‐efficiency JM109 *Escherichia coli* competent cells (Promega). Recombinant colonies were randomly picked and cultured in Luria–Bertani medium containing ampicillin at 100 mg/L, followed by plasmid DNA extraction using the Wizard Plus SV Minipreps DNA Purification System (Promega). Insert‐bearing plasmids for each 3′‐RACE fragment were DNA sequenced on both strands on an ABI prism multicolor fluorescence‐based DNA analysis system (Applied Biosystems, Foster City, CA, USA), using the Taq Dye‐Deoxy Terminator Cycle Sequencing kit from the same manufacturer.

For qRT‐PCR experiments, Vip–Sel and Vip–Unsel cDNAss templates were synthesized using total RNA pools prepared as above on new dissected guts and an oligo(dT17) primer with the aid of SuperScript reverse transcriptase II (Invitrogen). The reactions were carried out with the Rotor‐Gene SYBR Green PCR kit (Qiagen GmbH, Hilden, Germany) in a Rotor‐Gene 3000 real‐time cycler (Corbett Research, Sydney, Australia). Primers annealing on the *H. virescens* contig sequence matching our selected UniTags (Table S1) and amplifying a 223 bp fragment of the *H. virescens β‐actin* gene (Genbank Acc. No. AF368030) as internal reference for transcript normalization, were designed with Primer3 software (Untergasser *et al*., 2012). The real‐time amplification and analysis was performed in duplicates in PCR reactions of 25‐μL final volume containing each primer (0.3‐μmol/L final concentration) and 12.5 ng of cDNAss as template. A dissociation curve and negative control (cDNA reaction without reverse transcriptase enzyme) were used to ensure primer specificity, that is, a single product amplified with each primer pair in every sample, and lack of contamination respectively. Amplification efficiencies of both target and reference genes were determined with the aid of standard curves generated by serial dilutions of corresponding cDNAs. Since the PCR efficiencies of the primer sets were found to be essentially equivalent for all targeted *H. virescens* sequences and for the *β‐actin* reference gene (Table S1), a single reference gene was sufficient for this study. In all cases, the relative transcript levels were expressed as “Mean Normalized Expression” data using Q‐Gene software (http://www.gene-quantification.de/qgene; Muller *et al*., 2002).

### Accession number

The tag profiling data generated in this study was deposited in the NCBI's Gene Expression Omnibus (GEO) public domain (Edgar *et al*., 2002) under the accession (GSE72228) (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE72228). The GenBank accession numbers for 3′‐RACE products corresponding to extended UniTag sequences are: Tag_61 (KX230117); Tag_393 (KX230118); Tag_310 (KX230119); Tag_888 (KR871307); Tag_403 (KX247446); Tag_267 (KX247447); Tag_4722 (KX230120); Tag_1705 (KX230121); Tag_4245 (KX230122); and Tag_220 (KR871310).

## Results

### Generation of HT‐SuperSAGE libraries from gut tissue of Vip3Aa‐selected and unselected H. virescens larvae and annotation of UniTags to public databases

Before constructing the HT‐SuperSAGE libraries, the response to Vip3Aa intoxication of neonate Vip–Sel and control Vip–Unsel larvae was determined and the resistance ratio calculated. In bioassays Vip3Aa protoxin was 234 fold less toxic to Vip–Sel (LC_50_ = 103 μg/mL; 95% fiducial limits 46–226; Slope ± SE = 0.89 ± 0.15) than to Vip–Unsel (LC_50_ = 0.44 μg/mL; 95% fiducial limits 0.30–0.64; Slope ± SE = 0.21 ± 0.21).

The HT‐SuperSAGE libraries, HvR_GCCT and HvS_GCAC, were generated from the gut tissue of Vip–Sel larvae and Vip–Unsel larvae respectively, and used to compare the major transcriptional changes potentially associated with Vip3Aa resistance (Fig. 1). 

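The HT-SuperSAGE data of the gut are counts of 26-bp tags in 2 libraries, 1 for each strain. The Vip–Sel library held 1056080 counts and the Vip–Unsel library 268172, a ratio of 3.94. In Vip–Sel the 10 most abundant tags took 53.4% of all counts and in Vip–Unsel 41.8%. Each library was made from RNA of the guts of 25 larvae of instar 3 that had not been exposed to Vip3Aa, with 5 RNA preparations pooled, so no replicate shows how far larvae of the same strain differ. The tag begins at the NlaIII site CATG and ends where EcoP15I cuts, and its count stands for the abundance of the transcript that carries it. The authors sorted the reads by index, removed incomplete and low-quality reads, kept tags of 26 bp and counted identical tags. The deposited values are these raw counts. From there, the fold change (FC) of a tag was computed as in the paper, from counts normalized to 268000 per library with 1 in place of a count of 0, and P as the exact one-sided cumulative probability of Audic and Claverie on the raw counts with the library totals. A tag counted at least 2 times in the libraries together was tested, and it was called overexpressed (OE) at an FC of at least 2.5 or underexpressed (UE) at an FC of at most 0.4, with P under 0.05. Intervals beside a fold or a share are exact 95% intervals and cover counting error only, since reads are amplified copies and not independent molecules. The test compares these 2 libraries and not the strains. Protein names of tags are those of Tables 1, 2, S2 and S3, which rest on matches to contigs and to proteins of other species.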

The total number of sequence reads obtained after sequencing the libraries and removing incomplete sequences, that is, without index sequences and/or anchoring enzyme sites was 1 324 252, classified according to the index sequence GCCT or GCAC in 1 056 080 reads from the HvR_GCCT library and 268 172 from the HvS_GCAC. Further analysis removed tags with a length different to 26 bp that are frequently found due to the variable distance between the recognition and cleavage sites of EcoP15I, tags containing undetermined bases (“N”), long homopolymers (>10 bp) or excessive numbers of low‐quality positions (>2 positions with quality scores <10). In total, a number of 58 951 high‐quality 26‐bp tags representing unique sequences were obtained, comprising 3 965 426‐bp tags from the HvR_GCCT (Vip–Sel) library and 19 297 from the HvS_GCAC (Vip–Unsel). These 58 951 unique sequences comprised 17 751 nonsingletons UniTags that represented 11 668 for Vip–Sel and 6083 for Vip–Unsel.

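Each sequence counted 1 time over both libraries, there were 35963 different tags, 27986 in Vip–Sel and 13214 in Vip–Unsel. Both libraries shared 5237 of them. These shared tags made up 14.6% of the sequences and held 93.9% of the Vip–Sel counts and 92.9% of the Vip–Unsel counts. The most abundant tag of both libraries, CATGCCCGGCTTCCCCGGCGGCGCGC, has no protein name in the paper's tables. It had 139493 counts in Vip–Sel (13.2% of the library, 13.1 to 13.3) and 47561 in Vip–Unsel (17.7%, 17.6 to 17.9), an FC of 0.745. The chymotrypsin Tag_4, a digestive protease, was the fifth most abundant tag of Vip–Unsel with 6961 counts and the fourth of Vip–Sel with 79387. Tags with 1 count were 58.3% of the Vip–Sel tags and 54.0% of the Vip–Unsel tags. At least 2 counts were found for 11668 tags in Vip–Sel and 6083 in Vip–Unsel, which are 14754 different sequences.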

**Figure 1:**
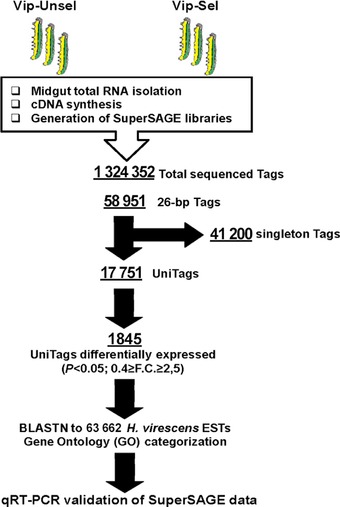
Schematic representation of the workflow followed in this study to analyze the gut transcriptomic profile in a Vip3Aa‐resistant strain of *H. virescens*. Features of HT‐SuperSAGE results are shown underlined.

Although small changes in expression levels may have biological significance, for this study we focused primarily on genes with fold change (FC) values ≥ 2.5 or ≤ 0.4. For FC calculation, a NF of 268 000 was used that is less than the “total number of tags” of the library with the lowest value between HvR_GCCT and HvS_GCAC, that is, 268 172 for the HvS_GCAC library. 

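Of the 15467 tags tested, 1037 were OE and 4169 were UE in Vip–Sel. Among the 5237 tags counted in both libraries, 420 were OE and 1570 were UE. The OE tags of this shared set held 52.0% of the Vip–Sel counts and 9.10% of the Vip–Unsel counts, and the UE tags held 5.10% and 39.7%. Abundant OE tags included Tag_2, named as a hypothetical protein, with an FC of 8.77 (95% interval 8.48 to 9.07), and Tag_7 of heat shock protein 90 cognate, a chaperone, with an FC of 3.93 (3.71 to 4.17), whose OE call ended with all tags 1 substitution apart summed (FC 2.40), a sum chosen after seeing the data. Abundant UE tags included Tag_45 of arginine kinase, which buffers ATP, with an FC of 0.113 (0.107 to 0.119). The other 617 OE and 2599 UE tags were counted in 1 library. They were 8.09% of the 7631 tested tags of Vip–Sel only and 100% of those of Vip–Unsel only. At these totals 0 counts in Vip–Sel and 2 in Vip–Unsel already gave an exact one-sided P of 0.00830. A UE call was thus fixed for each tested tag of Vip–Unsel only. With library sizes scaled by TMM, a method that trims the most extreme tags, 2588 tags were OE and 3238 UE, so OE tags made up 44.4% of the calls in place of 19.9%. With P adjusted by Benjamini-Hochberg, 735 tags were OE and 3784 UE.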

Based on calculated FC and *P* values and using a 95% confidence level, 1989 UniTags (11.2% of the total of 17 751) were found differentially expressed in Vip–Sel compared to Vip–Unsel: 420 had FC values ≥2.5 and were considered overexpressed (OE) unigenes, whereas, 1569 had FC values ≤0.4 and represented underexpressed (UE) unigenes. Notably, FC for most of the differentially expressed UniTags ranged between 2.5 and 8 for OE (66%) and between 0.1 and 0.4 for UE (68%) (Fig. 2A).

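The OE tags counted in both libraries had a median FC of 5.84, and 278 of them (66.2%) had an FC below 8. The UE tags had a median FC of 0.127, and 1076 (68.5%) had an FC of at least 0.1. The OE calls rested on a median of 88.5 counts in Vip–Sel against 3 in Vip–Unsel, and the UE calls on 3 against 6. In 487 UE tags the Vip–Sel count was 1, and 573 UE tags had fewer than 5 counts in Vip–Unsel. Tag_4313 of a neutral lipase and Tag_4262 of the cap-binding protein eIF4E, which starts translation, had 1 count in Vip–Sel and 2 in Vip–Unsel, an FC of 0.127 (95% interval 0.00215 to 2.44) with exact P = 0.0282. There were 200 UE tags with these counts. None of their UE calls was left with P adjusted by Benjamini-Hochberg. Of the 1570 UE tags counted in both libraries, 1185 had an adjusted P under 0.05. The UE call of Tag_4262 ended with all tags 1 substitution apart summed (4 and 3 counts), chosen after seeing the data. At the library totals, 2 Vip–Unsel counts against 1 were enough for a UE call and 20 Vip–Sel counts against 1 were needed for an OE call.

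**Figure D1:**
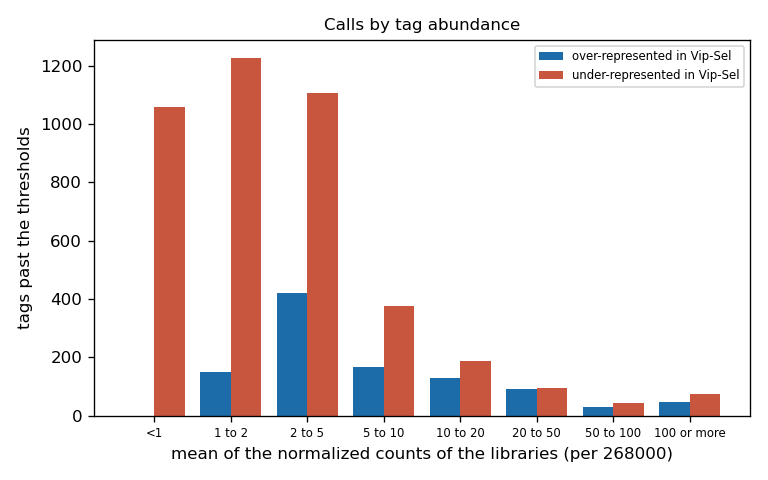
Number of tags called over- or under-represented in Vip–Sel (y axis) by the mean of the normalized counts of the libraries (x axis, counts per 268000); bars are OE and UE tags of all 15467 tested. Below a mean of 1 there are 0 OE and 1057 UE tags and at 1 to 2 there are 149 OE and 1227 UE. The bars are near each other at 20 to 50, with 93 OE and 95 UE, and at 100 or more there are 48 OE and 75 UE.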

**Figure 2:**
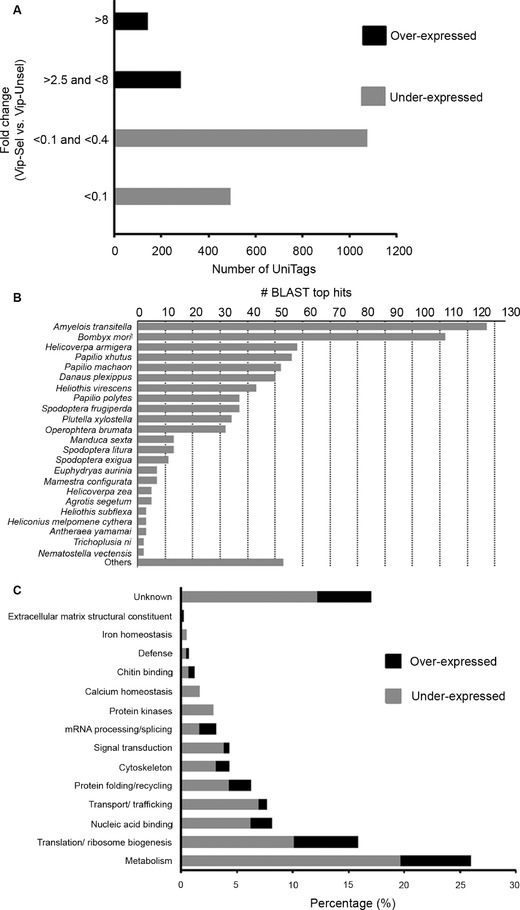
Analysis of differentially expressed UniTags. (A) Fold change (Vip–Sel vs. Vip–UnSel) distribution of the 1989 differentially expressed UniTags. (B) Top hit species distribution of *Heliothis virescens* contig sequences that matched to differentially expressed UniTags with a significant BLASTN score (*E*‐value < 1E‐04). (C) Distribution of 416 annotated UniTags in Gene Ontologiy (GO) categories based on molecular function and biological process.

Sequence annotation was carried out by the BLASTN search algorithm of the 1989 UniTags against *H. virescens* sequence contigs (Perera *et al*., 2015). 

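The deposited counts were joined to the text of Tables S2 and S3 used here, which lists 412 of the paper's 420 OE tags and 1561 of its 1569 UE tags. A deposited tag was found for 405 OE and 1463 UE entries. Of these, 109 OE and 300 UE tags have a contig in the tables. The OE tags with a contig were the abundant ones, with a median of 191 counts in both libraries together and 41.7% of all Vip–Sel counts. The 296 OE tags without a contig had a median of 74.5 counts and 9.80% of the Vip–Sel counts. Median counts were 15 for UE tags with a contig and 9 for the 1163 UE tags without. Tags without a contig included abundant ones, such as Tag_551 with 95 counts in Vip–Sel and 10448 in Vip–Unsel (FC 0.00231, 95% interval 0.00187 to 0.00283) and Tag_32 with 3631 and 2 (FC 461, 128 to 3808).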

Unexpectedly, only a limited number of 419 of these UniTags (109 OE and 310 UE that together account for 21.06% of all regulated genes) were mapped with a perfect 26 nt match (*E*‐value ≤ 10^−4^) to a *H. virescens* sequence contig. One explanation for this observation could be associated to an insufficient depth of sequencing of previously published *H. virescens* transcriptome (Perera *et al*., 2015). However, potential mismatch in “nn” during the ligation of sequencing adapter (Adapter I) to the EcoP15I‐digested adapter‐2‐tag in the SuperSAGE library could also be relevant. 

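Tags that share their first 24 bases and differ in the last 2 bases were common. Tag_755, with 54 counts in Vip–Sel and 12136 in Vip–Unsel, is 1 of 16 tags that begin with CATGTATGCGAGTCATTGAGATAA. All 16 were UE, and the other 15 together had 33 counts in Vip–Sel and 7547 in Vip–Unsel. The chymotrypsin Tag_4 is 1 of 16 tags with its first 24 bases, which together had 104985 counts in Vip–Sel and 9740 in Vip–Unsel. Serine protease SP1 stands in the tables as OE Tag_77 and UE Tag_522, and Tag_522 differs from Tag_77 only by T26C, counted from 1 at the C of CATG. The 11 tags with the first 24 bases of Tag_77 summed to 1557 counts in Vip–Sel and 445 in Vip–Unsel, a ratio of 0.888 (95% interval 0.799 to 0.989). Of the 1459 called tags without a contig that could be joined, 521 (35.7%, 33.2 to 38.2) had the first 24 bases of a tag with at least 10 times their count. Among the 409 called tags with a contig, 3 did (0.733%, 0.152 to 2.13).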

Interestingly, not all the tags were located at the end of the published *H. virescens* contigs (Tables S2 and S3) as it was expected considering tag fragments are isolated from the NlaIII site closest to the poly‐A tail of cDNA (Matsumura *et al*., 2010) (see Discussion section).

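Positions in a contig could be read for 408 tags of the tables, 335 in the orientation of the contig and 73 in the other. Of the 335, 134 (40.0%) lay within 200 bases of the end of the contig, and the median distance from tag to end was 247 bases. Tag_61 of REPAT39, a protein of the response to pathogens, lies at bases 88 to 113 of a contig of 1247 bases. Tag_55 of HMG176, a midgut protein, lies at bases 221 to 246 of 646, and the chymotrypsin Tag_4 at bases 655 to 680 of 909. Of the tags in the orientation of the contig, 46.7% of the OE and 37.4% of the UE tags lay within 200 bases of its end. Of 395 contigs, 13 had more than 1 called tag, and none of the 13 had both an OE and a UE tag. Contigs can be incomplete at their ends, so the distance to the end of the transcript is not known.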

### Gene ontology (GO) categorization of differentially expressed UniTags

To obtain molecular function and/or biological process categories of the 419 differentially expressed UniTags, gene ontology (GO) annotation was performed by BLASTX (using the corresponding annotated *H. virescens* sequence contigs as queries) against the nonredundant GenBank and UniProtKB/TrEMBL protein databases. A total of 416 UniTags (106 OE and 310 UE) hits with a score ≤10^−4^ to an amino‐acid sequence entry and were unambiguously annotated to the NCBI nonredundant protein databases. Most sequences showed significant matches to orthologs in *Amyelois transitella* (29.53% of annotated contigs) and *Bombyx mori* (26% of annotated contigs) (Fig. 2B). GO annotations (biological processes and/or molecular function) could be assigned to 345 of the 416 UniTags, distributed in 14 functional categories, with the remaining entries corresponding to proteins of unknown function (Fig. 2C).

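REPAT39 (Tag_61) had 1474 counts in Vip–Sel and 5 in Vip–Unsel, the highest FC of the named tags at 74.9 (95% interval 32.0 to 231; exact P = 2.26e-135). HMG176 followed with Tag_55 (1857 and 7 counts, FC 67.4, 32.6 to 168), and its second tag, Tag_3, alone had 103728 and 1501 counts. Both HMG176 tags summed to 10.0% of Vip–Sel and 0.562% of Vip–Unsel, a ratio of 17.8 (16.9 to 18.7). Larval cuticle protein 1 (Tag_163) had an FC of 13.6 (6.82 to 31.6). At the other end stood Tag_755, named as a predicted protein (54 and 12136 counts, FC 0.00113, 0.000848 to 0.00148), the solute carrier family 12 member 6 (Tag_4060, 1 and 28 counts, FC 0.00907, 0.000222 to 0.0549), chorion peroxidase (Tag_1852, 11 and 183 counts, FC 0.0153, 0.00749 to 0.0280) and neutral lipase (Tag_1705, 13 and 161 counts, FC 0.0205, 0.0107 to 0.0361). With all tags 1 substitution apart summed, chosen after seeing the data, Tag_55 had a log2 FC of 5.06 and Tag_1705 of -2.54, and both stayed called. For REPAT39 the sum over all tags that encode the same 8 residues, chosen after seeing the data too, had a ratio of 2.52 (2.26 to 2.81). Each of the 80 fold values of Tables 1 and 2 was obtained again from the counts to within 0.01.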

Tables 1 and 2 present a summary of HT‐SuperSAGE results comprising the 40 most overexpressed and the 40 most underexpressed Vip–Sel unigenes (also, Tables S2 and S3 contain a complete list of OE and UE UniTags, their sequences, copy numbers, fold change, annotations to *H. virescens* sequence contigs database, and GO categorization).

**Table 1:** Top 40 from the list of 113 larval gut unigenes identified as overexpressed in the Vip–Sel strain by HT‐SuperSAGE

Tag code	Tag sequence†	FC‡	Hv_Contig_	Protein description	*E*‐value
Tag_61	TTGCTGGCTGCTGCAGCCACCG	74.86	8456	AFH57159|REPAT39 *Spodoptera exigua*	7E–30
Tag_55	AGAATGCTAAAACTGGGTGGTG	67.36	22902	ABH10141|HMG176 *Helicoverpa armigera*	7E–53
Tag_435	CCGCGCGGCGCGGCGCGGCAGG	33.52	11935	XP_014367764|Zinc finger protein 598 *Papilio machaon*	0E+00
Tag_544	GAGGCGGACGGCGCGGGCGCCG	24.63	35272	XP_011559079|Uncharacterized protein LOC105389633 *Plutella xylostella*	2E–30
Tag_550	GCCGCGCCCGCGCACTGCGGCG	24.12	368	XP_014362832|Cytoplasmic dynein 1 intermediate chain isoform X6 *Papilio machaon*	0E+00
Tag_326	CGCGTGGACGCGCTGCCCGCGC	24.00	7535	XP_013135438|Presenilin homolog *Papilio polytes*	8E–169
Tag_335	TCGCGCGGCCCGCGCCACCGCT	23.23	2277	XP_013188918|Protein virilizer *Amyelois transitella*	0E+00
Tag_87	AGCCCCCTCCTGCCCGACACGT	21.99	16164	XP_013135392|Leukocyte surface antigen CD53‐like isoform X1 *Papilio polytes*	7E–73
Tag_18	CGCACGGCACGCAGAAGGGTGA	20.85	31364	CCF46246|Hypothetical protein CH063_15059, partial *Colletotrichum higginsianum*	2E–14
Tag_125	TGGCCGGGCTCGCATCGCAGTT	20.68	5434	XP_012546736|P3 protein‐like *Bombyx mori*	1E–39
Tag_606	GAACGCGAGGCTGAGGACGCGT	20.57	9943	XP_013141160|Tetraspanin‐15‐like *Papilio polytes*	1E–39
Tag_393	GCAGCCGCCGTCGTGTCAGGCA	19.43	28542	NP_001298510|40S ribosomal protein S20 *Papilio polytes*	9E–81
Tag_230	GTCGCTTCCAGACGCCGGCTGA	18.35	7237	AAL62468|Ribosomal protein L3 *Spodoptera frugiperda*	0E+00
Tag_653	TCGGCGACCTCGGAAATGTCCT	18.03	17230	ACY78421|Diapause bioclock protein‐like protein *Helicoverpa armigera*	7E–128
Tag_3	GCAGCCTAGCTTCGCCCCGCGT	17.55	40219	ABH10141|HMG176 *Helicoverpa armigera*	2E–22
Tag_683	GTTGGCCCGCGAGTCCTGAAGG	16.51	20199	Q963B7|60S ribosomal protein L9 *Spodoptera frugiperda*	3E–130
Tag_442	TATCGTGTGGCAGTCGGCCGCA	16.25	949	XP_014363077|Phosphatidylinositol transfer protein alpha isoform *Papilio machaon*	9E–166
Tag_451	GAGCGGCTCGCGCTCTCCAACG	15.74	16650	ADK55517.2|Heat shock protein 90 cognate *Spodoptera litura*	4E–130
Tag_268	TACGCGGCGCTGTGGCCCTTCC	14.85	25956	EHJ71292|Hypothetical protein KGM_01454 *Danaus plexippus*	8E–25
Tag_492	CAAGCTGCTGCCCCATTCTCCT	13.97	7038	CAA06419|Carboxypeptidase A *Helicoverpa armigera*	0E+00
Tag_163	ACACGGGCGTGCGGAGGAGCAT	13.55	35527	O02443|Larval cuticle protein 1 *Helicoverpa armígera*	4E–25
Tag_310	AGCTGGATCAACAGACATCTGT	13.08	42719	ACR15971.2|Serine protease 37 *Mamestra configurata*	1E–12
Tag_527	AAACTTGAAGGTTGGGATGGCG	12.82	32968	ACB54948|Fatty acid‐binding protein 1 *Helicoverpa armigera*	6E–70
Tag_799	GGAGGGTGTCACAGGTTCCTCT	12.44	14723	XP_012552995|39S ribosomal protein L16, mitochondrial *Bombyx mori*	4E–132
Tag_548	GACGACTGGCCCTCGGTGCGCC	12.19	1209	XP_013183026|ATP‐dependent Clp protease ATP‐binding subunit clpX‐like, mitochondrial isoform X3 *Amyelois transitella*	0E+00
Tag_805	GGACGCGGGTGAAACCGCTGGC	12.19	11489	KOB70085|Putative collagen alpha‐2 IV chain protein *Operophtera brumata*	1E–32
Tag_812	AGACATTCTAAGAATGTCGGTC	11.93	34007	AAK59928|Ribosomal protein S11 *Heliothis virescens*	1E–67
Tag_561	GGCGGGCGCGGCGGCCGCGGCG	11.68	671	XP_013190420|RNA‐binding protein squid isoform X2 *Amyelois transitella*	3E–122
Tag_119	GAGTCCTCGTTGGTGTCACCTC	11.66	21108	AFO68320|Trypsin *Heliothis virescens*	4E–119
Tag_427	TTTTTTATTTCTCTCTGTACAC	11.60	5986	No hit	–
Tag_188	TGGGCAGACGCCACGCTCGCTA	10.19	7598	XP_012552008|UDP‐glucose 4‐epimerase‐like *Bombyx mori*	0E+00
Tag_888	AAACAGGGAGTCCTCACCAACA	9.65	12709	Q95V32|40S ribosomal protein S6 *Spodoptera frugiperda*	7E–161
Tag_195	GTCCAATAAATTCTTTGGGTCG	9.62	14879	NP_001298530|60S ribosomal protein L19 *Papilio polytes*	9E–95
Tag_80	CCCGGCGGTATGCCCGGCGGCA	9.16	4349	AIZ00749|Heat shock cognate 70 protein, partial *Sesamia inferens*	0E+00
Tag_190	GTCCAGTACCGGCGACGCATCT	8.91	34866	XP_001895031|Hypothetical protein Bm1_17870 *Brugia malayi*	4E–25
Tag_942	TGCCGCGGCCTGTGCGGCGAGC	8.89	1945	XP_013143932|NFX1‐type zinc finger‐containing protein 1‐like *Papilio polytes*	4E–160
Tag_50	CCCGCTGGTGGCGCCGCTCCCG	8.83	27905	KPJ13320|60S acidic ribosomal protein P2 *Papilio machaon*	2E–33
Tag_2	CACTCGGCCGAGCGGCCGGTGG	8.77	47003	KPJ15203|Hypothetical protein RR48_09230 *Papilio machaon*	9E–24
Tag_38	CACTCGGTCGAGCGGCCGGTGG	8.59	5683	No hit	–
Tag_270	ATCTGCGCAGGATGGCTCGATG	8.45	15523	XP_004931376|Trypsin, alkaline A‐like *Bombyx mori*	1E–44

^†^Tag represented as a 22‐bp sequence excluding the NlaIII site (5′‐CATG‐3′).

^‡^FC: fold change (Vip–Sel vs. Vip–Unsel).

**Table 2:** Top 40 from the list of 317 larval gut unigenes identified as underexpressed in the Vip–Sel strain by HT‐SuperSAGE

Tag code	Tag sequence†	LOG(FC)‡	Hv_Contig_	Protein description	*E*‐value
Tag_755	TATGCGAGTCATTGAGATAATA	−9.79	14845	XP_001624571|Predicted protein *Nematostella vectensis*	2E–23
Tag_4060	CTGATGCTGCTGCCGTTCCTGC	−6.78	4634	XP_012549161|Solute carrier family 12 member 6 isoform X2 *Bombyx mori*	0E+00
Tag_4722	ATTGAAATATGCATCTATTTGG	−6.15	9978	ABR88239|Chymotrypsin‐like protease C9 *Heliothis virescens*	8E–127
Tag_1852	GAACTCGAACGCTCAGGCAGAA	−6.03	21233	KPJ14522|Chorion peroxidase *Papilio machaon*	7E–70
Tag_4310	TGGCGCGCAGGCGTCGCGTGCG	−5.78	399	EHJ69302|venus kinase receptor *Danaus plexippus*	4E–96
Tag_4719	GGAACTACTCGGCGCACCCGGA	−5.78	23364	XP_013199167|Uncharacterized protein LOC106142086 *Amyelois transitella*	4E–11
Tag_3223	AACCAGTGTATGTAAGGTGTAC	−5.75	66	XP_011555786|Uncharacterized protein LOC105386838 *Plutella xylostella*	0E+00
Tag_1705	CCTGGGTGTGCCACCGCGCTCT	−5.61	9835	AFI64311|Neutral lipase *Helicoverpa armigera*	0E+00
Tag_4868	TCGCTTATGCCAGCGATAACGG	−5.56	143	EHJ65667|Putative YLP motif containing 1 *Danaus plexippus*	7E–142
Tag_4908	AGCCCACGGAACGCGCCCCCAC	−5.44	13176	XP_013182903|ATP synthase mitochondrial F1 complex assembly factor 2 isoform X1 *Amyelois transitella*	3E–147
Tag_2652	CGCACGCGCAAGTCTGCCGTCA	−5.36	13406	KPJ02027|WD repeat‐containing protein 43 *Papilio xuthus*	6E–74
Tag_4176	CGTGGCTTGCTCGAATAGGCGG	−5.30	11166	ACN29686|UDP‐N‐acetylglucosamine pyrophosphorylase *Spodoptera exigua*	1E–20
Tag_5119	AGCAGCCTGGCGAGCAGCGTGC	−5.30	25750	KPJ15001|Trafficking kinesin‐binding protein milt *Papilio machaon*	6E–67
Tag_4740	ATTGCAACGGGAGCGAAGGAAA	−5.15	16686	ADT80643|Ribosomal protein S3 *Euphydryas aurinia*	7E–158
Tag_4815	CGGCGCCTCCGCCACATTCTAT	−5.15	1883	XP_004932565|Probable aconitate hydratase, mitochondrial *Bombyx mori*	3E–38
Tag_5163	GCCCAACTGCCTGATGTGCCGA	−5.15	18739	AID66662|Desaturase *Agrotis segetum*	7E–111
Tag_2538	AAGTACTGCGAGTTTGCCGACC	−4.98	3779	XP_004928865|N‐acetylglucosamine‐6‐sulfatase‐like *Bombyx mori*	0E+00
Tag_4130	TATTAGAAGAAATAGAGATAAG	−4.98	21488	YP_009183765|NADH dehydrogenase subunit 2 (mitochondrion) *Heliothis subflexa*	9E–51
Tag_5140	TTGGCCCTGAGAGTCGTCTCTA	−4.98	16252	ABU98613|Alpha‐amylase *Helicoverpa armigera*	2E–140
Tag_1353	GTGGGCCGCATCGGCTCCATCA	−4.81	13483	KOB66490|Organic cation transporter *Operophtera brumata*	7E–132
Tag_4312	CTGGCCGCCTGGGGGTACACCA	−4.78	3630	XP_013190963|Atlastin‐like *Amyelois transitella*	0E+00
Tag_5051	TGGGCGGAGCTCCAAGAGACGG	−4.78	32076	XP_013192188|Tat‐linked quality control protein TatD *Amyelois transitella*	9E–91
Tag_5234	GCGCGCTCGGTTCCGCGATGCG	−4.78	16308	XP_013185861|Probable NADH dehydrogenase [ubiquinone] 1 alpha subcomplex subunit 12 *Amyelois transitella*	3E–64
Tag_3476	CCACCAGATCCGGCCCCTGTGC	−4.68	26585	XP_013200478|Protein transport protein Sec61 subunit beta *Amyelois transitella*	5E–16
Tag_3899	GTCCACTCACCACTGACGAGGG	−4.68	11717	XP_013192568|Carbonyl reductase [NADPH] 3‐like *Amyelois transitella*	3E–142
Tag_1327	GCCATCAACAACGCCCTGGTCG	−4.64	22796	AHL46496|Trypsin *Helicoverpa armigera*	2E–82
Tag_159	CCCGGCCACCAGCTGTTCGCGC	−4.64	19906	XP_012553210|Epidermal growth factor receptor kinase substrate 8‐like isoform X3 *Bombyx mori*	2E–65
Tag_4475	AGTTTGTGTTGACAAATGCAGA	−4.56	3175	XP_013195286|Plasminogen activator inhibitor 1 RNA‐binding protein‐like *Amyelois transitella*	1E–111
Tag_4711	GGCTACCTCAACGATGACGCGA	−4.56	9310	XP_004930170|Very long‐chain‐fatty‐acid–CoA ligase bubblegum isoform X2 *Bombyx mori*	0E+00
Tag_5002	AAGCCGACGGTTCCATCAGAAC	−4.56	27599	NP_001166668|Cuticular protein RR‐2 motif 97 precursor *Bombyx mori*	5E–37
Tag_5127	TGAGGACTTTCACACCAGAGGT	−4.56	11768	NP_001299708|Fatty acid‐binding protein‐like *Papilio xuthus*	2E–46
Tag_2601	GTGCAGCTACTCAGCGTGGTGC	−4.46	35307	XP_013197877|Solute carrier family 35 member E1 homolog *Amyelois transitella*	2E–36
Tag_2655	TTGTAATGGTGTTTATGTGATT	−4.46	23072	ACO58577|Heat shock protein 90 *Apis mellifera*	2E–44
Tag_3892	AAGATCTTCGTATACAGTCCTC	−4.44	20572	KPJ17487|Cytochrome c oxidase subunit 4 isoform 1, mitochondrial *Papilio machaon*	2E–69
Tag_2444	CGGACGTGGAACTGATCCTTGC	−4.39	19497	ABX54738|Ribosomal protein L10 *Spodoptera exigua*	2E–90
Tag_2626	CCTGCTATGCTCTTTGTTGAAC	−4.36	8800	XP_013188449|TAR DNA‐binding protein 43‐like *Amyelois transitella*	7E–167
Tag_4245	GACCCGCCGAACAGAGGCTCCA	−4.30	12755	AEA76329|Chitin binding domain 3 protein *Mamestra configurata*	1E–134
Tag_4406	CCAGCCGGTTTCCGCATAATTT	−4.30	37137	XP_011015409|Pre‐mRNA‐splicing factor 38A‐like *Populus euphratica*	5E–24
Tag_4639	CGGCTCTTTGGATGGGAAGCTG	−4.30	11302	XP_010462852|Zinc finger MYM‐type protein 1‐like *Camelina sativa*	1E–08
Tag_4871	ACTGCGAAGCCGAGGAGTGCGC	−4.30	12596	XP_013183892|Zinc transporter ZIP1‐like *Amyelois transitella*	4E–69

^†^Tag represented as a 22‐bp sequence excluding the NlaIII site (5′‐CATG‐3′).

^‡^LOG(FC): fold change (Vip–Sel vs. Vip–Unsel), expressed as the log2 value.

Among the most prevalent GO biological processes, that is, with more than 10% of UniTags, 25.96% classified into metabolism and 15.87% into translation/ribosome biogenesis (Fig. 2C). Categories ranging between 10% and 5% of UniTags were nucleic acid binding (8.17%), transport/trafficking (7.69%), and protein folding/recycling (6.25%). For OE unigenes, 47% classified into metabolism and translation/ribosome biogenesis categories, whereas, it was 40% for the UE UniTags. 

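Over the entries of Tables S2 and S3 used here, metabolism and translation together held 50 of 109 OE tags with a contig (45.9%) and 124 of 308 UE tags (40.3%). Translation and ribosome biogenesis had 24 OE and 42 UE tags, transport and trafficking 3 OE and 29 UE, signal transduction 2 OE and 16 UE, and the 12 protein kinase tags were all UE. Protein folding and recycling had 8 OE and 18 UE tags. In the heat shock protein list, OE tags were 2 of heat shock protein 90 cognate and Tag_80 of heat shock cognate 70 protein (FC 9.16, 95% interval 6.34 to 13.7), while a tag of another heat shock protein 90 (Tag_2655, 5 and 28 counts) was UE with an FC of 0.0453 (0.0137 to 0.119). Of 10 proteasome and ubiquitin tags 2 were OE and 8 UE, among the former Tag_30 of the proteasome subunit beta type-4 (FC 3.36, 3.00 to 3.77). The tables hold only tags that were called on these libraries, so the counts are no independent evidence of direction. With TMM-scaled library sizes, 5 of the 8 UE calls of the proteasome list and 1 of the 4 of the heat shock list were left.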

The last suggests, changes in transcripts corresponding to these processes are very important for gut cells adaptation against Vip3Aa protoxin in *H. virescens*. Regarding to metabolism category, 108 UniTags distributed in seven catalytic activities were found to be regulated in Vip–Sel strain, from which, hydrolases (∼56%) and oxidoreductases (∼31%) were the most represented (Fig. 3). 

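Of the metabolism tags, hydrolases had 21 OE and 40 UE tags, oxidoreductases 3 OE and 30 UE, and transferases 1 OE and 7 UE. The 12 tags of the respiratory chain and ATP synthase, which make ATP in mitochondria, were all UE. Together they had 142 counts in Vip–Sel and 198 in Vip–Unsel, a ratio of 0.182 (95% interval 0.146 to 0.227). Cytochrome c1 (Tag_1869) had an FC of 0.121 (0.0534 to 0.259) and cytochrome b (Tag_936) an FC of 0.228 (0.140 to 0.369). The 4 V-ATPase tags were UE as well, with a ratio of their sums of 0.298 (0.231 to 0.386) and of 0.136 (0.0675 to 0.264) without Tag_462, and so were the 4 tags of muscle proteins, of a tissue other than the gut epithelium (0.237, 0.205 to 0.275). UDP-glucosyltransferase UGT40D2 (Tag_37), of a family of detoxification enzymes, was OE with 3131 and 136 counts (FC 5.85, 4.92 to 6.99). These lists hold only tags called on the same libraries. With TMM-scaled library sizes, 7 of the 12 respiratory chain tags, 1 of the 4 V-ATPase tags and 2 of the 4 muscle tags stayed UE, and Tag_936 did not. Tag_1869 had an FC of 0.274 with all tags 1 substitution apart summed, chosen after seeing the data, and stayed UE.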

Interestingly, almost half the unigenes categorized as hydrolases (27 of 61 UniTags) belonged to serine‐type hydrolases (endopeptidases).

**Figure 3:**
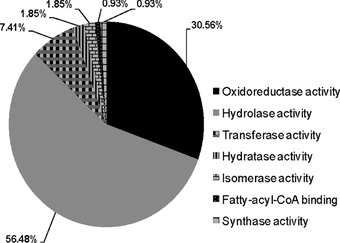
Classification of the 108 differentially expressed unigenes associated with metabolism into different catalytic activities.

Since UniTags with homology to serine‐type endopeptidases and ribosomal proteins were highly represented in HT‐SuperSAGE data and because both activities have been linked before to the Vip3A toxic pathway, particularly in protoxin solubilization/activation and receptor binding steps, these categories were further analyzed in more detail.

### HT‐SuperSAGE of Vip–Sel revealed a high number of OE and UE UniTags with homology to serine‐type proteases

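The 27 tags named as serine proteases took a larger part of the Vip–Sel library than of the Vip–Unsel library. Together they had 135196 counts in Vip–Sel (12.8%, 95% interval 12.7 to 12.9) and 11838 in Vip–Unsel (4.41%, 4.34 to 4.49), a ratio of 2.90 (2.85 to 2.96). Of the 27, 17 were OE and 10 were UE. The tags are in the list because they were called on these libraries, and their median log2 FC was 1.78. The abundant members were the chymotrypsin Tag_4 and the trypsin-like Tag_5, Tag_15 and Tag_17, and without Tag_4 the ratio was 2.91 (2.82 to 2.99). With tags 1 base apart merged into a tag of at least 10 times their count, the log2 ratio was 1.30 in place of 1.54 and fell below the FC threshold. This merged sum takes in an abundant tag outside the list, 1 substitution from the chymotrypsin tags Tag_759 and Tag_298. Tag_759 and its neighbours hold 6115 and 2358 counts, so the merged value is not that of the listed tags alone.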

The HT‐SuperSAGE data suggest Vip3Aa resistance in Vip–Sel larvae has an important component of serine protease‐mediated proteolysis; 27 (∼8%) of a total of 345 GO annotated UniTags matched putative trypsin‐ and chymotrypsin‐like products. The Venn diagram of Figure 4 shows 22 of the 27 annotated serine‐proteases were considered unique, with 12 exclusively found in the OE UniTags, 7 found only in the UE unigenes, and 3 overlapped. 

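Of 14 trypsin tags 10 were OE and 4 UE, and of 9 chymotrypsin tags 4 were OE and 5 UE; other serine proteases had 3 OE and 1 UE. The trypsin tags summed to 4.93% of Vip–Sel and 1.42% of Vip–Unsel, a ratio of 3.46 (95% interval 3.35 to 3.58). Tag_5 (trypsin-like protease) led them with 29930 and 1821 counts, an FC of 4.17 (3.98 to 4.38), and Tag_119 (trypsin) had the highest FC of the list at 11.7 (6.77 to 22.0). The lowest was trypsin Tag_1327 with 20 and 127 counts (FC 0.0400, 0.0236 to 0.0644). The chymotrypsin tags summed to 7.73% and 2.85%, a ratio of 2.71 (2.65 to 2.78), which rested on Tag_4 alone (FC 2.90, 2.83 to 2.97); its log2 value of 1.44 fell below the FC threshold with GC content centred (0.79) and with sequence variants merged (1.14). Without Tag_4 the other 8 chymotrypsin tags had 2202 counts in Vip–Sel and 671 in Vip–Unsel, a ratio of 0.833 (0.764 to 0.910). The chymotrypsin tags Tag_759 (OE) and Tag_298 (UE) lie 1 substitution from an abundant tag outside the list, with 5833 and 1908 counts. Merged into it both had a log2 FC of -0.65, and the merged chymotrypsin sum takes in that tag. With TMM-scaled library sizes 1 of the 4 trypsin and 3 of the 5 chymotrypsin tags stayed UE.

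**Figure D2:**
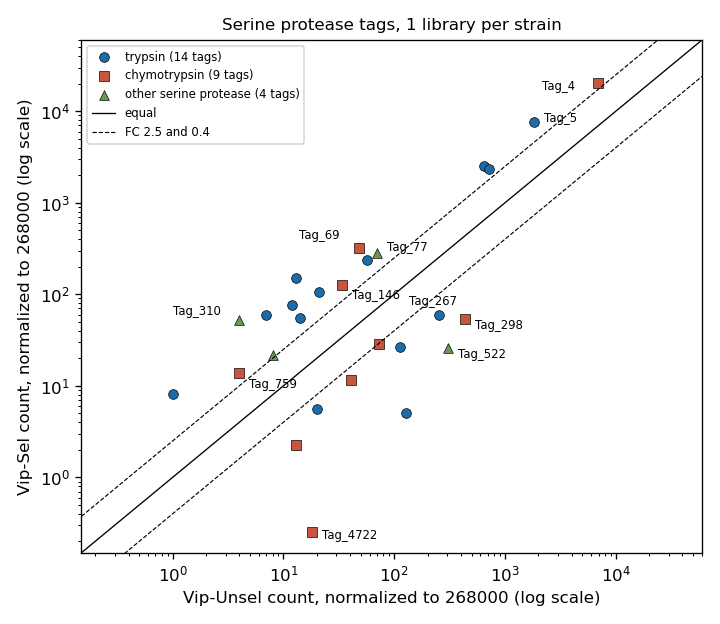
Counts of the 27 serine protease tags normalized to 268000 per library, Vip–Unsel on the x axis and Vip–Sel on the y axis, both on log scales; points are tags, the solid line marks equal counts and the dashed lines FC 2.5 and 0.4. Tag_4 and Tag_5 lie at the upper right above the upper dashed line and Tag_4722 at the bottom below the lower one.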

Interestingly, there were more trypsins positively regulated than chymotrypsins in Vip–Sel, whereas, the opposite effect was observed for the group of underexpressed serine‐proteases. In Table 1, Tag_310 with homology to serine protease 37 from *Mamestra configurata* showed the highest fold change (FC = 13.08) among all overexpressed serine‐proteases, while none of the unigenes annotated as chymotrypsin was detected in the list of 40 most overexpressed genes in Vip–Sel. Thus, Tag_4722 annotated as *H. virescens* chymotrypsin‐like protease C9 was found third in the list of 40 most underexpressed UniTags (FC = –6.15) (Table 2). 

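Tag_310 (CATGAGCTGGATCAACAGACATCTGT) had 206 counts in Vip–Sel and 4 in Vip–Unsel, so its FC has a 95% interval of 5.03 to 48.5 (exact P = 6.62e-16). The trypsins Tag_119 and Tag_270 (FC 8.45, 4.04 to 21.3) came after it among OE serine proteases. The chymotrypsin with the highest FC was Tag_69 at 6.73 (5.05 to 9.18), and this interval overlaps that of Tag_310. The 8 tags with the first 24 bases of Tag_310 summed to 297 and 14 counts, a ratio of 5.39 (3.16 to 9.97). Sums over all tags 1 substitution apart, chosen after seeing the data, gave Tag_310 an FC of 5.88 and Tag_69 an FC of 20.1, the opposite order. Most of the Vip–Sel counts of the Tag_69 sum (5156 and 65 counts) are of Tag_32 (3631 and 2), a tag that the paper does not name. The order of the sums is therefore not that of the named tags alone.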

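Tag_4722 (CATGATTGAAATATGCATCTATTTGG) had 1 count in Vip–Sel and 18 in Vip–Unsel, a ratio of 0.0141 with a 95% interval of 0.000339 to 0.0893 (exact P = 1.07e-12). Chymotrypsin-like protease C8 (Tag_482) had an FC of 0.393 (0.290 to 0.535) and chymotrypsin Tag_1975 an FC of 0.176 (0.0663 to 0.445). A tag that differs from Tag_4722 by T14C, counted from 1 at the C of CATG, had 59 counts in Vip–Sel and none in Vip–Unsel. With all tags 1 substitution apart summed, a choice made after seeing the data, the log2 FC of Tag_4722 was -0.89 and its UE call ended. The 5 tags with its first 24 bases had 7 and 31 counts, a ratio of 0.0573 (0.0213 to 0.133), and Tag_482 lost its UE call with TMM-scaled library sizes (log2 FC -0.26) and with that sum (FC 0.434). For the gene of Tag_4722 the paper reports underexpression by qRT-PCR on newly dissected guts.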

A differential role for trypsin‐ and chymotrypsin‐like proteases in the activation and degradation of the approximately 62 kDa toxin core of Vip3Aa has been previously proposed in *Spodoptera* sp. (Caccia *et al*., 2014).

**Figure 4:**
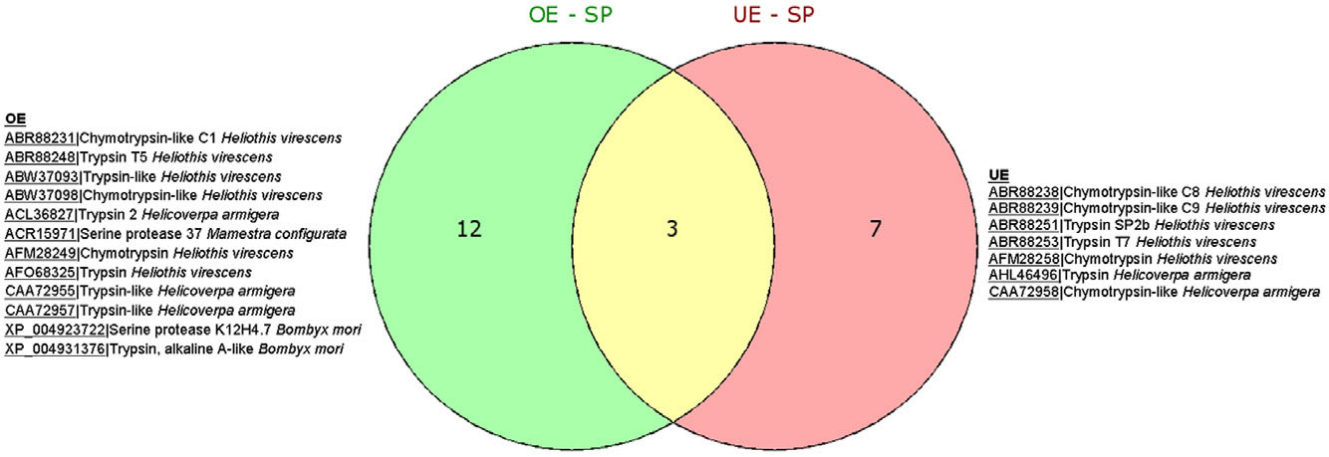
Venn diagrams showing distribution of over‐ and underexpressed serine‐type endopeptidases unigenes in Vip–Sel strain of *H. virescens*.

### Vip3Aa adaptation involves differential expression of 42 UniTags with homology to ribosomal proteins

Ribosomal proteins play critical roles in ribosome biogenesis, translation and posttranslational modifications of proteins. In addition to their housekeeping functions, diverse roles as caretakers of cellular stress have been informed (Kim *et al*., 2014). 

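The 42 ribosomal protein tags had 9339 counts in Vip–Sel (0.884%, 95% interval 0.867 to 0.902) and 2965 in Vip–Unsel (1.11%, 1.07 to 1.15), a log2 ratio of -0.32 (-0.38 to -0.26) that turned to 0.76 with TMM-scaled library sizes. Of these tags 19 were OE and 23 UE. The most abundant were Tag_50 of acidic RpP2, OE with 2016 and 58 counts, Tag_57 of RpSA, OE with 1676 and 89 counts, and Tag_60 of RpS3, UE with 1559 and 1062 counts. Another tag named RpP2 (Tag_305) was UE with 208 and 138 counts (FC 0.383, 0.307 to 0.478), a call that ended with TMM-scaled library sizes. Without Tag_60 the ratio of the sums was 1.04 (0.987 to 1.09). The list holds only tags called on these libraries. Scaled by TMM, 19 tags were OE and 10 UE.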

HT‐SuperSAGE data revealed 42 (∼12%) of the 345 GO annotated UniTags with homology to ribosomal proteins. Forty of these 42 ribosomal proteins were unique and were found distributed, in terms of gene expression regulation, as 19 and 21 for OE and UE UniTags, respectively (Fig. 5). Curiously, overexpressed unigenes were enriched in ribosomal proteins of the large subunit (RpL), that is, 12 of 19 UniTags, with 5 of them among the top 40 overexpressed UniTags (Table 1). 

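Of 19 OE ribosomal protein tags 12 were of the large and 7 of the small subunit, and of 23 UE tags 12 and 11. Fisher's exact test of subunit and direction gave an odds ratio of 1.57 (two-sided P = 0.542), which describes these 2 libraries. With 42 tags, all called on these libraries and some of the same protein, it cannot exclude an association. Counted by distinct protein names, the OE group had 11 large and 7 small subunit proteins and the UE group 10 and 8 (Fisher's exact test, P = 1). The OE tags of the large subunit with the highest FC were RpL3 (Tag_230, FC 18.3, 95% interval 7.09 to 67.8), RpL9 (Tag_683, 65 and 1 counts, FC 16.5, 2.86 to 662) and mitochondrial RpL16 (Tag_799, 49 and 1 counts, FC 12.4, 2.13 to 501). RpL7A (Tag_1282) had 21 and 1 counts, an FC of 5.33 with an interval of 0.858 to 221, and its OE call ended with P adjusted (adjusted P = 0.107) and with all tags 1 substitution apart summed (10975 and 1850 counts, log2 FC 0.59), chosen after seeing the data. Summed in this way RpL9 had an FC of 8.21 (97 and 3 counts) and mitochondrial RpL16 an FC of 7.87 (62 and 2 counts), and both stayed OE.

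**Figure D3:**
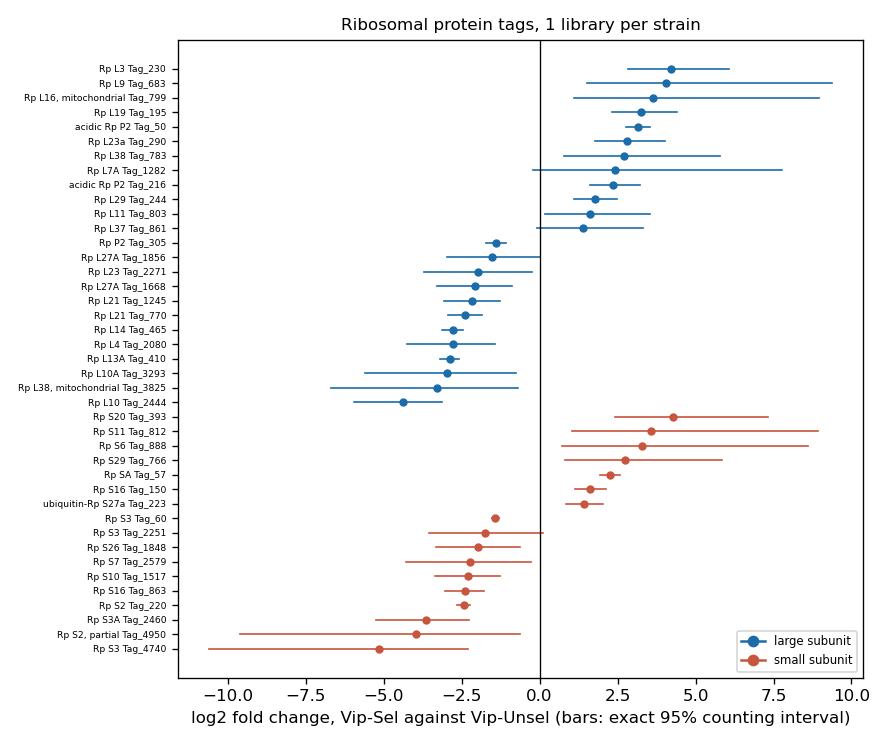
Log2 fold change of the ribosomal protein tags shown, Vip–Sel against Vip–Unsel (x axis), with 1 line per tag (y axis), large subunit tags above and small subunit tags below; points are the fold changes and bars the exact 95% counting intervals. Both subunits have tags on both sides of 0, and the OE tags of RpL7A and RpL37 have intervals that reach below 0. The interval of the UE tag Tag_2251 of RpS3 (7 and 6 counts) reaches above 0.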

On the contrary, the ratio between RpL and ribosomal proteins of the small subunit (RpS) in UE UniTags was equivalent (Fig. 5). 

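Among UE tags of the large subunit, RpL10 (Tag_2444, 6 and 32 counts) had the lowest FC at 0.0476 (95% interval 0.0163 to 0.115), and RpL13A (Tag_410, 147 and 275 counts, FC 0.136, 0.110 to 0.166) and RpL14 (Tag_465, 119 and 207 counts, FC 0.146, 0.116 to 0.184) were among the most counted. Among those of the small subunit, RpS3 had 3 UE tags, of which Tag_60 was the most counted (FC 0.373, 0.345 to 0.403) and Tag_4740 the lowest (1 and 9 counts, ratio 0.0282, 0.000644 to 0.204). RpS16 had both an OE tag (Tag_150, FC 3.05, 2.21 to 4.33) and a UE tag (Tag_863, FC 0.189, 0.123 to 0.289). With TMM-scaled library sizes Tag_60 (log2 FC -0.34) and Tag_863 kept a negative log2 FC but lost their UE calls, so RpS16 then had an OE tag alone. Tag_4740 had an FC of 0.102 with all tags 1 substitution apart summed, chosen after seeing the data, and stayed UE.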

Several of the ribosomal proteins found overexpressed have been previously described as major stress‐responding factors, such us, RpS20, RpS6, RpL11, and RpL37, playing important roles in cellular quality control by regulating the MDM2‐p53 pathway (Kim *et al*., 2014). 

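RpS20 (Tag_393) had 153 counts in Vip–Sel and 2 in Vip–Unsel, a ratio of 19.4 (95% interval 5.29 to 162; exact P = 3.83e-13). RpS6 (Tag_888) had 38 and 1 counts, a ratio of 9.65 (1.63 to 391), RpL11 (Tag_803) 48 and 4, an FC of 3.05 (1.12 to 11.6), and RpL37 (Tag_861) 41 and 4, an FC of 2.60 (0.943 to 10.0). The OE call of RpL37 ended with P adjusted by Benjamini-Hochberg (0.0892) and with a two-sided Fisher's exact test (P = 0.0628). With all tags 1 substitution apart summed, chosen after seeing the data, RpS6 had 73 counts in Vip–Sel and 24 in Vip–Unsel, a log2 FC of -0.37, and RpL11 a log2 FC of 0.61, and both OE calls ended, while RpS20 had 184 and 4 counts, an FC of 11.7, and stayed OE. For RpS6, 2 UE tags differ from Tag_888 by A26G (16 and 12 counts) and A26T (14 and 10 counts), counted from 1 at the C of CATG. The paper reports that qRT-PCR of RpS6 on newly dissected guts bore out its overexpression.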

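Both tags named as ribosomal protein S2 were UE in Vip–Sel. Tag_220 had 298 counts in Vip–Sel and 410 in Vip–Unsel, an FC of 0.185 (95% interval 0.158 to 0.215; exact P = 5.43e-107). The 16 tags with its first 24 bases together had 473 and 760 counts, a ratio of 0.158 (0.141 to 0.177). Tag_4950 had 1 and 4 counts, a ratio of 0.0635 (0.00129 to 0.642). Of other proteins known to bind Bt toxins, alkaline phosphatase (Tag_229, 95% interval of the FC 0.212 to 0.296) and cadherin (Tag_3425, 2 and 5 counts, ratio 0.102, 0.00967 to 0.620) were UE and aminopeptidase N was OE. The UE call of Tag_229 ended with TMM-scaled library sizes (log2 FC -0.91). Tag_4950 had an FC of 0.102 and Tag_3425 of 0.169 with all tags 1 substitution apart summed, chosen after seeing the data, and both stayed UE.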

RpS2, one of the two putative Vip3Aa‐binding proteins known so far, was found underexpressed (Singh *et al*., 2010).

**Figure 5:**
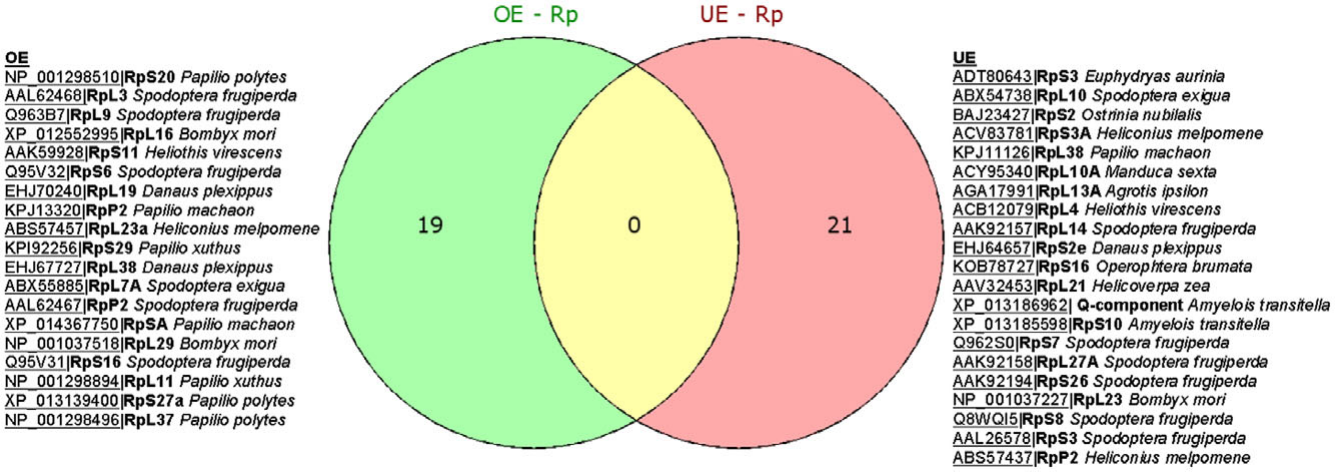
Venn diagrams showing distribution of over‐ and underexpressed ribosomal protein (Rp) unigenes in Vip–Sel strain of *H. virescens*.

### Validation of the HT‐SuperSAGE data by quantitative real‐time PCR (qRT‐PCR)

Ten UniTags (five OE and five UE) were chosen for validating the HT‐SuperSAGE data by qRT‐PCR. For this, longer cDNA fragments were recovered by 3′‐RACE and DNA sequences verified to match the same entries as the original 26 bp tags when BLASTed against *H. virescens* sequence contigs (Perera *et al*., 2015). The validation was performed for overexpressed *serine protease 37* (Hv_Contig_42719|Tag_310), *repat39* (Hv_Contig_8456|Tag_61), *ribosomal protein S20* (*RpS20)* (Hv_Contig_28542|Tag_393), *ribosomal protein S6 (RpS6)* (Hv_Contig_12709|Tag_888), and *aminopeptidase N* (*APN*) (Hv_Contig_20720|Tag_403) and underexpressed *chymotrypsin‐like protease C9* (Hv_Contig_9978|Tag_4722), *trypsin T7* (Hv_Contig_40046|Tag_267), *neutral lipase* (Hv_Contig_9835|Tag_1705), *RpS2* (Hv_Contig_29944|Tag_220), and *chitin binding domain 3 protein* (Hv_Contig_12755|Tag_4245). All but *trypsin T7*, *APN* and *RpS2* were found among most strongly regulated UniTags in Vip–Sel (Tables 1 and 2). 

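Of the tags absent from those tables, trypsin T7 (Tag_267) had 236 counts in Vip–Sel and 252 in Vip–Unsel, an FC of 0.238 (95% interval 0.198 to 0.285; exact P = 1.22e-53). Aminopeptidase N (Tag_403), a gut membrane protease, had 149 and 6 counts, an FC of 6.31 (2.83 to 17.5; exact P = 2.68e-09). The chitin binding domain 3 protein (Tag_4245) is in Table 2 with 1 and 5 counts, a ratio of 0.0508 with an interval of 0.00107 to 0.454. The UE call of Tag_267 ended with TMM-scaled library sizes (log2 FC -0.99) and with all tags 1 substitution apart summed (-0.29), the latter chosen after seeing the data. For Tag_267 this sum takes in Tag_84, named as trypsin T5 and OE with 938 and 57 counts. It therefore mixes tags named as different proteins and does not show the forms of trypsin T7 alone. Summed in the same way, Tag_4245 had an FC of 0.0952 and stayed UE.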

We chose overexpressed *APN* and underexpressed *RpS2* for the validation study because of the well‐known role of receptor for Bt Cry1‐class toxins of the former (Pigott & Ellar, 2007) and the putative Vip3A‐binding protein role informed for the last one (Singh *et al*., 2010). Also, upregulation of *repat39* gene in response to Bt toxins has been previously noted in other insect species (Bel *et al*., 2013), and overexpression of a member of the *repat* superfamily was found to protect *S. exigua* from pathogen attack (Herrero *et al*., 2007). The expression profiles determined by qRT‐PCR were consistent with and confirmed the HT‐SuperSAGE results (Fig. 6).

**Figure 6:**
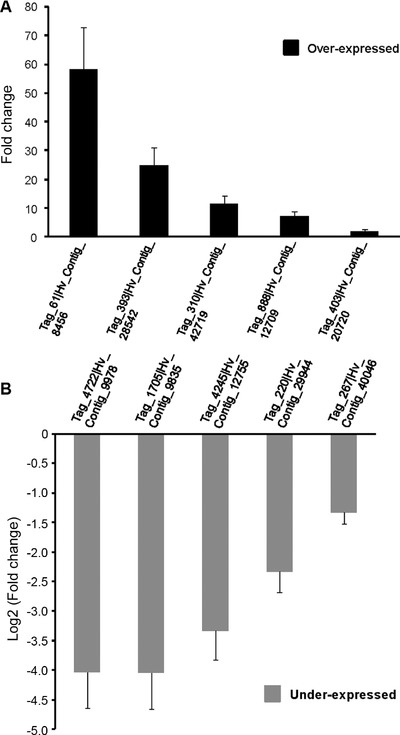
Validation of HT‐SuperSAGE data by qRT‐PCR. For each unigene, the fold change parameter is the ratio of corresponding “Mean Normalized Expression” value, calculated in the Q‐Gene software, using Vip–Sel cDNAss template to that using Vip–Unsel cDNAss template. Bars represent means of two independent replicates ± standard error.

## Discussion

In this study, we have used HT‐SuperSAGE to quantify the expression of thousands of genes differentially regulated in the gut tissue of a Vip3Aa‐resistant strain of *H. virescens*. HT‐SuperSAGE, the result of combining an improved version of Serial Analysis Gene Expression with Next Generation Sequencing, has proven to be a valuable tag‐based transcriptome sequencing method in a wide field of applications (Bonaventure, 2010; Gilardoni *et al*., 2010; Sharbel *et al*., 2010; Gilardoni *et al*., 2011; Molina *et al*., 2011; Kahl *et al*., 2012; Draffehn *et al*., 2013). To our knowledge, this is the first report on the use of HT‐SuperSAGE to produce a digital gene‐expression profiling in a nonmodel lepidopteran pest.

In our study, a fraction of the 26‐bp tags mapped to a sequence distant from the 3′‐end of a *H. virescens* contig suggesting either cDNA digestion with *Nla*III was not very efficient or a low frequency of cleavage sites for this particular 4‐bp cutter enzyme in the genes of this insect. Any of above could have consequences in the transcription profile produced by HT‐SuperSAGE. Though *Nla*III is the standard anchoring enzyme in all versions of SAGE, other 4‐bp restriction enzymes could be also used, for example, *Dpn*II and *Bfa*I. Among all of them, we choose *Nla*III because Adapter‐2 used for libraries construction already carried a cohesive end for the *Nla*III site (5′‐CATG‐3′) (Matsumara *et al*., 2010) and due to previous findings of a similar frequency for *Nla*III and *Dpn*II restriction motifs but a lower for *Bfa*I in genes of different invertebrates, that is, *Drosophila melanogaster* and *Caenorhabditis elegans*, during *in silico* genome scan (Pleasance *et al*., 2003). Also, we performed double *Nla*III digestion during libraries construction as recommended by Gilardoni *et al*. (2010). However, cDNA of certain organisms is frequently not efficiently digested by *Nla*III but instead by DpnII (Sharbel *et al*., 2010). Future SuperSAGE studies involving lepidopteran insect species should evaluate the effect of other anchoring enzymes in addition to *Nla*III on the final expression profile by comparing tag extraction rate with different 4‐bp restriction endonucleases on the same cDNA sample.

Our results showed 11.2% of the 17 751 sequenced UniTags were differentially regulated, either overexpressed or underexpressed, in the gut tissue of Vip–Sel compared to Vip–Unsel strains. We found the amount of underexpressed unigenes in Vip–Sel was significantly greater (more than three times) than those found constitutively overexpressed, suggesting a decreased translation rate could be an important adaptation for Vip3Aa resistance in this strain of *H. virescens*. 

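The excess of UE over OE tags differed with the abundance of the tags. Among the 1163 tags with a mean normalized count of at least 10, a limit chosen after seeing the data, 300 were OE and 401 UE, a ratio of 1.34. From a mean of 20 the ratio was 1.24 and from 50 it was 1.49, so on this scale the excess did not reverse. By combined counts, which the deeper Vip–Sel library dominates, the excess reversed, with 1037 OE and 992 UE tags from 10 counts and, in a set chosen after seeing the data, 229 and 148 from 100 counts. Over all tested tags the ratio was 4.02. With the Vip–Sel counts thinned to the Vip–Unsel total, the median over 100 draws was 1028.5 OE and 2018 UE tags, and among tags counted in both libraries 401 and 610. The list of translation initiation and elongation factors had 1 OE and 11 UE tags, among them elongation factor 1-alpha (Tag_16, FC 0.344, 95% interval 0.333 to 0.355), which brings aminoacyl-tRNA to the ribosome, elongation factor 1-gamma (Tag_99, FC 0.220, 0.200 to 0.243) and elongation factor 2 (Tag_339, FC 0.351, 0.279 to 0.443). The OE member was initiation factor 4A (Tag_758, 54 and 3 counts, ratio 4.57, 1.48 to 22.9; 2.67 with all tags 1 substitution apart summed, chosen after seeing the data). The list was chosen from called tags, and with TMM-scaled library sizes 3 of the 11 stayed UE, without the elongation factor tags named here. From the larger number of UE unigenes the paper proposes that a lower rate of translation could be an adaptation for resistance in this strain.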

Previously, Bel *et al*. (2013) used a genome‐wide microarray to analyze transcriptional changes occurring in the gut tissue of *S. exigua* after the exposure to a sublethal concentration of Vip3Aa. These authors found 19% of all microarray unigenes had significant alterations in their expression levels, with a similar number of up‐ and downregulated unigenes. Comparison between studies using different insect and transcriptomic approaches is not straightforward but a wider transcriptional change in susceptible insects after Vip3Aa exposure may represent a less specific response triggered to cope with general stress rather than a signature of specific adaptation to the toxin. On the contrary, constitutive transcriptional alterations detected in the gut of Vip3Aa‐resistant (unexposed) insects may better reflect the outcome of adaptation following toxin selection. This hypothesis has been supported for Bt‐resistant strains of *S. exigua* and *Plutella xylostella* where transcriptional alterations found in gut cells of resistant (unexposed) insects overlapped with that triggered in susceptible counterpart strains when exposed to a toxic Bt product, suggesting a constitutive activation of defensive mechanisms against this invertebrate pathogen in the former (Hernández‐Martínez *et al*., 2010; Ayra‐Pardo *et al*., 2015). One example could be the identification of UniTags exclusively related to *repat39* among the constitutively overexpressed unigenes of *H. virescens* Vip–Sel strain against the broad response of *repat* genes, 29 different members in total, detected in susceptible *S. exigua* larvae after Vip3Aa feeding (Bel *et al*., 2013). 

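Tag_61 was the only tag named as a REPAT protein. Tag_659, which differs from it by G26A counted from 1 at the C of CATG, had 70 counts in Vip–Sel and 2 in Vip–Unsel and was also OE. Read from the ATG of the NlaIII site, Tag_61 encodes the 8 residues MLLAAAAT. Another tag that encodes them, CATGCTGTTGGCTGCGGCAGCTACCG, had 1188 counts in Vip–Sel and none in Vip–Unsel, and CATGCTGTTGGCTGCTGCAGCCACCG had 479 and 292 counts and was not called. All 32 tested tags that encode these residues summed to 3528 counts in Vip–Sel and 356 in Vip–Unsel, a ratio of 2.52 (95% interval 2.26 to 2.81), a sum chosen after seeing the data. Whether these tags come from 1 gene is not known.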

We verified gene expression data by qRT‐PCR of 10 genes, 5 with increased and 5 with decreased expression in Vip–Sel, and found consistent results, which provide confidence in the reliability of the HT‐SuperSAGE data.

The analysis of GO functional categories showed the highest amount of annotated UniTags (108 of 345) belonged to different metabolic processes (Fig. 2C). Similar dominance of metabolism‐related unigenes was previously reported in Cry1Ab‐resistant *Diatraea saccharalis* (Guo *et al*., 2012), Cry1Ac‐resistant *P. xylostella* (Lei *et al*., 2014), and Cry1Ab‐resistant *Ostrinia furnacalis* (Xu *et al*., 2015). As in the last of above studies, we found the majority of metabolism‐related UniTags (∼76%) underexpressed in the resistant Vip–Sel strain compared to the susceptible Vip–Unsel control. 

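In the entries used here 26 metabolism tags were OE and 82 UE (75.9%), and 90.9% of the oxidoreductase tags were UE against 65.6% of the hydrolase tags. The 4 lipase tags were all UE and summed to 28 counts in Vip–Sel and 175 in Vip–Unsel, a ratio of 0.0406 (95% interval 0.0262 to 0.0608). Without neutral lipase Tag_1705 the other 3 had 15 and 14 counts, a ratio of 0.272 (0.122 to 0.608), and with TMM-scaled library sizes 1 of the 4 stayed UE. An amylase tag had 1 and 8 counts, a ratio of 0.0317 (0.000715 to 0.237). With all tags 1 substitution apart summed, chosen after seeing the data, it had 10 and 10 counts, an FC of 0.254, and stayed UE. Of 4 aminopeptidase and carboxypeptidase tags, carboxypeptidase A (Tag_492, 110 and 2 counts, ratio 14.0, 3.78 to 117) and aminopeptidase N were OE, and carboxypeptidase B-like (Tag_590, 85 and 128 counts, FC 0.169, 0.127 to 0.224) and aminopeptidase W07G4.4 were UE. With neighbours summed in the same way, 152 and 9 counts, carboxypeptidase A had an FC of 4.29 and stayed OE.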

In our study, metabolism GO category was enriched in hydrolase activities, particularly, serine (trypsin‐ and chymotrypsin‐type) hydrolases that represented the 25% of UniTags in this category with 12 found exclusively overexpressed and other 7 in the group of underexpressed UniTags.

Trypsin‐ and chymotrypsin‐type serine proteases are the primary digestive enzymes in the gut lumen of lepidopteran larvae. Serine‐proteases are also the major determinants of insecticidal potency for Bt Cry and Vip3A toxins by affecting their solubilization and activation in the gut lumen of target insects (Oppert, 1999; Ligthwood *et al*., 2000; Chakroun *et al*., 2012). Differential natural susceptibility for Vip3Aa between two *Spodoptera* sp. was attributed to observed differences in the rate of activation of the protoxin form (Chakroun *et al*., 2012). In fact, Vip3A‐selected resistance in *S. litura* has been associated with a reduced proteolytic activity in the larval gut fluids (Barkhade & Thakare, 2010). In *H. armigera*, biochemical analyses of resistant and susceptible insects found no differences at the level of toxin binding but it was in the activation rate of Vip3Aa protoxin with minor differences between both strains, which may or may not contribute to resistance (Chakroun *et al*., 2016a,b).

Among overexpressed serine‐type endopeptidases of *H. virescens* Vip–Sel strain, we found one with homology to Serine Protease 37 of *M. configurata* with the highest FC value during the analysis of HT‐SuperSAGE data. qRT‐PCR experiments verified the constitutive overexpression of this gene in the resistant compared to susceptible control strain. Previous transcriptomic studies of the gut tissue of Vip3Aa‐challenged larvae from two *Spodoptera* sp. have presented contradictory results regarding the regulation of this gene, which was downregulated in *S. exigua* at 8 and 24 h after toxin exposure (Bel *et al*., 2013), whereas it was upregulated in *S. litura* 24 h after feeding larvae with Vip3Aa (Song *et al*., 2016). Moreover, serine proteases were in general among the strongly repressed unigenes in the Vip3Aa‐exposed *S. exigua* larvae, while, there was 14 gut genes coding for serine proteases upregulated and 7 downregulated in *S. litura* as a result of Vip3Aa treatment. Downregulation of specific serine proteases has shown to promote survival against certain Bt toxins (Rodriguez‐Cabrera *et al*., 2010; Liu *et al*., 2014), in which case, increased expression detected for other serine proteases might represent compensatory changes to replace lost functionality.

The proteolytic processing of Vip3Aa protoxin with insect gut juice yields a fragment of approximately 62 kDa as the major product, which has been found to specifically bind and open lytic pores in brush border membrane vesicles (BBMV) of *Helicoverpa armigera*, suggesting that this is the active toxin core (Yu *et al*., 1997; Lee *et al*., 2003, 2006; Liu *et al*., 2011; Chakroun *et al*., 2012). In a recent study, *in vitro* experiments were performed to evaluate the production and degradation of the ∼62 kDa Vip3Aa active toxin core in the presence of trypsin‐ and chymotrypsin‐like serine proteases (Caccia *et al*., 2014). These authors found both processes to occur more efficiently with trypsin than chymotrypsin even at low concentrations of the enzyme. They also reported *Spodoptera frugiperda* cationic trypsin‐like peptidases together with anionic chymotrypsin‐like peptidases were important for accumulation of the ∼62 kDa active toxin fragment while the cationic chymotrypsin‐like activities mainly participated in its degradation. In the Vip–Sel strain, overexpressed serine‐proteases encoding genes were mainly for trypsin‐like activities, while, chymotrypsins dominated the underexpressed UniTags except for two, Tag_146|Hv_Contig_12402 and Tag_69|Hv_Contig_40932 with homology to *H. virescens* chymotrypsin‐like C1 (acc. No. ABR88231) and chymotrypsin‐like (acc. No. ABW37098), respectively (Table S2), which were found accompanying the overexpressed trypsin‐like proteases (Fig. 4). 

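Chymotrypsin-like protease C1 (Tag_146) had 494 counts in Vip–Sel and 34 in Vip–Unsel, an FC of 3.69 (95% interval 2.60 to 5.39; exact P = 3.67e-19). Tag_69 (CATGTTGTGCTCTGGCTGGAACGGTG) had 1273 and 48 counts (exact P = 8.47e-71). Tag_32 (CATGTTGTGCTCTGGCTGGAACGGCG), without a name in the paper's tables, reads the same peptide MLCSGWNG as Tag_69. The 14 tags with the first 24 bases of Tag_32, Tag_69 among them, summed to 5338 counts in Vip–Sel and 68 in Vip–Unsel, a ratio of 19.9 (15.7 to 25.7). Tags that differ from Tag_146 by G22T and G22C, counted from 1 at the C of CATG, had 531 and 110 counts and 269 and 80 counts and were not called. With all tags 1 substitution apart summed, chosen after seeing the data, Tag_146 had a log2 FC of 0.59 and its OE call ended.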

In future studies, it would be interesting to functionally investigate these two chymotrypsin‐like genes for any role in proteolytic degradation of the ∼62 kDa Vip3Aa active core and hence, in promoting resistance against this toxin in *H. virescens*.

The other highly represented category in the HT‐SuperSAGE data was translation/ribosome biogenesis, with 66 UniTags that accounted for ∼19% of the 345 GO annotated unigenes. Most of the components in this category corresponded to ribosomal proteins of the large and small subunits, which are known to play essential roles in ribosome biogenesis and protein translation governing cell growth, proliferation and development (Schleif, 1967; Wool, 1979; Donati *et al*., 2012). 

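The ribosomal protein tags of the large subunit had 4310 counts in Vip–Sel and 928 in Vip–Unsel, and those of the small subunit 5029 and 2037. Large subunit tags thus held 46.2% of the counts of the listed ribosomal protein tags in Vip–Sel (95% interval 45.1 to 47.2) and 31.3% in Vip–Unsel (29.6 to 33.0). The list holds only tags called on these libraries, so these are not shares of all ribosomal protein counts. Tag_1282 of RpL7A, with 21 and 1 counts in the list, has 10975 and 1850 with all tags 1 substitution apart summed. The order depended on which abundant tags were included. Without Tag_60 of RpS3 it was kept, with 55.4% in Vip–Sel (54.3 to 56.5) and 48.8% in Vip–Unsel (46.5 to 51.0). Without both Tag_60 and Tag_50 of acidic RpP2 the share was 39.8% in Vip–Sel (38.5 to 41.1) and 47.2% in Vip–Unsel (44.9 to 49.5), the opposite order. Without Tag_50 alone it was 31.3% (30.3 to 32.4) and 29.9% (28.3 to 31.6). These shares do not depend on how the libraries are scaled, and they were computed after seeing the data.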

Our data showed dramatic differences in the expression of genes encoding ribosomal proteins between resistant Vip–Sel and susceptible Vip–Unsel insects, not only in terms of the expression of particular ribosomal proteins but also in the RpL/RpS ratio found in each strain (Fig. 5). Ribosomes can alter protein and RNA composition to selectively translate specific subpopulations of mRNAs in response to stress and development issues, a phenomenon described as the “ribosome filter hypothesis” (Byrne, 2009; Gilbert, 2011; Moll & Engelberg‐Kulka, 2012; Xue & Barna, 2012). Thus our differential expression data could indicate possible changes in ribosome composition in the Vip–Sel strain. The rationality of a particular ribosome composition with a high RpL/RpS ratio in resistant Vip–Sel strain merits more investigation; it could be an important adaptation for the selective translation of a subpopulation of genes involved in the cellular response and survival to Vip3Aa toxin.

A subset of ribosomal proteins has shown extra‐ribosomal functions in response to stress (Zhou *et al*., 2015). Among these, RpS20, RpL37 and others that were found overexpressed in Vip–Sel, can act as tumorigenesis suppressors in its ribosome‐free state activating the Mdm2‐p53‐MdmX signaling network that stabilizes p53 and arrests cell cycle at G2 (Daftuar *et al*., 2013). 

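A tag named as an E3 ubiquitin-protein ligase like Mdm2, the enzyme that marks p53 for degradation, had 26 counts in Vip–Sel and 92 in Vip–Unsel. Its FC was 0.0718 (95% interval 0.0446 to 0.112; exact P = 1.13e-41). Of the other E3 ligase tags, MYLIP (Tag_2860, 4 and 11 counts, FC 0.0923, 0.0214 to 0.312) and TRIM33 (Tag_2466, 6 and 10 counts, FC 0.152, 0.0455 to 0.463) were UE, as was RNF198-like. The ubiquitin-conjugating enzyme E2-24 kDa (Tag_1248, 22 and 1 counts, ratio 5.59, 0.903 to 231) was OE with exact P = 0.0311, but not with P adjusted (adjusted P = 0.0911) or with all tags 1 substitution apart summed (log2 FC 0.19), the latter chosen after seeing the data.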

Interestingly, Tag_1134| Hv_Contig_7932 that was GO annotated as E3 ubiquitin‐protein ligase Mdm2‐like protein was identified in the group of underexpressed Vip–Sel UniTags (Table S3). Mdm2‐mediated ubiquitination targets p53 for nuclear export and degradation by the proteasome (Toledo & Wahl, 2006). At this point, it is not clear whether constitutive overexpression of these ribosomal proteins could be contributing through any extra‐ribosomal function to Vip3Aa resistance in Vip–Sel; further research on gene function analysis would be needed. Interestingly, cell cycle arrest at the G2–M transition has been associated with resistance to a Bt Cry toxin in the highly susceptible Sf9 cells (Avisar *et al*., 2005). These authors correlated Cry1C‐resistance of arrested Sf9 cells with a reduction in the Cry1C‐binding capacity and the inability to isolate lipid‐raft domains from the plasmatic membrane where the Cry1C‐receptor APN resides (Rajagopal *et al*., 2002; Zhuang *et al*., 2002). The previously described Vip3Aa‐binding protein RpS2 was found to be among underexpressed ribosomal proteins in Vip–Sel. If RpS2 is the receptor of Vip3Aa in *H. virescens*, suggested for *S. litura* by Singh *et al*. (2010), its constitutive underexpression would affect toxin binding and help to explain the Vip3Aa resistance phenotype of this strain. However, preliminary studies conducted at Prof. Juan Ferré's laboratory (Valencia, Spain) on Vip3Aa binding to BBMV prepared from Vip–Sel and Vip–Unsel guts showed no differences (unpublished). This and same finding reported in a Vip3Aa‐resistant *H. armigera* strain (Chakroun *et al*., 2016a,b) suggest binding alteration could not be part of the biochemical basis of resistance against this toxin in these insects. Transcriptomic studies like ours, combined with functional validation of specific targets, are useful to identify which alterations other than differential expression of receptor genes between resistant and susceptible insects could be contributing toward resistance. Also, unknown cellular targets of the Bt toxin can be revealed to better understand the toxic pathway of these proteins in insects and design improved insecticidal proteins and effective resistance management and monitoring strategies. In this context, where continuous exposure to lepidopteran‐active Cry1 and Cry2 toxins in Bt‐crops has made resistant insect populations to emerge, preserving Vip3Aa toxin is crucial for the technology.

In summary, we report here the first transcriptomic study of a Vip3Aa‐resistant lepidopteran insect that is also a key polyphagous pest of economically important crops in the Western hemisphere (Teran‐Vargas *et al*., 2005; Blanco *et al*., 2008). This is also the first report of successful application of HT‐SuperSAGE approach to a nonmodel lepidopteran insect. The analysis of HT‐SuperSAGE data enabled the identification of multiple factors with constitutive transcriptional alterations in the Vip3Aa‐resistant *H. virescens* Vip–Sel strain. Further gene function analysis based on HT‐SuperSAGE data will shed light on the possible molecular mechanisms behind Vip3Aa resistance in *H. virescens* and related species.

## Disclosure

The authors have no conflict of interests to declare.

## Supporting information

**Table S1**. Nucleotide sequence of the primers and experimental conditions used in quantitative RT‐PCR. All sequences read 5′ to 3′, left to right.

**Table S2**. List of overexpressed (OE) UniTags sequences, copy number, fold change, and annotations to the *Heliothis virescens* sequence contigs database.

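Table S2 gives for each OE tag its count in both libraries, the counts normalized by the library totals, the P of the difference and the contig that holds the tag with its position. In most tags of the list the code is the rank of the tag by its Vip–Sel count among the tags counted in both libraries, as 374 of the 412 entries used here show. A low code therefore stands for an abundant transcript in Vip–Sel, such as Tag_2, Tag_3 of HMG176 and Tag_4 of a chymotrypsin.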

**Table S3**. List of underexpressed (UE) UniTags sequences, copy number, and annotations to the *Heliothis virescens* sequence contigs database.

# Supplementary material for: HT‐SuperSAGE of the gut tissue of a Vip3Aa‐resistant Heliothis virescens (Lepidoptera: Noctuidae) strain provides insights into the basis of resistance
**Source:** Insect Sci. 2017 Dec 1;26(3):479–98. doi: 10.1111/1744-7917.12535
**Supplement:** Supplementary file 1 — Table S1. Nucleotide sequence of the primers and experimental conditions used in quantitative RT‐PCR. All sequences read 5′ to 3′, left to right.

**Table S1.**

| **Gene** | **Primer sequence (5’-3’)** | **Product size (bp)** | | **Taa (C)** | **Cycle no.** | | **Sb** | **Ec** | **R2d** |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *-Actin* | atctccaaacaggagtacgatga | 223 | 60 | | | 40 | -3.414 | 1.963 | 0.997 | |
|  | gacaatgttccgcattcattatt |  |  | | |  |  |  |  | |
| Hv_Contig_8456|Tag_61 | atagcgaatgctctgaaggaag | 232 | 59 | | | 40 | -3.964 | 1.787 | 0.992 | |
|  | aattgtccaagtgaacgctttt |  |  | | |  |  |  |  | |
| Hv_Contig_28542|Tag_393 | aaacagaagctccgtgttaagg | 188 | 59 | | | 40 | -3.378 | 1.9771 | 0.992 | |
|  | tcgatgttgatggatgtgatct |  |  | | |  |  |  |  | |
| Hv_Contig_12709|Tag_888 | ctatgtcgtcaaacgtctgctc | 225 | 59 | | | 40 | -3.649 | 1.8795 | 0.992 | |
|  | tcctgacgtcttaccttggatt |  |  | | |  |  |  |  | |
| Hv_Contig_20720|Tag_403 | gcaatgttgatgccattagaaa | 240 | 59 | | | 40 | -2.920 | 2.200 | 0.997 | |
|  | gttgctcttttgctggagttct |  |  | | |  |  |  |  | |
| Hv_Contig_40046|Tag_267 | ctctctaccacaatggcgttct | 158 | 59 | | | 40 | -3.654 | 1.8779 | 0.999 | |
|  | caaagatgtgtcggtccagtt |  |  | | |  |  |  |  | |
| Hv_Contig_42719|Tag_310 | ttctgatcggtgtcagcactt | 174 | 59 | | | 40 | -3.724 | 1.8558 | 0.998 | |
|  | cagatgtctgttgatccagctc |  |  | | |  |  |  |  | |
| Hv_Contig_29944|Tag_220 | ctctgaacgatggtaggtcctc | 219 | 59 | | | 40 | -2.907 | 2.208 | 0.995 | |
|  | ttgttaccccagtaacctctgc |  |  | | |  |  |  |  | |
| Hv_Contig_9978|Tag_4722 | ggaatctgccaacaagtacctc | 179 | 59 | | | 40 | -2.879 | 2.2251 | 0.999 | |
|  | caatcatggtgactccttcgta |  |  | | |  |  |  |  | |
| Hv_Contig_9835|Tag_1705 | ggtttcaacactgttctcgtacc | 188 | 59 | | | 40 | -3.461 | 1.9451 | 0.999 | |
|  | tagccgagaatgtggtagtcatt |  |  | | |  |  |  |  | |
| Hv_Contig_12755|Tag_4245 | cttcttctcttgctccgacataa | 228 | 59 | | | 40 | -3.472 | 1.941 | 0.994 | |
|  | atttttggcacaaacgtaagag |  |  | | |  |  |  |  | |

a Optimal annealing temperature in the PCR program for a specific primer set.

b Slope of the linear regression line of the amplification efficiency plot.

c Amplification efficiency calculated by Q-gene as: 10^(-1/slope).

d Reproducibility of the real time PCR reaction.

# Supplementary material for: HT‐SuperSAGE of the gut tissue of a Vip3Aa‐resistant Heliothis virescens (Lepidoptera: Noctuidae) strain provides insights into the basis of resistance
**Source:** Insect Sci. 2017 Dec 1;26(3):479–98. doi: 10.1111/1744-7917.12535
**Supplement:** Supplementary file 2 — Table S2. List of overexpressed (OE) UniTags sequences, copy number, fold change, and annotations to the Heliothis virescens sequence contigs database.

Vip-Sel: number of Tags in the Vip-Sel library

Vip-Unsel: number of Tags in the Vip-Unsel library

Norm. Vip-Sel: number of tags in Vip-Sel normalized to 268000 [See Materials & Methods for details]

Norm. Vip-Unsel: number of tags in Vip-Unsel normalized to 268000 [See Materials & Methods for details]

p-value: Statistical value associated with the different in tag copy number between libraries calculated according to Audic and Claverie (1997)

FC: fold change (Norm. Vip-Sel vs. Norm. Vip-Unsel)

Heliothis virescens CONTIG match: Identifier of the Contig sequence of *Heliothis virescens* (from Perera et al., 2015) that perfectly matched (26bp) with the corresponding tag in *Blast* search

List of over-expressed Unitaigs sequences, copy number, fold change and annotations to the *Heliothis virescens* sequence contigs database

General classification<br>(Process/Molecular Function)	TAB	Vip-Sel	Vip-Unsel	Norm. Vip-Sel	Norm. Vip-Unsel	p-value	FC	Heliothis virescens<br>CONTIG match	Contig also (nt)	Tag position in the<br>contig (nt)	Protein annotation blastx	E-value
-	Tag_32 CATGTTGTGCTCTGGCTGGAAACGGCG	3631	2	921.434	1.959	0.00E+00	461.013	no hit	-	-	-	-
-	Tag_211 CATGCACCTGGCGGAGCGGTGGTGG	311	1	78.922	0.999	1.40E-29	78.973	no hit	-	-	-	-
Defense	Tag_61 CATGTTGCTGGCTGGTCAGCACCG	1474	5	374.055	4.997	2.26E-135	74.859	Hv_Contig_8456	1247	88-113	AFH57159 REPAT39 <i>Spodoptera exigua</i>	7.00E-30
Unknown	Tag_55 CATGAAGTCTAAACTGGGTGGTG	1857	7	471.248	6.996	5.57E-169	67.364	Hv_Contig_22902	646	221-246	ABH10141 HMG176 <i>Helicoverpa armigera</i>	7.00E-63
-	Tag_255 CATGGCAGCTAGCTCGGCCCGCGT	245	1	62.173	0.999	3.39E-23	62.213	no hit	-	-	-	-
-	Tag_293 CATGTAGTACTAGCTTGCCTCCGCGT	215	1	54.560	0.999	2.65E-20	54.595	no hit	-	-	-	-
-	Tag_340 CATGGCAGCTAGCTTGCCTCCACGT	190	1	45.678	0.999	6.14E-17	45.708	no hit	-	-	-	-
-	Tag_362 CATGGCAGCTAGCTCGGCCCGCGGT	173	1	43.902	0.999	2.88E-16	43.930	no hit	-	-	-	-
-	Tag_392 CATGGCACTAGCTTGCCTCCGCGT	154	1	39.080	0.999	1.90E-14	39.105	no hit	-	-	-	-
-	Tag_414 CATGGTGGTACCTCCGTCTGAGCC	144	1	36.543	0.999	1.71E-13	36.566	no hit	-	-	-	-
-	Tag_416 CATGGCAGCTACTTCCCTCCGCGT	143	1	36.289	0.999	2.13E-13	36.312	no hit	-	-	-	-
-	Tag_241 CATGGACCGCAGCTTGCCTCCGCGT	272	2	69.025	1.999	2.36E-24	34.535	no hit	-	-	-	-
Nucleic acid binding	Tag_435 CATGCCGCGCGCGCGCGCGGAGG	132	1	33.497	0.999	2.38E-12	33.519	Hv_Contig_11935	1025	846-871	XP_01436776 zinc finger protein 588 <i>Papilio machaon</i>	0.00E+00
-	Tag_436 CATGGCAGCTAGCTTGCCTTGCCT	132	1	33.497	0.999	2.38E-12	33.519	no hit	-	-	-	-
-	Tag_444 CATGGCAGCTAGTTTGCCTCCGCGT	127	1	32.229	0.999	7.10E-12	32.249	no hit	-	-	-	-
-	Tag_279 CATGGCAGCTAGCTTGCCTCCGTGT	229	2	58.113	1.999	2.84E-20	29.075	no hit	-	-	-	-
-	Tag_498 CATGACAGTGGCGGCGAGGTGATG	107	1	27.153	0.999	5.57E-10	27.171	no hit	-	-	-	-
-	Tag_217 CATGAGGCGCGAGACCCGCCCTCG	304	3	77.146	2.998	4.43E-26	25.732	no hit	-	-	-	-
-	Tag_68 CATGGCAGCGCAGCAGAAAGGTGT	1291	13	327.615	12.992	5.18E-106	25.217	no hit	-	-	-	-
-	Tag_541 CATGTTGCGCTCTGGCTGCCCAAAG	98	1	24.869	0.999	3.93E-09	24.885	no hit	-	-	-	-
Unknown	Tag_544 CATGGAGCGGACGGCGGGGCGCG	97	1	24.616	0.999	4.88E-09	24.631	Hv_Contig_36272	406	293-318	XP_011559079 uncharacterized protein LOC105389633 <i>Plutella xylostella</i>	2.00E-30
Unknown	Tag_550 CATGGCGCGCGCCGCGCAGCTGGCGG	95	1	24.108	0.999	7.52E-09	24.123	Hv_Contig_368	4062	459-434	XP_014362632 cytoplasmic dynein 1 intermediate chain isoform X6 <i>Papilio machaon</i>	0.00E+00
-	Tag_235 CATGAGAATGCTAAACTGGGTGGTA	284	3	72.070	2.998	3.35E-24	24.039	no hit	-	-	-	-
Protein folding/Recycling	Tag_326 CATGGCGGTGGACGCTGCTGCCCGCGC	189	2	47.962	1.999	1.67E-16	23.997	Hv_Contig_7536	1329	1223-1248	XP_013135438 presenilin homolog <i>Papilio polytes</i>	8.00E-169
-	Tag_553 CATGCACTGGCGGAGCAGCCGCTGG	94	1	23.854	0.999	9.34E-09	23.870	no hit	-	-	-	-
-	Tag_333 CATGACAGCTAGCTTGCCTCCGCGT	185	2	46.947	1.999	3.96E-16	23.489	no hit	-	-	-	-
mRNA processing/splicing	Tag_335 CATGTGCGGCGGCCGCGCACCGCT	183	2	46.440	1.999	6.08E-16	23.235	Hv_Contig_2277	2278	2217-2242	XP_013188918 protein virilizer <i>Amyelotus transilella</i>	0.00E+00
-	Tag_573 CATGCACTGGCGGAGCGCCGCTAGG	89	1	22.585	0.999	2.75E-08	22.600	no hit	-	-	-	-
-	Tag_344 CATGAGAATGCTAAACTGGGTGGTC	176	2	44.663	1.999	2.75E-15	22.346	no hit	-	-	-	-
Unknown	Tag_87 CATGAGCCCTCTCTGCGGAACAGT	866	10	219.764	9.994	5.36E-70	21.990	Hv_Contig_16164	842	517-542	XP_013135392 eukocyte surface antigen CD53-like isoform X1 <i>Papilio polytes</i>	7.00E-73
Unknown	Tag_18 CATGGCAGCGCACGAGAAAGGTGA	8622	105	2187.993	104.933	0.00E+00	20.851	Hv_Contig_31364	498	360-385	CCF46246 hypothetical protein CH063_15059, partial <i>Colletotrichum higginsianum</i>	2.00E-14
-	Tag_12 CATGGCAGCTAGCTTGCCTCCGCGC	11598	142	2943.209	141.909	0.00E+00	20.740	no hit	-	-	-	-
Unknown	Tag_125 CATGTGCGCGGCTGCGATCGAGTT	570	7	144.648	6.996	4.65E-46	20.677	Hv_Contig_5434	1575	808-834	XP_012546736 P3 protein-like <i>Bombyx mori</i>	1.00E-39
Cytoskeleton	Tag_606 CATGGAACGCGAGGCTGAGACGCGT	81	1	20.555	0.999	1.54E-07	20.568	Hv_Contig_9943	1142	579-604	XP_013141160 tetraspanin-15-like <i>Papilio polytes</i>	1.00E-39
-	Tag_378 CATGCACTGGCGGAGCGCCAGTGG	161	2	40.857	1.999	6.91E-14	20.441	no hit	-	-	-	-
-	Tag_387 CATGCTCTTCAAGTCGTAATGTTG	156	2	39.588	1.999	2.02E-13	19.807	no hit	-	-	-	-
-	Tag_110 CATGCGACGCGACGAGAGGGTGC	700	9	177.638	8.994	9.33E-56	19.750	no hit	-	-	-	-
Translation/Ribosome biogenesis	Tag_393 CATGGCAGCGCCGCTGTGTCAAGCA	153	2	38.827	1.999	3.83E-13	19.426	Hv_Contig_28542	553	124-149	NP_001298510 40S ribosomal protein S20 <i>Papilio polytes</i>	9.00E-81
-	Tag_281 CATGGCAGCTGGCTTGCCTCCGCGT	228	3	57.859	2.998	5.62E-19	19.299	no hit	-	-	-	-
-	Tag_401 CATGCTCTACAGATGTCGCTAAG	150	2	38.065	1.999	7.27E-13	19.045	no hit	-	-	-	-
-	Tag_291 CATGGCTGTTGAGCAGCAAGAGCGA	217	3	55.068	2.998	5.57E-18	18.368	no hit	-	-	-	-
Translation/Ribosome biogenesis	Tag_230 CATGTGCTGCTTCCAGACCGCGCTGA	289	4	73.339	3.997	1.72E-23	18.347	Hv_Contig_7237	1357	1195-1220	AAL62468 ribosomal protein L3 <i>Spodoptera frugiperda</i>	0.00E+00
-	Tag_651 CATGTACACGACAAAATCGTATCC	72	1	18.271	0.999	1.06E-06	18.283	no hit	-	-	-	-
-	Tag_36 CATGGCAGCGCACGAGAAAGGTGG	3164	44	802.924	43.972	1.58E-242	18.260	no hit	-	-	-	-
-	Tag_295 CATGGCGACCGTCCGCTAGCGACG	215	3	54.560	2.998	8.98E-18	18.198	no hit	-	-	-	-
Primary metabolic process/oxidoreductase activity	Tag_653 CATGTGCGGACCTCGGAATGTCTCT	71	1	18.018	0.999	1.31E-06	18.029	Hv_Contig_17230	806	340-365	ACY78421 disappea biotock protein-like protein <i>Helicoverpa armigera</i>	7.00E-128
Unknown	Tag_3 CATGGCAGCTAGCTTGCCTCCGCGT	103728	1501	26322.915	1500.037	0.00E+00	17.548	Hv_Contig_40219	299	64-89	ABH10141 HMG176 <i>Helicoverpa armigera</i>	2.00E-22
-	Tag_432 CATGCGCGCTACGTGCGCACAGG	134	2	34.005	1.999	2.19E-11	17.013	no hit	-	-	-	-
-	Tag_174 CATGGCGCTAGCTTGCCTCCGCGT	402	6	102.015	5.996	1.14E-31	17.013	no hit	-	-	-	-
-	Tag_679 CATGTGCGCGGCTGCTGCTCGAGTC	66	1	16.749	0.999	3.79E-06	16.759	no hit	-	-	-	-
Translation/Ribosome biogenesis	Tag_883 CATGTTGGTCCCGCGAGTCTGAAAG	65	1	16.495	0.999	4.68E-06	16.506	Hv_Contig_20199	717	229-254	Q96387803 ribosomal protein L9 <i>Spodoptera frugiperda</i>	3.00E-130
-	Tag_140 CATGGCAGCGCACGAGAGGGTAA	516	8	130.945	7.995	6.36E-40	16.379	no hit	-	-	-	-
Transport/Trafficking	Tag_442 CATGATCTGTGTGACGTGGCGCGT	128	2	32.482	1.999	7.80E-11	16.252	Hv_Contig_949	3061	2432-2457	XP_014363077 phosphatidylinositol transfer protein alpha isoform <i>Papilio machaon</i>	9.00E-166
-	Tag_884 CATGCGAGCTAGCTTGGCCCGCGT	64	1	16.241	0.999	5.80E-06	16.252	no hit	-	-	-	-
Protein folding/Recycling	Tag_451 CATGGAGCGGCTCGGCTCTCCAAG	124	2	31.467	1.999	1.82E-10	15.744	Hv_Contig_16650	823	611-636	ADK55517 heat shock protein 90 cognate <i>Spodoptera litura</i>	4.00E-130
-	Tag_452 CATGTGCTGACGAGTCTCTCGAAC	124	2	31.467	1.999	1.82E-10	15.744	no hit	-	-	-	-
-	Tag_716 CATGGCAGCTAGCTTGCCTCCGCGAC	60	1	15.226	0.999	1.35E-05	15.236	no hit	-	-	-	-
-	Tag_221 CATGCGCGGGCGCGCGGCCCGCGGA	286	5	75.116	4.997	4.79E-23	15.033	no hit	-	-	-	-
-	Tag_343 CATGAGAATGCTAAACTGGTGGG	177	3	44.917	2.998	2.77E-14	14.982	no hit	-	-	-	-

-	Tag_472	CATGCATTGGCCGAGGCCGGTGG	118	2	29.945	1.999	6.42E-10	14.982	no hit	-	-	-	-
Unknown	Tag_268	CATGACGCGCGCTGTGCCCTTCC	234	4	59.382	3.997	1.92E-18	14.855	Hv_Contig_25956	593	65-90	EHU71292 hypothetical protein KGM_01454 <i>Deraeus plexippus</i>	8.00E-25
-	Tag_269	CATGCGACGCGACGAGAGGGTAG	234	4	59.382	3.997	1.92E-18	14.855	no hit	-	-	-	-
-	Tag_347	CATGTTGTGCTCTGGCTGGACGGCA	175	3	44.410	2.998	4.22E-14	14.813	no hit	-	-	-	-
-	Tag_732	CATGGCTGAAGGAAGAACACGCTC	58	1	14.719	0.999	2.06E-05	14.728	no hit	-	-	-	-
-	Tag_476	CATGCCCGCTGGTGGCGCCCTCCCT	116	2	29.437	1.999	9.78E-10	14.728	no hit	-	-	-	-
-	Tag_734	CATGAGGAGTGAAGGCCCTGGAACG	57	1	14.465	0.999	2.54E-05	14.474	no hit	-	-	-	-
-	Tag_741	CATGGCGGCTAGCTTGCCCGCGGG	56	1	14.211	0.999	3.14E-05	14.220	no hit	-	-	-	-
-	Tag_364	CATGGCAGTCTAGCTTGCCCGCGGT	167	3	42.379	2.998	2.28E-13	14.136	no hit	-	-	-	-
-	Tag_180	CATGCACCTGGCGCGAGCGACCGTGG	387	7	98.208	6.996	3.14E-29	14.039	no hit	-	-	-	-
Primary metabolic process/hydrolase activity	Tag_492	CATGCAAGCTGCTGCCCATCTCTCT	110	2	27.915	1.999	3.44E-09	13.966	Hv_Contig_7038	1378	1149-1174	CAA06419 carboxypeptidase A <i>Helicoverpa armigera</i>	0.00E+00
-	Tag_9	CATGGCAGCTAGCTTGCCCGCCGG	14940	273	3791.304	272.825	0.00E+00	13.896	no hit	-	-	-	-
-	Tag_368	CATGGACGCTAGCTTACCCCGCGT	164	3	41.618	2.998	4.22E-13	13.882	no hit	-	-	-	-
-	Tag_761	CATGCACTGGCGGTGGCGCGGTGG	54	1	13.704	0.999	4.78E-05	13.712	no hit	-	-	-	-
-	Tag_373	CATGCGACGCGACGAGAGGGTCA	162	3	41.111	2.998	8.41E-13	13.712	no hit	-	-	-	-
Chitin-binding	Tag_163	CATGACACGGGCTGCGGAGAGGAT	427	8	108.359	7.995	8.04E-32	13.554	Hv_Contig_36507	400	289-314	O02443 larval cuticle protein 1 <i>Helicoverpa armigera</i>	4.00E-25
-	Tag_165	CATGCACCTGGCGAGCGCCCGCGG	424	8	107.598	7.995	1.50E-31	13.458	no hit	-	-	-	-
-	Tag_518	CATGACGCGCGGTGCGGCATCTC	104	2	26.392	1.999	1.20E-08	13.204	no hit	-	-	-	-
Primary metabolic process/hydrolase activity	Tag_310	CATGAGCTGGTACACAGACATCTGT	206	4	52.276	3.997	6.62E-16	13.077	Hv_Contig_42719	259	150-175	ACR15971 2pntine protease 37 <i>Mamestra configurata</i>	1.00E-12
-	Tag_396	CATGCACCTGGCGAAGCGCCCGTGG	152	3	38.573	2.998	5.13E-12	12.866	no hit	-	-	-	-
Transport/Trafficking	Tag_527	CATGAACCTTGAGGTGGATGGCG	101	2	25.631	1.999	2.24E-08	12.824	Hv_Contig_32968	462	383-408	ACB54948 faty acid-binding protein 1 <i>Helicoverpa armigera</i>	6.00E-70
-	Tag_529	CATGCGCGTGGCGAGCGGCTCGGCG	101	2	25.631	1.999	2.24E-08	12.824	no hit	-	-	-	-
-	Tag_533	CATGGACGCTAGCTTGTCGCCGCT	100	2	25.377	1.999	2.70E-08	12.697	no hit	-	-	-	-
-	Tag_537	CATGAGCCCCCTCTGCCGACACGC	100	2	25.377	1.999	2.78E-08	12.697	no hit	-	-	-	-
-	Tag_790	CATGACACGGCGCGAGCGCCCGTGG	50	1	12.688	0.999	1.10E-04	12.697	no hit	-	-	-	-
-	Tag_797	CATGATCTGTGCGGTTGGCCGAGG	49	1	12.435	0.999	1.36E-04	12.443	no hit	-	-	-	-
Translation/Ribosome biogenesis	Tag_799	CATGGAGGGTGTACAGAGTTCTCT	49	1	12.435	0.999	1.36E-04	12.443	Hv_Contig_14723	898	769-794	XP_012552995 8S ribosomal protein L16, mitochondrial <i>Bombyx mori</i>	4.00E-132
Protein folding/Recycling	Tag_548	CATGGACGACTGGCGCTCGTGCGGCC	96	2	24.362	1.999	6.32E-08	12.189	Hv_Contig_1209	2843	2010-2035	XP_013183028 ATP-dependent Clp protease ATP-binding subunit clpX-like, mitochondrial isoform X3 <i>Amyelais transiella</i>	0.00E+00
Extracellular matrix structural constituent	Tag_805	CATGGACGCGGGTGAACCGCTGCG	48	1	12.181	0.999	1.67E-04	12.189	Hv_Contig_11489	1050	903-878	K0B7008 suprative collagen alpha-2 IV chain protein <i>Opensiphia brunata</i>	1.00E-32
Translation/Ribosome biogenesis	Tag_812	CATGAGCACTTAAAGATTCGCGTC	47	1	11.927	0.999	2.06E-04	11.935	Hv_Contig_34007	437	114-139	AAK59828 ribosomal protein S11 <i>Heliothis virescens</i>	1.00E-67
-	Tag_815	CATGATCTGTGCGGTTGTCTCAGCT	47	1	11.927	0.999	2.06E-04	11.935	no hit	-	-	-	-
-	Tag_818	CATGAAGTCTCGTGTGTGTACCTT	47	1	11.927	0.999	2.06E-04	11.935	no hit	-	-	-	-
-	Tag_236	CATGGAGCTAACTTGCCCGCGGT	277	6	70.294	5.996	2.49E-20	11.723	no hit	-	-	-	-
mRNA processing/splicing	Tag_561	CATGGCGGGCGGCGGCGCGCGGCG	92	2	23.347	1.999	1.44E-07	11.681	Hv_Contig_671	3422	733-758	XP_013190420 RNA-binding protein squid isoform X2 <i>Amyelais transiella</i>	3.00E-122
Primary metabolic process/hydrolase activity	Tag_119	CATGGAGTCTCGTGTGTGTCACTC	597	13	151.500	12.992	4.20E-42	11.661	Hv_Contig_21108	693	568-593	AF088320 trypsin <i>Heliothis virescens</i>	4.00E-119
-	Tag_427	CATGTTTTTATTCTCTCTGTACAC	137	3	34.786	2.998	1.14E-10	11.596	Hv_Contig_5986	1496	379-354	no hit	-
-	Tag_829	CATGGACGCCGAGCTTGCCCGCGCG	45	1	11.420	0.999	3.11E-04	11.427	no hit	-	-	-	-
-	Tag_209	CATGCGCTCGGCGAGCGCCCGTGG	314	7	79.883	6.996	1.13E-22	11.391	no hit	-	-	-	-
-	Tag_571	CATGTTCAATAATCTTTGGGTCA	89	2	22.585	1.999	2.68E-07	11.300	no hit	-	-	-	-
-	Tag_838	CATGGCGGCTAGCTTGCGCCGCGC	44	1	11.166	0.999	3.82E-04	11.173	no hit	-	-	-	-
-	Tag_579	CATGGACGCTAGCTTGCGCTCGGT	88	2	22.332	1.999	3.29E-07	11.173	no hit	-	-	-	-
-	Tag_98	CATGCACTGCGCGAGCGCGCGTGT	789	18	200.223	17.988	2.31E-54	11.131	no hit	-	-	-	-
-	Tag_851	CATGTTGTGCTCTGGCGGCGCAGCG	42	1	10.658	0.999	5.77E-04	10.665	no hit	-	-	-	-
-	Tag_853	CATGCGCCGCGGTGGCCCGCGCTG	42	1	10.658	0.999	5.77E-04	10.665	no hit	-	-	-	-
-	Tag_366	CATGCCCGCTGGTGGCGGCTCTGT	166	4	42.126	3.997	2.47E-12	10.538	no hit	-	-	-	-
-	Tag_866	CATGCTGACGCGCGCGCGGCGTGG	41	1	10.405	0.999	7.09E-04	10.411	no hit	-	-	-	-
-	Tag_158	CATGGACGCTAGCTTGCCCGCAT	448	11	113.688	10.993	8.44E-31	10.342	no hit	-	-	-	-
-	Tag_256	CATGCACCGCGCGAGCGCGCGTGG	244	6	61.920	5.996	2.09E-17	10.327	no hit	-	-	-	-
-	Tag_807	CATGGGTCGGCAATCTTCTGAGACT	81	2	20.555	1.999	1.37E-06	10.284	no hit	-	-	-	-
Primary metabolic process/isomerase activity	Tag_188	CATGTGGGACAGCGCCAGCTCGCTA	361	9	91.610	8.994	5.61E-25	10.185	Hv_Contig_7598	1323	1097-1122	XP_012552008 UDP-glucose 4-epimerase-like <i>Bombyx mori</i>	0.00E+00
-	Tag_463	CATGCACCTGGCGCAAGCGCGGTGG	120	3	30.452	2.998	3.65E-09	10.157	no hit	-	-	-	-
-	Tag_260	CATGCGGAGTCAACCGGTGCGAGC	240	6	60.904	5.996	4.69E-17	10.157	no hit	-	-	-	-
-	Tag_815	CATGTTGTGCTCTGGCTGGCCGACG	80	2	20.301	1.999	1.68E-06	10.157	no hit	-	-	-	-
-	Tag_883	CATGCGCTGGCGCGAGGTGAAGCAG	39	1	9.897	0.999	1.07E-03	9.903	no hit	-	-	-	-
Translation/Ribosome biogenesis	Tag_888	CATGAACAGGAGTCTCTACCAACA	38	1	9.643	0.999	1.31E-03	9.649	Hv_Contig_12709	870	242-267	Q85V3240 S ribosomal protein S6, <i>Spodoptera frugiperda</i>	7.00E-161
Translation/Ribosome biogenesis	Tag_195	CATGGTCAATAATCTTTGGGTCG	341	9	86.535	8.994	3.15E-23	9.621	Hv_Contig_14879	892	703-728	NP_001298530 80S ribosomal protein L19 <i>Papilio polytes</i>	9.00E-95
-	Tag_62	CATGCACTGGCGGAGCGCGCGGTGC	1446	39	366.949	38.975	9.51E-93	9.415	no hit	-	-	-	-
-	Tag_913	CATGCGACGCGACGAGAGGGTTA	37	1	9.389	0.999	1.60E-03	9.395	no hit	-	-	-	-
-	Tag_646	CATGACGCGCGGTGCGCGCATCTA	73	2	18.525	1.999	6.93E-06	9.269	no hit	-	-	-	-
Protein folding/Recycling	Tag_80	CATGCCCGCGGTATGCCCGCGCA	1046	29	265.442	28.981	7.16E-67	9.159	Hv_Contig_4349	1752	1532-1557	AIZ00749 heat shock cognate 70 protein, partial <i>Sesamia inferens</i>	0.00E+00
-	Tag_917	CATGATCACTGTCTCGCGCGCGTG	36	1	9.136	0.999	1.98E-03	9.142	no hit	-	-	-	-
-	Tag_920	CATGTTGTGCTCGGCTGGCCGAGG	36	1	9.136	0.999	1.98E-03	9.142	no hit	-	-	-	-
-	Tag_232	CATGCACCTGGCGAGTGCCCGTGG	287	8	72.832	7.995	2.10E-19	9.110	no hit	-	-	-	-
-	Tag_855	CATGCCGCGCGACGCGCGGTGGCG	71	2	18.018	1.999	1.04E-05	9.015	no hit	-	-	-	-
-	Tag_658	CATGCACTGGCGGAGCGGCCCGTGG	71	2	18.018	1.999	1.04E-05	9.015	no hit	-	-	-	-
Nucleic acid binding	Tag_942	CATGCGCGCGGCTGTGCGGCGAGC	35	1	8.882	0.999	2.40E-03	8.888	Hv_Contig_1945	2412	1901-1876	XP_013149832 NFX1-type zinc finger-containing protein 1-like <i>Papilio polytes</i>	4.00E-160
-	Tag_949	CATGGCTGCGGCCAGGGAGAGCGCT	35	1	8.882	0.999	2.40E-03	8.888	no hit	-	-	-	-

-	Tag_659	CATGTTGCTGGCTGCAGCCACCA	70	2	17.764	1.999	1.27E-05	8.888	no hit	-	-	-	-
Translation/Ribosome biogenesis	Tag_50	CATGCCCGCTGTTGGCGCGCTCCCG	2016	58	511.598	57.963	1.88E-125	8.826	Hv_Conlig_27905	563	285-310	KP13320605 acidic ribosomal protein P2 <i>Papilio machaon</i>	2.00E-33
-	Tag_422	CATGAGCCCTCTCTGCGCCACACGG	139	4	35.274	3.997	5.69E-10	8.824	no hit	-	-	-	-
Unknown	Tag_2	CATGCACTCGGCGAAGCGCGCTGG	123487	3575	31337.130	3572.707	0.00E+00	8.771	Hv_Conlig_47003	208	115-140	KP152033hypothetical protein RR48_05230 <i>Papilio machaon</i>	9.00E-24
-	Tag_868	CATGACACGGGCGTGGGAGGAGCAG	68	2	17.256	1.999	1.89E-05	8.634	no hit	-	-	-	-
-	Tag_381	CATGCACTCGGTGAGCGGCGGTGG	3077	91	780.846	90.942	2.19E-188	8.586	Hv_Conlig_5683	1540	1460-1485	no hit	-
Primary metabolic process/hydrolase activity	Tag_270	CATGATCTGCGCAGGATGGCTCATG	233	7	59.128	6.996	1.37E-15	8.452	Hv_Conlig_15523	867	627-652	XP_004931376[trypsin, alkaline A-like <i>Bombyx mori</i>	1.00E-44
-	Tag_976	CATGACATTGGTTCAAGAAGCTTGG	33	1	8.374	0.999	3.59E-03	8.380	no hit	-	-	-	-
-	Tag_979	CATGCTGCAGCGCGCTGGGCGTGG	33	1	8.374	0.999	3.59E-03	8.380	no hit	-	-	-	-
-	Tag_981	CATGCCGCTGGTGGCGCGCTCTCG	33	1	8.374	0.999	3.59E-03	8.380	no hit	-	-	-	-
-	Tag_985	CATGATCTGCGCGCGCTGGCCAGCG	33	1	8.374	0.999	3.59E-03	8.380	no hit	-	-	-	-
-	Tag_203	CATGCACTCGGCTGAGCGCGCGTGG	326	10	82.729	9.994	4.38E-21	8.278	no hit	-	-	-	-
-	Tag_204	CATGCACTGAGCGAGCGCGCGTGG	325	10	82.475	9.994	5.33E-21	8.253	no hit	-	-	-	-
Primary metabolic process/hydrolase activity	Tag_996	CATGTTGTGCGCGGCTGTGCTCATG	32	1	8.121	0.999	4.39E-03	8.126	Hv_Conlig_16622	824	601-626	AF068320[trypsin <i>Heliothis virescens</i>	6.00E-97
-	Tag_1001	CATGCCACCTAGCTTACCCCCGGG	32	1	8.121	0.999	4.39E-03	8.126	no hit	-	-	-	-
-	Tag_895	CATGCCGCGGCGCGCGCGCGCGCGG	63	2	15.987	1.999	5.10E-06	7.999	no hit	-	-	-	-
-	Tag_170	CATGCGGCGCTACACACAGCTGTGG	405	13	102.776	12.992	2.27E-25	7.911	no hit	-	-	-	-
-	Tag_1008	CATCGCGGGTGACTCGGAGGCCCT	31	1	7.867	0.999	5.38E-03	7.872	no hit	-	-	-	-
-	Tag_1012	CATGCGCACGCGACGCGGAGGGTGA	31	1	7.867	0.999	5.38E-03	7.872	no hit	-	-	-	-
-	Tag_1014	CATGAGATGTAAACTGGGTGGAG	31	1	7.867	0.999	5.38E-03	7.872	no hit	-	-	-	-
-	Tag_701	CATGTTGTCTCTGGCTGACCCAACG	62	2	15.734	1.999	6.21E-05	7.872	no hit	-	-	-	-
-	Tag_89	CATGACGCGCGCGGTGGCGCATCTT	859	28	217.987	27.982	1.02E-51	7.790	no hit	-	-	-	-
-	Tag_297	CATGCTGGCGGATCAGCTGCCAGCG	214	7	54.306	6.996	5.69E-14	7.763	no hit	-	-	-	-
-	Tag_710	CATGTTGTCTCTGTTGGCCCAACG	61	2	15.480	1.999	7.56E-05	7.745	no hit	-	-	-	-
-	Tag_712	CATGGGACGAGACGTTTCCACGAGC	61	2	15.480	1.999	7.56E-05	7.745	no hit	-	-	-	-
Unknown	Tag_177	CATGCTGGAGCGCTACGCTCATCGG	391	13	99.224	12.992	3.45E-24	7.637	Hv_Conlig_21487	682	580-605	XP_015035128[uncharacterized protein Dpse_GA32788 <i>Drosophila pseudoboscus pseudoboscus</i>	2.00E-48
-	Tag_1033	CATGACGCGCGCGTGGCGCATCTT	30	1	7.613	0.999	6.54E-03	7.618	no hit	-	-	-	-
-	Tag_1036	CATGCACTCGCGCGAGCGACCGGTGA	30	1	7.613	0.999	6.54E-03	7.618	no hit	-	-	-	-
Primary metabolic process/hydrolase activity	Tag_468	CATGCCGCGCGCGCTGGCGCGCGG	119	4	30.198	3.997	2.91E-08	7.554	Hv_Conlig_8166	1270	1201-1226	EHU71294[AAA family ATPase <i>Danaua plexippus</i>	2.00E-178
Unknown	Tag_569	CATGAGAGGTGTAGCTAAGTGGAG	89	3	22.585	2.998	1.76E-06	7.533	Hv_Conlig_25755	595	33-58	XP_002426744[conserved hypothetical protein <i>Pedicularis humanus coparia</i>	3.00E-27
-	Tag_724	CATGGAGTCTCTGTGGTGCACCTA	59	2	14.972	1.999	1.12E-04	7.491	no hit	-	-	-	-
-	Tag_1051	CATGCACTCGCGCGAGCGCGCGGTAT	29	1	7.359	0.999	7.97E-03	7.364	no hit	-	-	-	-
-	Tag_1053	CATGCACTCGCGCGAGCGCGCGGTAC	29	1	7.359	0.999	7.97E-03	7.364	no hit	-	-	-	-
-	Tag_1055	CATGGGTGGCAATCCTCTCGGACCT	29	1	7.359	0.999	7.97E-03	7.364	no hit	-	-	-	-
-	Tag_733	CATGCTGGCACTGTAGCTGCTAACG	58	2	14.719	1.999	1.36E-04	7.364	no hit	-	-	-	-
-	Tag_96	CATGCACTCGCGCGAGCGCGCGGTAG	808	28	205.045	27.982	1.97E-47	7.328	no hit	-	-	-	-
-	Tag_349	CATGAGAATGCTAAACTGGGTGGGG	173	6	43.902	5.996	2.74E-11	7.322	no hit	-	-	-	-
-	Tag_249	CATGCACTCGCGCGAGCGCGCTGGTGG	257	9	65.219	8.994	4.85E-16	7.251	no hit	-	-	-	-
-	Tag_484	CATGTTGCCAGGTGTACGCTATCAG	113	4	28.676	3.997	9.31E-08	7.174	no hit	-	-	-	-
-	Tag_485	CATGTTGTCTCCGCTGGCCCAACG	112	4	28.422	3.997	1.13E-07	7.110	no hit	-	-	-	-
-	Tag_1074	CATGCTGCGCACTGTAGCTGTAAAG	28	1	7.106	0.999	9.71E-03	7.110	no hit	-	-	-	-
-	Tag_1081	CATGCGCGCGGCTGCTGCTGGCA	28	1	7.106	0.999	9.71E-03	7.110	no hit	-	-	-	-
Translation/Ribosome biogenesis	Tag_290	CATGCCAAGCGTGTCTGAAGATTGG	218	8	55.322	7.995	1.53E-13	6.920	Hv_Conlig_18998	729	469-494	AB557457[ribosomal protein L23a <i>Heliconia melipomene</i>	2.00E-32
Primary metabolic process/hydrolase activity	Tag_89	CATGTTGTCTCTGCTGGACGAGTGG	1273	48	323.047	47.969	8.47E-71	6.734	Hv_Conlig_40932	287	33-58	ABW37098[putative chymotrypsin-like proteinase <i>Heliothis virescens</i>	4.00E-29
-	Tag_765	CATGGCTGCTAGCTTCCGCCGCGT	53	2	13.450	1.999	3.59E-04	6.729	no hit	-	-	-	-
Translation/Ribosome biogenesis	Tag_766	CATGACATTGGTTCAAGAAGCTTGA	53	2	13.450	1.999	3.59E-04	6.729	Hv_Conlig_33959	449	255-280	KP92266405 ribosomal protein S29 <i>Papilio aethus</i>	5.00E-32
-	Tag_771	CATGGAGTCTCTGTGGTGTCACTGT	53	2	13.450	1.999	3.59E-04	6.729	no hit	-	-	-	-
Unknown	Tag_515	CATGCTGACGAGAGCATCCGTCC	105	4	26.646	3.997	4.33E-07	6.666	Hv_Conlig_2018	2379	1953-1978	XP_013176241[uncharacterized protein LOC106124291 <i>Papilio aethus</i>	0.00E+00
-	Tag_775	CATGCCGCCACCGGGTGCACCGCA	52	2	13.196	1.999	4.36E-04	6.602	no hit	-	-	-	-
-	Tag_1120	CATGTGCTGTCAGGTCAGCGCTTACG	26	1	6.598	0.999	1.44E-02	6.602	no hit	-	-	-	-
-	Tag_1139	CATGACATGTAACTTAAATGTG	26	1	6.598	0.999	1.44E-02	6.602	no hit	-	-	-	-
Translation/Ribosome biogenesis	Tag_783	CATGCCGCTGGAATCAAGATATCA	51	2	12.942	1.999	5.28E-04	6.475	Hv_Conlig_36338	380	105-130	EHU6772[60S ribosomal protein L38 <i>Danaua plexippus</i>	2.00E-39
-	Tag_1144	CATGACATTGTTGTGAGGAGGTGG	25	1	6.344	0.999	1.75E-02	6.348	no hit	-	-	-	-
-	Tag_1151	CATGCTGCAGCGCGCTGAGCGTGG	25	1	6.344	0.999	1.75E-02	6.348	no hit	-	-	-	-
-	Tag_1168	CATGACCTAACTACCGCCACCGCC	25	1	6.344	0.999	1.75E-02	6.348	no hit	-	-	-	-
Primary metabolic process/hydrolase activity	Tag_403	CATGACAGACTCTGCATGTTGCTA	149	6	37.812	5.996	2.68E-09	6.308	Hv_Conlig_20720	703	619-644	AAK85539[aminopeptidase N <i>Helicoverpa armigera</i>	3.00E-23
Primary metabolic process/hydrolase activity	Tag_219	CATGCTGGCAGTCGTAGCTGCTAAC	298	12	75.623	11.992	3.21E-17	6.306	Hv_Conlig_11142	1070	940-965	ACL36827[trypsin 2 <i>Helicoverpa armigera</i>	7.00E-151
-	Tag_540	CATGAGCTGGCCAGCGCGCGCGCG	98	4	24.869	3.997	1.63E-06	6.221	no hit	-	-	-	-
-	Tag_793	CATGCTGCAGCGCGCTGGGCGTAA	49	2	12.435	1.999	7.74E-04	6.221	no hit	-	-	-	-
-	Tag_796	CATGTTGTGCTCTGGCTGTCTCAACG	49	2	12.435	1.999	7.74E-04	6.221	no hit	-	-	-	-
Transport/Trafficking	Tag_649	CATGGGCTCCGCTCTAGGCTGCAG	72	3	18.271	2.998	4.60E-05	6.094	Hv_Conlig_10316	1117	736-761	KOB71518[Protein transport protein sec13 <i>Operiphetra brumata</i>	0.00E+00
-	Tag_850	CATGTGCACTGTAGGATCTGTGTT	72	3	18.271	2.998	4.60E-05	6.094	Hv_Conlig_13805	945	840-865	no hit	-
-	Tag_154	CATGCCGCTGGTGGCGCGCTCCCA	456	19	115.719	18.988	4.16E-26	6.094	no hit	-	-	-	-
-	Tag_1187	CATGGAGACGCGCGAGCGCCATGCG	24	1	6.090	0.999	2.12E-02	6.094	no hit	-	-	-	-
-	Tag_1188	CATGAGCGCGCTGAGCAACAGCGGT	24	1	6.090	0.999	2.12E-02	6.094	no hit	-	-	-	-
Translation/Ribosome biogenesis	Tag_1195	CATGTGCCGACCCCGCTGATCTCT	24	1	6.090	0.999	2.12E-02	6.094	Hv_Conlig_6836	1399	1105-1130	AEB26319[seryl-RNA synthetase <i>Helicoverpa armigera</i>	0.00E+00
-	Tag_1196	CATGGAGACGCGGACGCGCCACGC	24	1	6.090	0.999	2.12E-02	6.094	no hit	-	-	-	-

-	Tag_1198 CATGCTCGGTAAATTAACCAATACC	24	1	6.090	0.999	2.12E-02	6.094	no hit	-	-	-	-
-	Tag_24 CATGCACTCGGCGAGCGCCGGTGA	5396	226	1369.336	225.855	9.96E-278	6.063	no hit	-	-	-	-
-	Tag_811 CATGCAAGCCGGGGCGGCTGCTTG	47	2	11.927	1.999	1.13E-03	5.967	no hit	-	-	-	-
-	Tag_557 CATGCTGTCTCTGGCTGGCCCAACG	93	4	23.600	3.997	4.17E-06	5.904	no hit	-	-	-	-
-	Tag_186 CATGGCTGAGGACGCCGCCACC	370	16	93.894	15.990	2.95E-20	5.872	no hit	-	-	-	-
Primary metabolic process/transferase activity	Tag_37 CATGTCTCGCGACGCTGGCGCC	3131	136	794.550	135.913	1.28E-158	5.846	Hv_Conig_24145	622	380-405	AMK93747 UGT40D2v2 <i>Helicoverpa armigera</i>	2.00E-110
-	Tag_1204 CATGACGGGGGACGGGTCTCCGCT	23	1	5.837	0.999	2.57E-02	5.840	no hit	-	-	-	-
-	Tag_1207 CATGCGAGCCGCGTGTGTACGGG	23	1	5.837	0.999	2.57E-02	5.840	no hit	-	-	-	-
-	Tag_1212 CATGTGGCGGTACTCGGTGGCCG	23	1	5.837	0.999	2.57E-02	5.840	no hit	-	-	-	-
-	Tag_1214 CATGCGCACACACGAGAAGGTGA	23	1	5.837	0.999	2.57E-02	5.840	no hit	-	-	-	-
Primary metabolic process/oxidoreductase activity	Tag_1218 CATGCAGCTAACGACAGTCCGAC	23	1	5.837	0.999	2.57E-02	5.840	Hv_Conig_21281	688	416-441	XP_013192952 inactive hydroxysteroid dehydrogenase-like protein 1 isoform X2 <i>Amyelotia transiella</i>	2.00E-76
-	Tag_1230 CATGACGGGCTCCCGTGGCGCGC	23	1	5.837	0.999	2.57E-02	5.840	no hit	-	-	-	-
-	Tag_1231 CATGACGCGCGGACGCGCGGTGG	23	1	5.837	0.999	2.57E-02	5.840	no hit	-	-	-	-
-	Tag_1235 CATGCGCGGTGACCCGGTGCC	23	1	5.837	0.999	2.57E-02	5.840	no hit	-	-	-	-
-	Tag_336 CATGGCGCGCCAAAGAAAGCAATGG	162	8	46.186	7.995	1.33E-10	5.777	no hit	-	-	-	-
-	Tag_674 CATGCCGACGGACGCAAGGGTAT	67	3	17.002	2.998	1.17E-04	5.671	no hit	-	-	-	-
Translation/Ribosome biogenesis	Tag_386 CATCGCGCTCGAGATGCCGATCTC	156	7	39.588	6.996	3.48E-09	5.659	Hv_Conig_27404	571	425-450	XP_013195182 translation machinery-associated protein 16 homolog <i>Amyelotia transiella</i>	53-88
-	Tag_570 CATGTCTGGGGGAGAGCTGGAGT	89	4	22.585	3.997	8.78E-06	5.650	no hit	-	-	-	-
Protein folding/Recycling	Tag_1248 CATGATTGCTCCCGCCCGCCGCC	22	1	5.583	0.999	3.11E-02	5.586	Hv_Conig_8821	1220	697-722	XP_011564371 ubiquitin-conjugating enzyme E2-24 kDa isoform X1 <i>Plutella xylostella</i>	3.00E-105
-	Tag_1249 CATGACGAGCTCGGTGCCGACG	22	1	5.583	0.999	3.11E-02	5.586	no hit	-	-	-	-
mRNA processing/splicing	Tag_1251 CATGATTCTGGTGGTACTCGGTGT	22	1	5.583	0.999	3.11E-02	5.586	Hv_Conig_16399	832	120-145	XP_013185327 RNA-binding protein Rsf1 <i>Amyelotia transiella</i>	8.00E-41
-	Tag_1253 CATGAGACACTTGAAGACGTAC	22	1	5.583	0.999	3.11E-02	5.586	no hit	-	-	-	-
Nucleic acid binding	Tag_1259 CATGTGTGAGCTGTGTGCCGTGCA	22	1	5.583	0.999	3.11E-02	5.586	Hv_Conig_12568	993	364-339	XP_004928597 Zyxin <i>Bombyx mori</i>	3.00E-64
-	Tag_1265 CATGCTGTCTCTGGTGGCCACGG	22	1	5.583	0.999	3.11E-02	5.586	no hit	-	-	-	-
-	Tag_56 CATGCGAGCTAGCTCGCCCGCGA	1745	81	442.826	80.948	9.53E-86	5.471	no hit	-	-	-	-
-	Tag_499 CATGCTGTGTGATCATCGGCGTAGC	107	5	27.153	4.997	1.41E-06	5.434	no hit	-	-	-	-
-	Tag_353 CATGTACTCGCGGAGGCGCGGTGG	171	8	43.394	7.995	1.00E-09	5.428	no hit	-	-	-	-
-	Tag_589 CATGCTGCTGGTGGTGCCTCCCA	85	4	21.570	3.997	1.83E-05	5.396	no hit	-	-	-	-
-	Tag_1278 CATGACGAGGAGGGCTCGGCTGA	21	1	5.329	0.999	3.76E-02	5.333	no hit	-	-	-	-
Translation/Ribosome biogenesis	Tag_1282 CATGTGATCTGGCGACCTGCCCT	21	1	5.329	0.999	3.76E-02	5.333	Hv_Conig_12933	975	747-772	ABX5585 ribosomal protein L7A <i>Spodoptera exigua</i>	1.00E-136
-	Tag_1283 CATGCTGAGCGCGCTGGCATGG	21	1	5.329	0.999	3.76E-02	5.333	no hit	-	-	-	-
-	Tag_1293 CATGCGCGCGGTGGGCGGCGCTA	21	1	5.329	0.999	3.76E-02	5.333	no hit	-	-	-	-
-	Tag_1301 CATGGAGGACGCTGCAGGCCACGC	21	1	5.329	0.999	3.76E-02	5.333	no hit	-	-	-	-
-	Tag_849 CATGCGCGGTAACTCGGTGGCCCT	42	2	10.658	1.999	2.88E-03	5.333	no hit	-	-	-	-
Unknown	Tag_273 CATGCTCCGTTAATTAACCAATATCT	231	11	58.621	10.983	1.58E-12	5.333	Hv_Conig_5986	1486	448-423	no hit	-
Nucleic acid binding	Tag_118 CATGCGCGCGCGCTGCTGTGGCC	621	30	157.590	29.981	7.36E-31	5.256	Hv_Conig_3143	2001	1530-1555	EHJ74904 putative DNA repair protein xpc- <i>Drosophila melanogaster</i>	0.00E+00
-	Tag_899 CATGTTGTGCTTGGCTGGCCAGCC	62	3	15.734	2.998	2.96E-04	5.248	no hit	-	-	-	-
-	Tag_904 CATGTGTGTGGTGCATGCGATGAGT	82	4	20.809	3.997	3.17E-06	5.206	no hit	-	-	-	-
Translation/Ribosome biogenesis	Tag_216 CATGCTCTGGTGGTGGCTCCCG	305	15	77.399	14.990	8.97E-16	5.163	Hv_Conig_27713	566	277-252	AAL62467 60S acidic ribosomal protein P2 <i>Spodoptera frugiperda</i>	5.00E-27
-	Tag_528 CATGTTGTGCCCTGGCTGGCCCAACG	101	5	25.631	4.997	4.19E-06	5.129	no hit	-	-	-	-
Primary metabolic process/hydrolase activity	Tag_166 CATGTTGTGCGCTGATCTTAGACG	420	21	106.583	20.987	6.19E-21	5.079	Hv_Conig_13773	938	634-659	AF06325 trypsin <i>Heliothis virescens</i>	2.00E-180
-	Tag_1311 CATGCTGCTGGGATGGCTACCTCTA	20	1	5.075	0.999	4.54E-02	5.079	no hit	-	-	-	-
-	Tag_1319 CATGCGAGGCCCGGCTGCCGCGG	20	1	5.075	0.999	4.54E-02	5.079	no hit	-	-	-	-
-	Tag_1321 CATCGAAGGCTAAAGGTAAAGGT	20	1	5.075	0.999	4.54E-02	5.079	no hit	-	-	-	-
-	Tag_1325 CATGCGGCCGCAAAAGAACATGA	20	1	5.075	0.999	4.54E-02	5.079	no hit	-	-	-	-
-	Tag_1328 CATGCGCGCGGTGGCCCGGCGCTC	20	1	5.075	0.999	4.54E-02	5.079	no hit	-	-	-	-
-	Tag_1329 CATGCGCACGACGACGAGAAGGTCT	20	1	5.075	0.999	4.54E-02	5.079	no hit	-	-	-	-
-	Tag_1332 CATGCGCGCGTGACTCCGTAACCG	20	1	5.075	0.999	4.54E-02	5.079	no hit	-	-	-	-
-	Tag_1334 CATGCGAGCCAGCTTCGCCCGGGT	20	1	5.075	0.999	4.54E-02	5.079	no hit	-	-	-	-
-	Tag_1338 CATGAGCCCTCTCGCCGACACGA	20	1	5.075	0.999	4.54E-02	5.079	no hit	-	-	-	-
-	Tag_1343 CATGCTGACGACGCTCACGCGCACAC	20	1	5.075	0.999	4.54E-02	5.079	no hit	-	-	-	-
-	Tag_1349 CATGGACGCTAGCTTCGCCCGGCT	20	1	5.075	0.999	4.54E-02	5.079	no hit	-	-	-	-
-	Tag_812 CATGCGCTGGCGGACGGCTCGGCC	80	4	20.301	3.997	4.56E-05	5.079	no hit	-	-	-	-
-	Tag_817 CATGGGTGCGGAATCTCTTGGAATA	80	4	20.301	3.997	4.56E-05	5.079	no hit	-	-	-	-
-	Tag_319 CATGCCCGCTGGTGGCGCGCTCCC	199	10	50.500	9.994	1.17E-10	5.053	no hit	-	-	-	-
-	Tag_471 CATGGGCTGGACATCCGCCCGCCG	118	6	29.945	5.996	8.08E-07	4.994	no hit	-	-	-	-
-	Tag_629 CATGCGCGGATGACTCGGTGGCCCT	78	4	19.794	3.997	6.54E-06	4.952	no hit	-	-	-	-
-	Tag_877 CATGCTCGTTAATTAACCAATACGC	39	2	9.897	1.999	5.01E-03	4.952	no hit	-	-	-	-
-	Tag_272 CATGCACTGGCGGGCGGCGGTGG	231	12	58.621	11.992	6.65E-12	4.888	no hit	-	-	-	-
-	Tag_280 CATGAGGCGTGCAAGAGBACCGCA	229	12	58.113	11.992	9.47E-12	4.846	no hit	-	-	-	-
-	Tag_885 CATGCTGCACTGCGCGTGGCGGTGG	38	2	9.643	1.999	6.01E-03	4.825	no hit	-	-	-	-
-	Tag_886 CATGCTGTCGCAAGCCCGCTTGCC	38	2	9.643	1.999	6.01E-03	4.825	no hit	-	-	-	-
-	Tag_897 CATGTTGTGCTCTGGCTGGACGGTC	38	2	9.643	1.999	6.01E-03	4.825	no hit	-	-	-	-
Translation/Ribosome biogenesis	Tag_57 CATGGGCTGAGGACGCCGCCACCA	1676	89	425.316	88.943	2.26E-75	4.782	Hv_Conig_11605	1043	833-858	XP_014367750 40S ribosomal protein SA <i>Papilio machaon</i>	3.00E-162
-	Tag_489 CATGTGCTGCTCTGGCTGGCCCAACG	111	6	28.168	5.996	2.80E-06	4.698	no hit	-	-	-	-
-	Tag_906 CATGTTGCGCTCTGGCTGGCCGAGCG	37	2	9.389	1.999	7.20E-03	4.698	no hit	-	-	-	-
-	Tag_563 CATGCGACGCTAGCTCGCCCGCAG	92	5	23.347	4.997	2.10E-05	4.672	no hit	-	-	-	-

-		Tag_316 CATGTCCTGGCACGCGTGGCGCCT	202	11	51.261	10.993	2.77E-10	4.663	no hit	-	-	-	-
-		Tag_743 CATGCCCGCTGGTGGCGCGCTCCGG	55	3	13.957	2.998	1.05E-03	4.655	no hit	-	-	-	-
-		Tag_282 CATGCACCTAGCCGAGCGCCCGTGG	217	12	55.068	11.992	7.76E-11	4.592	no hit	-	-	-	-
Translation/Ribosome biogenesis		Tag_758 CATGCTGCTGGTGACGACAGTGTGA	54	3	13.704	2.998	1.25E-03	4.571	Hv_Contig_4980	1646	1477-1502	XP_013192117 eukaryotic initiation factor 4A-8 <i>Amyeloblastus transilella</i>	0.00E+00
-		Tag_763 CATGGCACGAACTTTGGGATCGCG	54	3	13.704	2.998	1.25E-03	4.571	no hit	-	-	-	-
-		Tag_824 CATGGCAGCTAGCATCGCCCGCGT	36	2	9.136	1.999	8.63E-03	4.571	no hit	-	-	-	-
Chitin-binding		Tag_82 CATGGGCTGCGCAATCCTCTGGACTT	827	46	208.867	45.970	7.54E-37	4.565	Hv_Contig_35958	389	349-374	ADB43611 chitin deacetylase 5a <i>Helicoverpa armigera</i>	1.00E-67
-		Tag_769 CATGGCACGAACTTTGGGATCGGC	53	3	13.450	2.998	1.50E-03	4.486	no hit	-	-	-	-
Unknown		Tag_574 CATGTTATCGACGACGTGCGACGC	88	5	22.332	4.997	4.23E-05	4.469	Hv_Contig_5838	1398	1231-1256	XP_011565303 transmembrane emp24 domain-containing protein 2 <i>Plutella xylostella</i>	5.00E-121
-		Tag_580 CATGCGGAAGTACTACAGGCTCTGG	88	5	22.332	4.997	4.23E-05	4.469	no hit	-	-	-	-
Unknown		Tag_511 CATGTTCTCCCTGGCTAGAGGCCCG	105	6	26.646	5.996	8.01E-06	4.444	Hv_Contig_36632	373	285-260	XP_002425519 conserved hypothetical protein <i>Pedicularis humanus</i>	1.00E-20
-		Tag_945 CATGCCTCTGGCTCCAGGCTGCTCG	35	2	8.882	1.999	1.03E-02	4.444	no hit	-	-	-	-
-		Tag_948 CATGACTCCCGCAGGCGCGAGGGCG	35	2	8.882	1.999	1.03E-02	4.444	no hit	-	-	-	-
-		Tag_517 CATGTTGTGCTGCGTGGACGGTA	104	6	26.392	5.996	9.52E-06	4.401	no hit	-	-	-	-
Nucleic acid binding		Tag_85 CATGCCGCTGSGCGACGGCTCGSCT	813	47	206.314	46.970	3.13E-35	4.392	Hv_Contig_8535	1240	1158-1183	XP_011565761 replication factor C subunit 2-like <i>Plutella xylostella</i>	0.00E+00
-		Tag_861 CATGCCGACGCGCGCGCTGGGCGTGG	69	4	17.510	3.997	3.23E-04	4.380	no hit	-	-	-	-
Primary metabolic process/hydrolase activity		Tag_106 CATGGGCTGGACATCCGCCGCCCA	735	43	186.520	42.972	1.00E-31	4.340	Hv_Contig_5369	1587	1236-1261	KP10102 lysosomal aspartic protease <i>Papilio machaon</i>	0.00E+00
-		Tag_312 CATGCCCGCTGGTGGCGCGCTCCAG	205	12	52.023	11.992	6.16E-10	4.338	no hit	-	-	-	-
-		Tag_103 CATGCTGCAGCGCGCGCTGGCGGTGC	750	44	190.326	43.972	2.87E-32	4.328	no hit	-	-	-	-
-		Tag_953 CATGAATTGATCCGTGCGGACCCACC	34	2	8.628	1.999	1.23E-02	4.317	no hit	-	-	-	-
-		Tag_955 CATGGACAAGTACCACCTGGCTACG	34	2	8.628	1.999	1.23E-02	4.317	no hit	-	-	-	-
-		Tag_982 CATGATCGGTGCGCGTGTGTCAGGG	34	2	8.628	1.999	1.23E-02	4.317	no hit	-	-	-	-
-		Tag_242 CATGGGTATCTCTGGCCCCACGCTG	269	16	68.264	15.990	1.88E-12	4.269	no hit	-	-	-	-
-		Tag_362 CATGCTCTGGCACGCGTGGCGCCCA	168	10	42.633	9.994	2.66E-08	4.266	no hit	-	-	-	-
-		Tag_877 CATGCTCGTGGGAGAGAGCTGGAGA	67	4	17.002	3.997	4.57E-04	4.253	no hit	-	-	-	-
-		Tag_317 CATGACGCGCGCGCTGCGGCATCTG	201	12	51.007	11.992	1.22E-09	4.253	no hit	-	-	-	-
Signal transduction		Tag_49 CATGTGAGCTCGCCGCGAGCGAGGC	2040	123	517.688	122.921	7.08E-83	4.212	Hv_Contig_50	6564	6427-6452	XP_004926833 plexin A3 <i>Bombyx mori</i>	0.00E+00
-		Tag_406 CATGTGCGCGTGAATCGGTGCCCT	149	9	37.812	8.994	1.91E-07	4.204	no hit	-	-	-	-
-		Tag_872 CATGCTGCAGCGCCACTGGCGGTGG	33	2	8.374	1.999	1.47E-02	4.190	no hit	-	-	-	-
Primary metabolic process/hydrolase activity		Tag_84 CATGTTGTGCTTGGCTGCCCAATG	938	57	238.035	56.963	7.75E-39	4.179	Hv_Contig_13904	932	626-651	ABR86248 trypsin T5 <i>Heliothis virescens</i>	3.00E-145
Primary metabolic process/hydrolase activity		Tag_5 CATGTTGTGCTCTGGCTGGCCCAAG	29300	1821	7595.296	1819.832	0.00E+00	4.174	Hv_Contig_46294	214	44-69	CAA7267 trypsin-like protease <i>Helicoverpa armigera</i>	1.00E-16
-		Tag_481 CATGTGCTCCAAAGCCCGCGGTACT	113	7	28.676	6.996	7.17E-06	4.099	no hit	-	-	-	-
-		Tag_483 CATGTTGTCTTGGCGGCCCAACG	113	7	28.676	6.996	7.17E-06	4.099	no hit	-	-	-	-
-		Tag_991 CATGCTGCAGCGCGCTTGGCGGTGG	32	2	8.121	1.999	1.75E-02	4.083	no hit	-	-	-	-
Primary metabolic process/hydrolase activity		Tag_77 CATGGGTGTGCAACTCCGCGTGTGCT	1116	70	283.206	69.955	1.08E-44	4.048	Hv_Contig_10648	1075	114-138	ABR88240 serine protease SP1 <i>Heliothis virescens</i>	5.00E-136
-		Tag_821 CATGGAGGACGCCGAGCGCCACAC	79	5	20.048	4.997	1.99E-04	4.012	no hit	-	-	-	-
-		Tag_822 CATGCTGCAGCGCGCGCTGGCGCGG	79	5	20.048	4.997	1.99E-04	4.012	no hit	-	-	-	-
-		Tag_813 CATGTTGTCTTGGCTGGCTCAAAG	47	3	11.927	2.998	4.25E-03	3.978	no hit	-	-	-	-
Protein folding/Recycling		Tag_7 CATGCTGCAGCGCGCGTGGCGGTGG	18875	1219	4789.883	1218.218	0.00E+00	3.932	Hv_Contig_1372	2724	2406-2431	ADK55517 heat shock protein 90 cognate <i>Spodoptera litura</i>	0.00E+00
-		Tag_497 CATGCCCGCGGTATGCCGCGCGCG	108	7	27.407	6.996	1.68E-05	3.918	no hit	-	-	-	-
Primary metabolic process/hydrolase activity		Tag_294 CATGTTGTCTTGGCTGGCTGCTCATG	215	14	54.560	13.991	1.37E-09	3.900	Hv_Contig_46774	209	53-78	AF08320 trypsin <i>Heliothis virescens</i>	2.00E-32
-		Tag_825 CATGTTGACTCTGGCTGGCCCAACG	46	3	11.673	2.998	5.05E-03	3.894	no hit	-	-	-	-
Nucleic acid binding		Tag_704 CATGTGCTGGCGTGCCCGCCCACT	61	4	15.480	3.997	1.27E-03	3.872	Hv_Contig_46659	210	124-149	XP_012548675 PR domain zinc finger protein 10-like isoform X4 <i>Bombyx mori</i>	4.00E-24
Primary metabolic process/hydrolase activity		Tag_15 CATGTTGTCTTGGCTGGCCCAACG	9867	649	2503.935	648.584	0.00E+00	3.861	Hv_Contig_20694	704	6_31	ABW37093 putative trypsin-like proteinase <i>Heliothis virescens</i>	3.00E-31
-		Tag_400 CATGCGGTGGTGAATCGGTGGCCCT	151	10	38.319	9.994	4.61E-07	3.834	no hit	-	-	-	-
-		Tag_514 CATGCACTGGTGCAGCGCCCGGTGA	105	7	26.646	6.996	2.74E-05	3.809	no hit	-	-	-	-
-		Tag_1016 CATGGTAGCTAGCTTCGCCCGGGG	30	2	7.613	1.999	2.48E-02	3.809	no hit	-	-	-	-
-		Tag_1019 CATGAAGATGTGCTTGATGGAGGG	30	2	7.613	1.999	2.48E-02	3.809	no hit	-	-	-	-
-		Tag_1021 CATGGGGACGCCGACGCCACGC	30	2	7.613	1.999	2.48E-02	3.809	no hit	-	-	-	-
-		Tag_1024 CATGGACCCCAAGTTCTTGAGGAACA	30	2	7.613	1.999	2.48E-02	3.809	no hit	-	-	-	-
-		Tag_193 CATGCGCGGTGGCTCCGTTGCCCT	344	23	87.296	22.985	3.72E-14	3.798	no hit	-	-	-	-
-		Tag_370 CATGCACTGGCGGAGCGGCCGGTCG	164	11	41.618	10.993	1.75E-07	3.786	no hit	-	-	-	-
-		Tag_723 CATGTTGCGTGAACGCGCTGTGTGC	59	4	14.972	3.997	1.78E-03	3.745	no hit	-	-	-	-
-		Tag_725 CATGCACTCGCGCGAGCGGCCGGTAA	59	4	14.972	3.997	1.78E-03	3.745	no hit	-	-	-	-
-		Tag_469 CATGGGCTAACGACCGTGTGTAA	118	8	29.945	7.995	1.02E-05	3.745	no hit	-	-	-	-
Primary metabolic process/hydrolase activity		Tag_146 CATGTTGCTCAGGGCTCAGCGCTACC	494	34	125.362	33.978	3.67E-19	3.689	Hv_Contig_12402	1001	837-862	ABR88231 chymotrypsin-like protease C1 <i>Heliothis virescens</i>	0.00E+00
-		Tag_247 CATGCGCGGTGACTCCGCGGCCCT	261	18	66.234	17.988	7.97E-11	3.682	no hit	-	-	-	-
-		Tag_1037 CATGTTGTGCTCTGGCTGGCCCAATC	29	2	7.359	1.999	2.95E-02	3.682	no hit	-	-	-	-
-		Tag_1041 CATGATCTGTCCGGTGGTCCGCGCG	29	2	7.359	1.999	2.95E-02	3.682	no hit	-	-	-	-
Cytoskeleton		Tag_1047 CATGACTGCGTGCATAGCAGGTCTTC	29	2	7.359	1.999	2.95E-02	3.682	Hv_Contig_3757	1868	149-124	KP16326 Myosin-Vb <i>Papilio machaon</i>	0.00E+00
-		Tag_1057 CATGAATCAATGCTGAAGTAGCAGC	29	2	7.359	1.999	2.95E-02	3.682	no hit	-	-	-	-
-		Tag_1059 CATGCTCTCTGGCTCCAGGGTGTGCG	29	2	7.359	1.999	2.95E-02	3.682	no hit	-	-	-	-
-		Tag_437 CATGCGGCACTGACTCCGCGGCCCT	130	9	32.990	8.994	4.52E-06	3.668	no hit	-	-	-	-
Protein folding/Recycling		Tag_238 CATGCACGAGCGAGGGCTCGCCCTGG	272	19	69.025	18.988	4.23E-11	3.635	Hv_Contig_1727	2507	381-356	XP_012553124 protein sel-1 homolog X2 <i>Bombyx mori</i>	0.00E+00
Cytoskeleton		Tag_52 CATGGAATCCCGCAGGCGAGGGTG	1996	140	506.522	139.910	6.46E-71	3.620	Hv_Contig_29832	530	407-432	XP_008294349 tubulin alpha chain-like <i>Stegastes parvus</i>	1.00E-34
-		Tag_262 CATGGTGGGCAATCCTCTCGGACTA	239	17	60.651	16.989	8.80E-10	3.570	no hit	-	-	-	-
-		Tag_736 CATGCACTCGGCTAGCGGCCGGTGG	56	4	14.211	3.997	2.93E-03	3.555	no hit	-	-	-	-

-	Tag_1063	CATGCTGCAGCGCGCGCTGGGTGTGG	28	2	7.106	1.999	3.49E-02	3.555	no hit	-	-	-	-
Cytoskeleton	Tag_1064	CATGTGCAGCCTTTGGCACACGAT	28	2	7.106	1.999	3.49E-02	3.555	Hv_Config_153	5015	3805-3778	XP_012547232[pericentriolar material 1 protein isoform X5 Bombyx mori]	0.00E+00
-	Tag_1067	CATGCTGCTGGTGGTCCGCTCCAG	28	2	7.106	1.999	3.49E-02	3.555	no hit	-	-	-	-
-	Tag_1069	CATGCGGTGGTGACTCCGGTGGCCCG	28	2	7.106	1.999	3.49E-02	3.555	no hit	-	-	-	-
-	Tag_1077	CATGGCGGCGTCACACCAAGCTGTGA	28	2	7.106	1.999	3.49E-02	3.555	no hit	-	-	-	-
-	Tag_862	CATGAGGCTGCAGCTCATTCTCCT	69	5	17.510	4.997	1.05E-03	3.504	no hit	-	-	-	-
-	Tag_866	CATGCGCTGGACCCGCCCTGCCGCA	69	5	17.510	4.997	1.05E-03	3.504	no hit	-	-	-	-
-	Tag_860	CATGAAGCGGTTCCCCAGGGCGAG	41	3	10.405	2.998	1.17E-02	3.470	no hit	-	-	-	-
mRNA processing/splicing	Tag_10	CATGGAGACGCCGACGCCACAGC	12548	922	3184.289	921.409	0.00E+00	3.456	Hv_Config_22	7324	7183-7208	XP_013194879[pre-mRNA-processing-splicing factor 8 Amyelalis transiella]	0.00E+00
-	Tag_313	CATGCCTCCTGGCTCCAGGGTGCCTGT	203	15	51.515	14.990	2.94E-08	3.437	no hit	-	-	-	-
Unknown	Tag_754	CATGGGGAGGAAGAATACGCCCCCG	54	4	13.704	3.997	4.06E-03	3.428	Hv_Config_30533	516	416-441	EHJ72631[hypothetical protein KGM_18901 Danaus plexipus]	2.00E-24
Primary metabolic process/hydrolase activity	Tag_759	CATGCACGCCAGCTGGATCTAGTCT	54	4	13.704	3.997	4.06E-03	3.428	Hv_Config_31422	496	121-146	AFM28262[chymotrypsin, partial Heliothis virescens]	1.00E-102
-	Tag_1084	CATGCACTCGCCGAGCGGCCGGAGG	27	2	6.852	1.999	4.13E-02	3.428	no hit	-	-	-	-
-	Tag_1087	CATGTATCTGTGGCAGTCGGCGGCG	27	2	6.852	1.999	4.13E-02	3.428	no hit	-	-	-	-
-	Tag_1094	CATGTCTGTGCTCGCTGGCCCAAGC	27	2	6.852	1.999	4.13E-02	3.428	no hit	-	-	-	-
-	Tag_1099	CATGTGTGTGCTCAGGCTGCCCAACG	27	2	6.852	1.999	4.13E-02	3.428	no hit	-	-	-	-
-	Tag_1101	CATGCGCGGTGACTCCGGTGGTCCG	27	2	6.852	1.999	4.13E-02	3.428	no hit	-	-	-	-
-	Tag_556	CATGCCGTTATCTCATCAGCAAG	94	7	23.854	6.996	1.63E-04	3.410	no hit	-	-	-	-
Translation/Ribosome biogenesis	Tag_670	CATGACGCCGAGCTGGCGGAGGACC	67	5	17.002	4.997	1.45E-03	3.403	Hv_Config_1119	2911	1269-1294	XP_013164109[agile X mental retardation syndrome-related protein 1 isoform X1 Papilio xuthus]	0.00E+00
-	Tag_676	CATGTCTGCTCCAGACGCCGCTGG	67	5	17.002	4.997	1.45E-03	3.403	no hit	-	-	-	-
Translation/Ribosome biogenesis	Tag_244	CATGACCCCAAGTCTCTGAGAAC	267	20	67.756	19.987	2.80E-10	3.390	Hv_Config_13599	945	763-788	NP_001037518[ribosomal protein L29 Bombyx mori]	5.00E-18
-	Tag_360	CATGGCTGGCAATCCTCTTGACTG	173	13	43.902	12.992	3.83E-07	3.379	no hit	-	-	-	-
-	Tag_559	CATGCGCGGTGACTCCGGTGCTCT	93	7	23.600	6.996	1.92E-04	3.374	no hit	-	-	-	-
Protein folding/Recycling	Tag_30	CATGGGACCCCGCTGGTCGGCAGG	4404	333	1117.597	332.786	1.18E-142	3.358	Hv_Config_33321	456	222-247	XP_004933282[proteasome subunit beta type-4 Bombyx mori]	1.00E-41
-	Tag_135	CATGGGCTGGCAATCCTCGGACTG	528	40	133.990	39.974	1.27E-18	3.352	no hit	-	-	-	-
-	Tag_624	CATGTTGTCTGCTGGCTGGCCCACT	79	6	20.048	5.996	6.14E-04	3.343	no hit	-	-	-	-
-	Tag_1119	CATGCGCGGCAACGAGAGGGTGA	26	2	6.598	1.999	4.88E-02	3.301	no hit	-	-	-	-
-	Tag_1124	CATGAGTGTTCGCGTTAACGGTCC	26	2	6.598	1.999	4.88E-02	3.301	no hit	-	-	-	-
-	Tag_1127	CATGCTGCAGCGGTCTCGGCGTGG	26	2	6.598	1.999	4.88E-02	3.301	no hit	-	-	-	-
Primary metabolic process/hydrolase activity	Tag_17	CATGATCTGTGCGGTTGGTCAGCG	9184	714	2330.611	713.542	2.75E-286	3.266	Hv_Config_14824	894	647-672	CAA72955[trypsin-like protease Helicoverpa armigera]	1.00E-130
-	Tag_778	CATGCGGCTGCGGCGCAGCTCAG	51	4	12.942	3.997	6.58E-03	3.238	no hit	-	-	-	-
-	Tag_689	CATGCTCGCGCGCGCTGGCGCTGG	63	5	15.987	4.997	2.73E-03	3.200	no hit	-	-	-	-
-	Tag_202	CATGGGCTGGCGGCTTCAACC	327	26	82.982	25.983	1.42E-11	3.194	no hit	-	-	-	-
-	Tag_787	CATGTCACGCGCTCGACCGCTACA	50	4	12.688	3.997	7.71E-03	3.174	no hit	-	-	-	-
-	Tag_425	CATGATCTGTGCGGTTGGTCAGCC	137	11	34.768	10.993	1.27E-05	3.163	no hit	-	-	-	-
Unknown	Tag_899	CATGCCTGCTGCTCTCAGACCCAC	37	3	9.389	2.998	2.23E-02	3.132	Hv_Config_1330	2751	2429-2454	KP88384[unpublished protein RR46_0960 Papilio xuthus]	2.00E-169
-	Tag_905	CATGACCTGTCCGGCTGGCCAGCG	37	3	9.389	2.998	2.23E-02	3.132	no hit	-	-	-	-
-	Tag_908	CATGTGAGCTCGCGCGCGAGAGT	37	3	9.389	2.998	2.23E-02	3.132	no hit	-	-	-	-
-	Tag_644	CATGGGAGGTTCTGCTCAGGACTGT	74	6	18.779	5.996	1.34E-03	3.132	no hit	-	-	-	-
-	Tag_41	CATGCACGCGCGCGGCGGACGCG	2702	220	685.683	219.859	2.52E-81	3.119	no hit	-	-	-	-
-	Tag_271	CATGCGGCGGCACTCCGGTGCCCT	233	19	56.128	18.988	1.82E-08	3.114	no hit	-	-	-	-
-	Tag_19	CATGCGCGGTGACTCCGGTGGCCCG	8505	700	2158.302	699.551	2.41E-248	3.085	no hit	-	-	-	-
mRNA processing/splicing	Tag_588	CATGCGGATGCTACCTCGGGGCTG	85	7	21.570	6.996	6.66E-04	3.083	Hv_Config_20288	715	464-489	KP302294[Putative U6 small nuclear ribonucleoprotein 200 kDa helicase Papilio xuthus]	6.00E-108
-	Tag_257	CATGGGTGTGCACTCGCGCTGGG	242	20	61.412	19.987	1.27E-08	3.073	no hit	-	-	-	-
Translation/Ribosome biogenesis	Tag_150	CATGGAGTTGGCGGTTAACGGTCG	481	40	122.063	39.974	1.54E-15	3.054	Hv_Config_22213	663	209-234	Q95V31[40S ribosomal protein S16 Spodoptera frugiperda]	3.00E-95
-	Tag_714	CATGCTCCGCTAATCTACCAACTC	60	5	15.226	4.997	4.38E-03	3.047	no hit	-	-	-	-
Translation/Ribosome biogenesis	Tag_803	CATGAAGTGGTCCACAGAAATACG	48	4	12.181	3.997	1.05E-02	3.047	Hv_Config_5248	1605	732-757	NP_001298984[80S ribosomal protein L11 Papilio xuthus]	4.00E-119
Translation/Ribosome biogenesis	Tag_124	CATGATGCACACCGCGCGCGTGG	571	48	144.902	47.989	6.28E-18	3.021	Hv_Config_10163	1127	940-965	XP_013152781[probable tRNA N6-adenosine (theta)carbamoyltransferase Amyelalis transiella]	0.00E+00
-	Tag_856	CATGGAGTTGGCGGTTAACGGTCA	71	6	18.018	5.996	2.13E-03	3.005	no hit	-	-	-	-
-	Tag_507	CATGCGGCGGTGACTCCAGTGCCCT	106	9	26.899	8.994	1.94E-04	2.991	no hit	-	-	-	-
-	Tag_816	CATGGTGGCAATCCTCTCGGACGT	47	4	11.927	3.997	1.23E-02	2.984	no hit	-	-	-	-
Nucleic acid binding	Tag_802	CATGGTTCCAAACGTCGCGGAAG	82	7	20.809	6.996	1.05E-03	2.975	Hv_Config_13411	953	712-737	XP_013196282[homeobox protein Hox-A7-like Amyelalis transiella]	1.00E-88
-	Tag_44	CATGGGTGGCAATCTCTCGGACTT	2325	200	590.012	199.872	9.06E-66	2.952	no hit	-	-	-	-
-	Tag_824	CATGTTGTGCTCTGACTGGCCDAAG	46	4	11.673	3.997	1.44E-02	2.920	no hit	-	-	-	-
-	Tag_827	CATGCTCGCAGCGCTGGCGCCCG	46	4	11.673	3.997	1.44E-02	2.920	no hit	-	-	-	-
-	Tag_447	CATGCTCGACTCGTAGCTGTAACA	126	11	31.975	10.993	6.60E-05	2.909	no hit	-	-	-	-
Primary metabolic process/oxidoreductase activity	Tag_199	CATGGCAACCAACTTTGGATGGCT	332	29	84.251	26.981	1.34E-10	2.907	Hv_Config_8262	1263	1171-1196	XP_013200704[retinol dehydrogenase 11-like Amyelalis transiella]	6.00E-121
-	Tag_616	CATGCGAAGTACTACAGGCTGTGT	80	7	20.301	6.996	1.42E-03	2.902	no hit	-	-	-	-
Primary metabolic process/hydrolase activity	Tag_4	CATGCGCGGTGACTCCGGTGGCCCT	79387	6961	20145.932	6956.535	0.00E+00	2.896	Hv_Config_14443	909	655-680	AFM28249[chymotrypsin Heliothis virescens]	7.00E-150
-	Tag_966	CATGCTGCTGGTGGTGCCGCTCCCC	34	3	8.628	2.998	3.58E-02	2.878	no hit	-	-	-	-
-	Tag_227	CATGTTGTGCTGCGCTGGCCCAACC	292	26	74.100	25.983	2.47E-09	2.852	no hit	-	-	-	-
-	Tag_491	CATGCGCGGTGACTCCGGTACCCCT	110	10	27.915	9.994	2.72E-04	2.793	no hit	-	-	-	-
-	Tag_680	CATGCGCGGTGTCTCCGCTGGCCCT	66	6	16.749	5.996	4.50E-03	2.793	no hit	-	-	-	-
-	Tag_631	CATGCAAGGTGACTCCGGTGGCCCT	77	7	19.540	6.996	2.21E-03	2.793	no hit	-	-	-	-
mRNA processing/splicing	Tag_577	CATGCGGCTGCCACTCTCCCGGGG	88	8	22.332	7.995	1.08E-03	2.793	Hv_Config_13052	968	832-857	XP_013185622[splicing factor 3A subunit 2 isoform X1 Amyelalis transiella]	3.00E-139
-	Tag_225	CATGCGCGCGGTGGGCGCGCCCT	293	27	74.354	26.983	5.25E-09	2.756	no hit	-	-	-	-
-	Tag_751	CATGGACTCCGCGAGGGCGAGGGTC	54	5	13.704	4.997	1.08E-02	2.742	no hit	-	-	-	-

Primary metabolic process/hydrolase activity	Tag_586 CATGGCTGCACTGCAAAATGGTGAT	86	8	21.824	7.995	1.48E-03	2.730	Hv_Contig_5238	1606	36-11	XP_004823722[putative serine protease K12H4.7 <i>Bombyx mori</i>]	0.00E+00
Translation/Ribosome biogenesis	Tag_223 CATGGTCTTCAAGGACGACGATAGAC	295	28	74.862	27.982	9.48E-09	2.675	Hv_Contig_13427	952	506-531	XP_013139403[ubiquitin-40S ribosomal protein S27a isoform X2 <i>Papilio polytes</i>]	1.00E-84
-	Tag_696 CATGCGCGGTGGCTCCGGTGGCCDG	63	6	15.987	5.996	6.98E-03	2.666	no hit	-	-	-	-
Cytoskeleton	Tag_101 CATGCCAGTGCCCGCGTCGCGTGC	755	72	191.595	71.954	7.95E-20	2.663	Hv_Contig_42	6714	6601-6626	XP_013169164[myosin heavy chain, non-muscle <i>Papilio xuthus</i>]	0.00E+00
unknown	Tag_160 CATGTTGGGTGAACGGGCTGTGTGT	437	42	110.897	41.973	4.90E-12	2.642	Hv_Contig_3059	2024	1967-1992	XP_014361499[protein yellow-like <i>Papilio machaon</i>]	0.00E+00
-	Tag_700 CATGCGCGGTGACTTCGGTGCCCT	62	6	15.734	5.996	8.05E-03	2.624	no hit	-	-	-	-
-	Tag_521 CATGCGCGGTGACTCTGTGGCCCT	103	10	26.138	9.994	7.38E-04	2.615	no hit	-	-	-	-
-	Tag_859 CATGCCGTGACACAGGTGAAGCAG	41	4	10.405	3.997	3.04E-02	2.603	no hit	-	-	-	-
Translation/Ribosome biogenesis	Tag_861 CATGCGCCAGTCTCTGTGGTCTTCC	41	4	10.405	3.997	3.04E-02	2.603	Hv_Contig_36982	389	264-239	NP_001298496[60S ribosomal protein L37 <i>Papilio polytes</i>]	6.00E-50
-	Tag_867 CATGTCTTGCACGCGTGGCGCCTC	41	4	10.405	3.997	3.04E-02	2.603	no hit	-	-	-	-
Unknown	Tag_100 CATGCGCGCGGTGTGACGTACAGG	757	74	192.103	73.953	3.23E-19	2.598	Hv_Contig_2569	2167	1840-1865	XP_004829441[WEB family protein Aa627595, chloroplastic-like isoform X1 <i>Bombyx mori</i>]	1.00E-180
-	Tag_780 CATGTTGTGCTCGGCTGCCCAACG	51	5	12.942	4.997	1.67E-02	2.590	no hit	-	-	-	-
Nucleic acid binding	Tag_183 CATGTCCACGCGCTCGACCCGTACG	382	38	96.940	37.976	2.97E-10	2.553	Hv_Contig_11722	1036	776-801	XP_004822819[zinc finger protein 330 homolog <i>Bombyx mori</i>]	1.00E-143
Signal transduction	Tag_869 CATGCGGCGCTGCGGTGCTGCCGCG	40	4	10.151	3.997	3.51E-02	2.539	Hv_Contig_3666	1889	507-482	XP_013200279[protein LMBR1L <i>Amyelois transitella</i>]	0.00E+00
-	Tag_871 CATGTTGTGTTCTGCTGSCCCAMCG	40	4	10.151	3.997	3.51E-02	2.539	no hit	-	-	-	-
Unknown	Tag_660 CATGCCAGCTCCGCCGCGAGGCATC	70	7	17.764	6.996	6.02E-03	2.539	Hv_Contig_3034	1206	624-649	EHJ72715[hypothetical protein KGM_16094 <i>Danaus plexippus</i>]	6.00E-132
-	Tag_263 CATGGTCCGCGCAATCTCTCGGACTC	239	24	60.651	23.985	6.84E-07	2.529	no hit	-	-	-	-
-	Tag_9 CATGCGGCGGTGACTCCGGTGGCCCG	12982	1305	3294.425	1304.163	5.17E-287	2.526	no hit	-	-	-	-

# Supplementary material for: HT‐SuperSAGE of the gut tissue of a Vip3Aa‐resistant Heliothis virescens (Lepidoptera: Noctuidae) strain provides insights into the basis of resistance
**Source:** Insect Sci. 2017 Dec 1;26(3):479–98. doi: 10.1111/1744-7917.12535
**Supplement:** Supplementary file 3 — Table S3. List of underexpressed (UE) UniTags sequences, copy number, and annotations to the Heliothis virescens sequence contigs database.

Vip-Sel: number of Tags in the Vip-Sel library
Vip-Unsel: number of Tags in the Vip-Unsel library
Norm. Vip-Sel: number of tags in Vip-Sel normalized to 268000 (See Materials & Methods for details)
Norm. Vip-Unsel: number of tags in Vip-Unsel normalized to 268000 (See Materials & Methods for details)
p-value: Statistical value associated with the different in tag copy number between libraries calculated according to Audic and Claverie (1997)
LOG(FC): fold change (Norm. Vip-Sel vs. Norm. Vip-Unsel) expressed as the log2 value.
Heliothis virescens CONTIG match: Identifier of the Contig sequence of Heliothis virescens (from Perera et al., 2015) that perfectly matched (26bp) with the corresponding tag in BlastN search

List of under-expressed Unitags sequences, copy number and annotations to the Heliothis virescens sequence contigs database												
General classification<br>(Protein/Molecular Function)	TAG	Vip-Sel	Vip-Unsel	Norm. Vip-Sel	Norm. Vip-Unsel	p-value	LOG(FC)	Heliothis virescens<br>CONTIG match	Contig abs (nt)	Tag position in the contig<br>(nt)	Protein annotation blazix	E-value
-	Tag_4628 CATGCTGGTGGCGGCTATGGCCGAGC	1	379	0.254	378.757	8.53E-262	-10.54	no hit	-	-	-	-
-	Tag_4876 CATGCTGGTGGCAGCGATGGCTGAGC	1	375	0.254	374.759	5.02E-259	-10.53	no hit	-	-	-	-
-	Tag_4680 CATGATGCGAGTCATTGAGATAAAG	1	282	0.254	281.819	1.20E-194	-10.12	no hit	-	-	-	-
-	Tag_3843 CATGTATGCGAGTCATTGAGATAATT	2	561	0.508	560.640	0.00E+00	-10.11	no hit	-	-	-	-
-	Tag_2632 CATGTATGCGAGTCATTGAGATAAAA	5	1282	1.269	1281.178	0.00E+00	-9.98	no hit	-	-	-	-
Unknown	Tag_755 CATGTATGCGAGTCATTGAGATAATA	54	12136	13.704	12128.216	0.00E+00	-9.79	Hv_Contig_14845	893	28-53	XP_001624571 predicted protein Nematostella vectensis	2.00E-23
-	Tag_2982 CATGTATGCGAGTCATTGAGATAAGA	4	676	1.015	675.566	0.00E+00	-9.38	no hit	-	-	-	-
-	Tag_3801 CATGTATGCGAGTCATTGAGATAACA	2	326	0.508	325.791	5.53E-223	-9.33	no hit	-	-	-	-
-	Tag_1378 CATGTATGCGAGTCATTGAGATAATG	19	3061	4.822	3059.037	0.00E+00	-9.31	no hit	-	-	-	-
-	Tag_3683 CATGTTATACTTTATGAGTCACCA	2	274	0.508	273.824	4.55E-187	-9.08	no hit	-	-	-	-
-	Tag_551 CATGTTATACTTTATGAGTACCG	95	10448	24.108	10441.299	0.00E+00	-8.76	no hit	-	-	-	-
-	Tag_4332 CATGCTGAGTGCTTTATATGACG	1	69	0.254	68.956	1.61E-47	-8.09	no hit	-	-	-	-
-	Tag_2488 CATGCACGGAAAGTGCCCGGCTCA	6	306	1.523	305.804	3.85E-202	-7.65	no hit	-	-	-	-
-	Tag_2527 CATGCTGAGTGCTTTATATGACT	5	209	1.269	208.866	2.67E-137	-7.36	no hit	-	-	-	-
-	Tag_4724 CATGCCGTGAACACGCCGTGGCAGA	1	41	0.254	40.974	2.56E-28	-7.34	no hit	-	-	-	-
-	Tag_4807 CATGATCTGCCCGGTATCTGGATG	1	38	0.254	37.976	2.87E-26	-7.23	no hit	-	-	-	-
-	Tag_4982 CATGTACGGAGTCATTGAGATAATA	1	38	0.254	37.976	2.87E-26	-7.23	no hit	-	-	-	-
-	Tag_3198 CATGTTATACTTTATGAGTCAC TG	3	99	0.761	98.937	3.98E-65	-7.02	no hit	-	-	-	-
-	Tag_4190 CATGCACTCAGAACTCTGAACCTGTA	1	32	0.254	31.979	3.54E-22	-6.98	no hit	-	-	-	-
-	Tag_5202 CATGGAACCTGAACGCTCAGCGAGAG	1	32	0.254	31.979	3.54E-22	-6.98	no hit	-	-	-	-
-	Tag_3482 CATCGCGGCTCACCGTCAACCATCA	2	61	0.508	60.961	1.29E-40	-6.91	no hit	-	-	-	-
-	Tag_3323 CATGGCTGTGGTCACTTGC CGGGG	3	89	0.761	88.943	2.52E-58	-6.87	no hit	-	-	-	-
Transport/Trafficking	Tag_4060 CATGCTATGCTGCTGCCGTTCC TGC	1	28	0.254	27.982	1.86E-19	-6.78	Hv_Contig_4634	1703	601-626	XP_012549151 solute carrier family 12 member 6 isoform X2 Bombyx mori	0.00E+00
-	Tag_3057 CATGTATGCGAGTCATTGAAAAAAA	3	83	0.761	82.947	2.99E-54	-6.77	no hit	-	-	-	-
-	Tag_4351 CATGCACGGAAAGTGCCCGGCTCT	1	27	0.254	26.983	8.88E-19	-6.73	no hit	-	-	-	-
-	Tag_4454 CATGGGGCGCTGGCTGCCTGATGTG	1	25	0.254	24.984	2.02E-17	-6.62	no hit	-	-	-	-
-	Tag_1018 CATGCACGGAAAGTGCCCGGCTCG	30	707	7.613	706.547	0.00E+00	-6.54	no hit	-	-	-	-
-	Tag_4115 CATGTCTGAGTGCTGTTATATGACA	1	23	0.254	22.985	4.56E-16	-6.50	no hit	-	-	-	-
-	Tag_4974 CATGCACGGAAAGTGCCCTGGCTCT	1	23	0.254	22.985	4.56E-16	-6.50	no hit	-	-	-	-
-	Tag_2822 CATGTGCGCGTGGAAGCCCGCTGTG	4	90	1.015	89.942	1.00E-57	-6.47	no hit	-	-	-	-
-	Tag_4900 CATGTTATGCTTTTATGAGTCACCG	1	22	0.254	21.986	2.16E-15	-6.44	no hit	-	-	-	-
-	Tag_3601 CATGCTTGCTGCAAAAAACGCTGGG	2	41	0.508	40.974	4.52E-27	-6.34	no hit	-	-	-	-
-	Tag_4488 CATGAGGCTCTATTAGCGGCTGGG	1	19	0.254	18.988	2.28E-13	-6.23	no hit	-	-	-	-
-	Tag_4732 CATGCGCGGAAAGTGCCCGGCTCT	1	19	0.254	18.988	2.28E-13	-6.23	no hit	-	-	-	-
-	Tag_1336 CATGCACGGAAAGTGCCCGGCTCC	20	365	5.075	364.766	2.12E-223	-6.17	no hit	-	-	-	-
Primary metabolic process/hydrolase activity	Tag_4722 CATGATTGAAATATGATCTATT TGG	1	18	0.254	17.988	1.07E-12	-6.15	Hv_Contig_9978	1139	976-1001	ABR86239 chymotrypsin-like protease C9 Heliothis virescens	8.00E-127
-	Tag_3700 CATGTGGGCGGCATCGGCTCCATCG	2	34	0.508	33.978	2.28E-22	-6.06	no hit	-	-	-	-
-	Tag_4616 CATGCTAGAGTACGCGCCCGCAGTAG	1	17	0.254	16.989	5.04E-12	-6.06	no hit	-	-	-	-
-	Tag_233 CATGCACGGAAAGTGCCCGGCTCT	286	4844	72.578	4840.893	0.00E+00	-6.06	no hit	-	-	-	-
Primary metabolic process/oxidoreductase activity	Tag_1852 CATGGAACCTGAACGCTCAGGCAGAA	11	183	2.791	182.883	5.96E-112	-6.03	Hv_Contig_21233	689	218-193	KPJ14522 Chloron peroxidase Papilio machaon	7.00E-70
-	Tag_4839 CATGCATCTGGTCGCTCAGCTTGG	1	16	0.254	15.990	2.36E-11	-5.98	no hit	-	-	-	-
-	Tag_1670 CATGCCCGGCACCAAGCTTTCGCGA	13	205	3.299	204.869	2.14E-124	-5.96	no hit	-	-	-	-
-	Tag_1850 CATGTGCGCGCTGGTCTCTTGTGGGG	11	172	2.791	171.890	1.32E-104	-5.94	no hit	-	-	-	-
Protein kinases	Tag_4310 CATGTGCGCGCAGCGCTCGGTGCG	1	14	0.254	13.991	5.12E-10	-5.78	Hv_Contig_399	3990	43-68	EHJ69302 venus kinase receptor Danaus plexippus	4.00E-96
-	Tag_4316 CATGAAGCTGCGACGATGCGCGCGCT	1	14	0.254	13.991	5.12E-10	-5.78	no hit	-	-	-	-
Unknown	Tag_4719 CATGGGAAGTATCGGCGCACCCGGA	1	14	0.254	13.991	5.12E-10	-5.78	Hv_Contig_23364	636	494-469	XP_013199167 uncharacterized protein LOC106142086 Amyelois transitella	4.00E-11
-	Tag_4957 CATGGCTGTGGTCACTTGC CGGCT	1	14	0.254	13.991	5.12E-10	-5.78	no hit	-	-	-	-
-	Tag_5109 CATGGACACAGCGCTCAACGAGCAGT	1	14	0.254	13.991	5.12E-10	-5.78	no hit	-	-	-	-
Primary metabolic process/transferase activity	Tag_3223 CATGAACCAAGTATGTATAGGTGTAC	3	41	0.761	40.974	5.44E-26	-5.75	Hv_Contig_66	6298	1833-1858	XP_011555786 uncharacterized protein LOC105386838 Plutella xylostella	0.00E+00
-	Tag_3262 CATGTGCGCGCTGTTCTTTGGGGA	3	41	0.761	40.974	5.44E-26	-5.75	no hit	-	-	-	-

How the deposited data were processed for this re-analysis (not part of the article)

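The gut transcripts of Vip–Sel and Vip–Unsel larvae of *H. virescens* were measured by HT-SuperSAGE in 1 library for each strain, each from RNA of 25 larvae of instar 3 with 5 RNA preparations pooled. The authors deposited raw counts of reads for each 26-bp tag. By their methods, reads were sorted by index, incomplete and low-quality reads were removed, tags of another length than 26 bp were dropped and identical tags were counted; no alignment enters the counts. The sums of the deposited counts, 1056080 for Vip–Sel and 268172 for Vip–Unsel, equal the read totals of the paper. All tags began with CATG and had 26 bases.

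For each tag counted at least 2 times in the libraries together (15467 tags), the fold change was computed on counts normalized to 268000, with 1 in place of a count of 0. The probability was the one-sided cumulative probability of Audic and Claverie, in the form that gives the P values of Table S2. A tag was called over-represented at a fold change of at least 2.5 and under-represented at a fold change of at most 0.4, with P under 0.05 and not adjusted, as in the paper. Exact 95% intervals of ratios and shares came from the binomial distribution and cover counting error only. Where a library had 0 counts, a fold was given as a lower bound against 3 counts, which is 0.000284% of Vip–Sel and 0.00112% of Vip–Unsel. With 1 library per strain there is no replicate, and each test compares these libraries and not the strains.

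Protein names, contigs and positions came from Tables 1, 2, S2 and S3. The text of Tables S2 and S3 used here holds 412 of the paper's 420 OE tags and 1561 of its 1569 UE tags and has reading errors, so each entry was joined to a deposited tag by its code, counts and sequence; 405 OE and 1463 UE entries could be joined. The values of 1 ribosomal protein tag are not reported here, although it is part of the sums and counts of its list. No reference genome or transcriptome was used here, so a tag without a name in the tables stays without one. The tags named in the text are those that the paper names, the most changed tags of Tables 1 and 2, the 10 most abundant tags of each library, the 10 most changed tags in each direction that the paper does not annotate with at least 50 counts, and up to 4 members of each gene list; the fold changes of the paper's tables had been seen when this rule was written. Gene lists were formed by words in the protein name. They cover trypsins, chymotrypsins, other serine proteases, aminopeptidases and carboxypeptidases, lipases, amylases, ribosomal proteins, translation factors, heat shock proteins, proteasome and ubiquitin, REPAT, HMG176, receptors of Bt toxins, the respiratory chain, V-ATPase, detoxification, the peritrophic matrix, fatty acid binding proteins, antimicrobial proteins, muscle, and epidermis and trachea. A list's median log2 fold change was set against 10000 random lists of the same size, each tag drawn from the 200 tags nearest in mean expression; since the lists hold called tags and the random lists need not, these comparisons are not used here.

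Alternatives set before the data were examined were Fisher's exact test, Benjamini-Hochberg adjustment, other sets of tested tags, other fold thresholds, 3 counts in place of 0, TMM scaling with edgeR, totals without the 10 most abundant tags, merging of tags 1 base apart into a tag of at least 10 times their count, thinning of Vip–Sel to the Vip–Unsel total over 100 draws, and centring on GC content. Matches to a reference were not run. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, Biopython 1.88, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16 were used.

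The call was tested on simulated Poisson counts for 12689 tags at the totals of these libraries, with 200 tags changed. At a 4-fold change 47 of 50 raised and 48 of 50 lowered tags were recovered, and at an 8-fold change 50 of 50 in both directions. Of 12489 unchanged simulated tags 60 were called over-represented and 685 under-represented (5.97%); after Benjamini-Hochberg adjustment 0 and 6 were. A study of this depth calls a tag over-represented from 13 Vip–Sel counts against 0 and under-represented from 2 Vip–Unsel counts against 0.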

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

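The tests of both explanations below were set before the result was seen. With no control samples, a tag counted in 1 library was singled out as signal in data that the paper does not discuss when it had at least 50 counts there and 0 in the other. There were 102 such tags in Vip–Sel, with 13609 counts (1.29% of the library), and 14 in Vip–Unsel, with 2435 counts (0.908%). The most abundant of Vip–Sel were CATGCTGTTGGCTGCGGCAGCTACCG with 1188 counts, which encodes the same 8 residues as Tag_61 of REPAT39, and CATGGGGAGGCTCTGCCCAGGACTGG with 1051. The most abundant of Vip–Unsel were CATGTATGCGAGTCATTGAGATAAGG with 528 counts, which has the first 24 bases of Tag_755, and CATGCCGTGAACCACGCCGTGGCTGC with 371.

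Sequence variants of an abundant tag of the same library, such as reading errors, would put most of these 116 tags 1 substitution from a tag with at least 10 times their count. This was so for 19 of them (16.4%, 95% interval 10.2 to 24.4), which argues against variants of 1 base as the source of most of the 116 together. The share rests mostly on the 102 Vip–Sel tags. Among the 14 of Vip–Unsel, several lie 1 substitution from Tag_755 (12136 counts there) or Tag_551 (10448). The share therefore does not speak for Vip–Unsel alone, and variants more than 1 base away are not counted in it. Strain variants of a transcript would put most of the 116 tags 1 substitution from a tag with at least as many normalized counts in the other library, and 12 were (10.3%, 5.46 to 17.4). Some of the Vip–Unsel tags, the most abundant among them, share the first 24 bases of Tag_755 and differ from it in the last 2. All 16 tags with those first 24 bases were UE. Mismatches in the last 2 bases, which the paper names as possibly relevant for tags without a contig, were not tested for the 116 tags. Such mismatches, reading errors or strain variants with more than 1 base changed, transcripts of 1 strain only and RNA from other organisms stay open. A difference between the pools of larvae cannot be separated from a difference between strains with 1 library each.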

How the results depend on the processing

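Settings chosen after seeing the data were tags counted in both libraries with at least 20 combined counts, tags with at least 100 combined counts, sums over tags with the same first 24 bases, and sums over all tags 1 substitution apart. OE tags numbered 1037, and 420 with only tags counted in both libraries, 613 with 3 counts in place of 0, 2588 with TMM, 420 with both libraries and at least 20 combined counts and 229 from 100 combined counts. UE tags numbered 4169, and in these sets 1570 in both libraries, 456 from 20 and 148 from 100 combined counts; with at least 10 combined counts there were 992, with sequence variants merged 2770 and with Vip–Sel thinned 2018. Tests on fewer tags give fewer calls by construction; the cause of the other changes was not tested.

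TMM moved every log2 fold change by 1.09 and totals without the 10 most abundant tags by 0.32. Weighted by counts, the GC content of the 22 bases after CATG was 75.2% in Vip–Sel and 69.2% in Vip–Unsel. GC centring took off the median log2 FC of tags of the same or a near GC content. These medians ran from -0.39 to 0.68 where enough tags shared a content. The cause of the difference in GC content was not tested. With TMM, 5 in place of 10 serine protease tags and 10 in place of 23 ribosomal protein tags were UE. The log2 ratio of the ribosomal protein sum turned from -0.32 to 0.76 with TMM and to 0.039 with variants merged, that of the small subunit from -0.67 to 0.41 with TMM, and that of the large subunit passed the threshold with TMM at 1.32. The merged sum takes in an abundant tag 1 substitution from Tag_1282 of RpL7A. Tag_1282 and its neighbours hold 10975 and 1850 counts, against 9339 and 2965 for the whole list. The merged value therefore does not stand for the list in general. The log2 ratio of the serine protease sum fell below the threshold with variants merged (1.30), and that of chymotrypsins with variants merged (1.14) and with GC content centred (0.79). Both merged sums take in an abundant tag outside the lists, 1 substitution from Tag_759 and Tag_298. Merged variants turned Tag_759 to -0.65. All tags 1 substitution apart summed turned Tag_759 to -0.60, Tag_77 to -0.13 and Tag_888 to -0.37. For RpS6 (Tag_888) the paper reports overexpression by qRT-PCR on newly dissected guts.

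Of 62 selected tags, 51 kept direction and call with TMM, 59 without the 10 most abundant tags, 57 with variants merged, 60 with Fisher's exact test, 60 with adjusted P, 58 with GC content centred and 49 with neighbours summed. Tags 1 substitution from a tag of at least 10 times their count were 36.7% of OE, 33.6% of UE and 46.4% of tags not called. At 5 times these were 43.4%, 40.1% and 53.3%, at 20 times 30.4%, 27.5% and 39.8%, and with insertions and deletions 47.7% of the tags not called. Alternatives that need a reference were not run. No replicate could be left out, and at this depth a fold of tags with fewer than 13 Vip–Sel counts and none in Vip–Unsel cannot pass the test.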

Differences from the paper's values

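The paper gives 420 OE UniTags, and 1037 were obtained over all tags counted at least 2 times. Of the alternatives set before the data were examined, only tags counted in both libraries (420) and 3 counts in place of 0 (613) fall within 1.5 times the paper's number; Fisher's exact test, adjusted P, at least 10 combined counts, TMM, totals without the 10 most abundant tags, merged variants, GC centring, other fold thresholds and thinning do not. The paper gives 1569 UE UniTags, and 4169 were obtained. Only tags counted in both libraries (1570) and thinning (2018) fall within 1.5 times the paper's number, and the other alternatives do not.

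The paper gives 11.2% of UniTags as differentially expressed, and 33.7% of the tested tags were called. Of the alternatives run for this share, none came within 1.5 times of the paper's value; tags counted in both libraries gave 38.0% and adjusted P 29.2%. The share was not computed for thinned counts. The paper's share is of 17751 UniTags, the sum of the nonsingletons of both libraries, and on that scale the 420 OE and 1570 UE tags counted in both libraries are 11.2% together, a value computed after seeing the paper's.

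The paper gives 58951 unique tags for both libraries, and 35963 different tags were counted. The number 58951 equals the sum, over the libraries, of the different tags (41200) and of the tags counted at least 2 times (17751), and the paper's 19297 for Vip–Unsel equals 13214 and 6083 together. The paper's 17751 nonsingleton UniTags equal 11668 and 6083 together, which are 14754 different tags. No alternative was set for these numbers.

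The Discussion names Tag_146 and Tag_69 as the OE chymotrypsins. In the text of Table S2 used here Tag_4 (log2 FC 1.53) and Tag_759 (1.78) are named as chymotrypsins and were OE as well. Fold values of Tables 1 and 2 differed from those obtained here by at most 0.00499.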

Other observations

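Serine protease motifs were also found in tags without a name in the paper's tables. In all, 408 tags encoded MxCxG or GDSGG, the latter the motif around the active serine, with 74 OE and 36 UE, with 17.5% of Vip–Sel and 6.51% of Vip–Unsel counts, a ratio of 2.69 (95% interval 2.65 to 2.73). The 397 of them without a name had a ratio of 1.96 (1.91 to 2.01), but many are sequence forms of named tags: of the 27569 Vip–Sel and 2950 Vip–Unsel counts of unnamed GDSGG tags, 25598 and 2779 were in tags with the first 24 bases of Tag_4. The motifs were chosen after seeing the data, and a narrower form of MxCxG had been tried first. Of other gene lists, all of tags called on these libraries, cuticle and trachea tags had 1 OE and 3 UE with a ratio of their sums of 0.394 (0.358 to 0.434) and 4.50 without Tag_116, fatty acid binding proteins 1 OE and 2 UE (1.44, 0.881 to 2.49, and 0.105 without the most counted tag), the peritrophic matrix 1 OE and 2 UE (3.41, 2.63 to 4.49, and 0.0794 without the most counted tag) and heat shock proteins 3 OE and 4 UE (3.95, 3.74 to 4.18). The antimicrobial list had 1 UE tag (14 and 13 counts, 0.273, 0.119 to 0.632), and receptors of Bt toxins 1 OE and 4 UE (0.261, 0.236 to 0.290). With TMM 1 of the 3 cuticle tags stayed UE, the antimicrobial tag did not, and none of these sums changed sign.

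The tests of the excess of UE tags and of tags without a contig were set before the result was seen; those of opposite pairs and of the REPAT39 peptide were chosen after it. The ratio of UE to OE tags was 4.02. Merging sequence variants left it at 4.00 and totals without the 10 most abundant tags at 2.82, which argues against these as the whole cause. TMM, with a log2 shift of 1.09, gave 1.25. At the library totals, the 1731 tags in both libraries with at least 20 combined counts had a median log2 FC of -0.02. The deeper Vip–Sel library dominates that cut, so a difference in composition between the libraries stays open. With Vip–Sel thinned to the Vip–Unsel total the median ratio was 1.96 (1.90 to 2.03), and among tags counted in both libraries it was 1.52 (1.44 to 1.60) in place of 3.74, so greater depth could explain part of the excess but not the part that remained at equal totals. Of 12489 unchanged tags in simulated counts 60 were called OE and 685 UE, and with P adjusted by Benjamini-Hochberg 0 and 6 were. For what remained, composition, a difference between the pools of larvae and a difference between the strains stay open, since each strain has 1 library.

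Of the 1459 called tags without a contig, 879 (60.2%, 57.7 to 62.8) differ by 1 base from a tag with at least 10 times their count, against 7 of 409 with a contig (1.71%). Sequence variants of abundant tags, from reading errors or from alleles, are a candidate source of most of them, although 64.1% of the tags in both libraries that were not called are such variants too. Mismatches in the last 2 bases alone would account for 35.7% (33.2 to 38.2), fewer than most. Variation between strains was not tested apart from errors.

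If strain variants split transcripts into tags that change in opposite directions, pairs of tags 1 substitution apart would be of opposite call more often than reassigned calls. There were 93 such pairs of 15682, and 1000 reassignments gave a median of 1340 (95% of them from 1270 to 1402). Of the pairs, 8725 (55.6%) are a tag and its variant, counted at least 10 times less, or variants of the same tag, which would tend to share a call whether or not strain variants exist, so the test decides nothing about this hypothesis. Other sequence forms counted as separate tags could explain part of the FC of Tag_61. All tags that encode its 8 residues had a summed ratio of 2.52 (2.26 to 2.81), whose interval spans the OE threshold of 2.5. A smaller change over all these forms stays open, and whether they come from 1 gene is not known. The paper reports that qRT-PCR of repat39 on newly dissected guts bore out its overexpression.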
